# Survival trade-offs in plant roots during colonization by closely related beneficial and pathogenic fungi

**DOI:** 10.1038/ncomms11362

**Published:** 2016-05-06

**Authors:** Stéphane Hacquard, Barbara Kracher, Kei Hiruma, Philipp C. Münch, Ruben Garrido-Oter, Michael R. Thon, Aaron Weimann, Ulrike Damm, Jean-Félix Dallery, Matthieu Hainaut, Bernard Henrissat, Olivier Lespinet, Soledad Sacristán, Emiel Ver Loren van Themaat, Eric Kemen, Alice C. McHardy, Paul Schulze-Lefert, Richard J. O'Connell

## Abstract

The sessile nature of plants forced them to evolve mechanisms to prioritize their responses to simultaneous stresses, including colonization by microbes or nutrient starvation. Here, we compare the genomes of a beneficial root endophyte, *Colletotrichum tofieldiae* and its pathogenic relative *C. incanum*, and examine the transcriptomes of both fungi and their plant host *Arabidopsis* during phosphate starvation. Although the two species diverged only 8.8 million years ago and have similar gene arsenals, we identify genomic signatures indicative of an evolutionary transition from pathogenic to beneficial lifestyles, including a narrowed repertoire of secreted effector proteins, expanded families of chitin-binding and secondary metabolism-related proteins, and limited activation of pathogenicity-related genes *in planta*. We show that beneficial responses are prioritized in *C. tofieldiae*-colonized roots under phosphate-deficient conditions, whereas defense responses are activated under phosphate-sufficient conditions. These immune responses are retained in phosphate-starved roots colonized by pathogenic *C. incanum*, illustrating the ability of plants to maximize survival in response to conflicting stresses.

## Abstract (web summary)

*Colletotrichum tofieldiae* is a beneficial root endophyte, whereas the closely related *C. incanum* is pathogenic. Here the authors compare the genomes and transcriptomes during host plant interaction and demonstrate that the host plant can respond differently to the beneficial endophyte according to phosphate status.

Fungal endophytes are a ubiquitous and phylogenetically diverse group of organisms that establish stable associations with living plants, but in most cases their ecophysiological significance is poorly understood^1^. Species of the fungal genus *Colletotrichum* are best known as destructive pathogens on >3,000 species of dicot and monocot plants worldwide, causing anthracnose diseases and blights on leaves, stems, flowers and fruits^2^. However *Colletotrichum* species can also grow benignly as endophytes on symptomless plants^3^, and although only few pathogenic members of the genus attack plant roots^4^, *Colletotrichum* endophytes are frequently isolated from the roots of healthy plants^5^,^6^. Moreover, although the genome sequences and *in planta* transcriptomes were recently described for four species pathogenic on above-ground plant parts^2^,^7^, such information is not available for any root-associated *Colletotrichum* pathogens or endophytes.

We found recently that *C. tofieldiae* (*Ct*) is an endophyte in natural populations of *Arabidopsis thaliana* growing in central Spain^8^. The fungus initially penetrates the rhizoderm by means of undifferentiated hyphae, which then ramify through the root cortex both inter- and intracellularly, occasionally spreading systemically into shoots via the root central cylinder without causing visible symptoms. Under phosphate-deficient conditions (50 μM KH_2_PO_4_), colonization by *Ct* promoted plant growth and fertility and mediated the translocation of phosphate into shoots, as shown by ^33^P radiotracer experiments^8^. However, neither the plant growth promotion nor phosphate translocation activities were detectable under phosphate-sufficient conditions (625 μM KH_2_PO_4_), indicating that plant fitness benefits conferred by *Ct* are strictly regulated by phosphate availability. In striking contrast, colonization of *A. thaliana* roots by the closely related pathogenic species *C. incanum* (*Ci*), which attacks members of the Brassicaceae, Fabaceae and Solanaceae, severely inhibited *Arabidopsis* growth and mediated only low levels of ^33^P translocation into shoots^8^. These findings raise the possibility that in low-phosphate soils, root colonization by the *Ct* endophyte compensates for the absence of key genetic components required for mycorrhizal symbiosis in the Brassicaceae lineage, which is otherwise conserved in ∼80–90% of terrestrial plants^9^.

In the present study, we report the genomes of five isolates of beneficial *Ct* and one isolate of pathogenic *Ci*, and analyse the transcriptomes of each species during their colonization of *Arabidopsis* roots under phosphate-deficient and phosphate-sufficient conditions. Comparison of the two species allows us to identify fungal adaptations to the endophytic lifestyle at the level of both gene repertoire and gene regulation, and provides insights into the evolutionary transition from parasitism to endophytism within a single fungal genus. On the host side, transcriptional responses of *Arabidopsis* roots to colonization by beneficial *Ct* are modulated by the phosphate status, providing evidence that trade-offs between defense and nutrition control the outcome of the interaction between *Arabidopsis* and *Ct*. Our findings also shed light on the ability of plants to maximize survival by prioritizing their responses to simultaneous biotic and abiotic stresses.

## Results

### Genome sequencing and evolution of *Ct* and *Ci* lifestyles

We sequenced the genome of the plant growth-promoting fungus *Ct* isolate 0861, a root endophyte isolated from natural populations of *A. thaliana* in Spain^8^,^10^, and those of four other *Ct* isolates isolated from diverse dicot and monocot hosts in Europe (Supplementary Note 1). We also sequenced the broad host-range pathogen *Ci*, isolated from radish (*Raphanus sativus*) leaves in Japan, that strongly impairs plant growth when inoculated onto *Arabidopsis* roots^8^,^11^ (Supplementary Fig. 1, Supplementary Table 1 and Supplementary Note 1). Illumina short reads were used to build high-quality genome assemblies of similar size for all isolates, ranging from 52.8 to 53.6 Mb (Supplementary Table 2 and Supplementary Note 2). Molecular phylogeny, whole-genome alignment and divergence date estimates indicate that *Ct* and *Ci* are closely related taxa within the *Colletotrichum spaethianum* species complex and diverged only ∼8.8 million years ago (Fig. 1a, Supplementary Figs 2 and 3, Supplementary Table 3 and Supplementary Note 3). Our phylogenetic analysis suggests that evolution from pathogenic ancestors towards the beneficial endophytic lifestyle in *Ct* is a recent adaptation in *Colletotrichum* fungi.

### SNP distribution and reproductive mode of *Ct* isolates

Although the five *Ct* isolates originate from widely separated geographical areas and distantly related plant hosts, they diverged only ∼0.29 million years ago and the aligned fractions (>93%) of their genomes share >99% sequence identity (Fig. 1a and Supplementary Tables 1,3 and 4). The overall frequency of single-nucleotide polymorphisms (SNPs) between isolates was similar (2.22–3.04 SNPs per kb) but the SNP distribution within each genome was uneven, with alternating tracts of low (0.22–0.32 SNPs per kb) and high (4.25–5.12 SNPs per kb) SNP density (Fig. 1b, Supplementary Fig. 4 and Supplementary Table 5). This peculiar SNP distribution, also visible in the genomes of other plant-interacting fungi^12^,^13^, is consistent with chromosome recombination events. However, the SNP density profiles are remarkably similar between isolates and large haplotype blocks are conserved between all (21%), four (19%), three (18%) or two (17%) of them, with only 22% being isolate specific (Fig. 1b,c, Supplementary Fig. 4, Supplementary Table 6 and Supplementary Note 4). These conserved SNP signatures in the genomes of geographically distant isolates were likely generated by rare or ancestral sexual/parasexual reproduction and maintained by frequent clonal propagation.

### Evolutionary dynamics of multigene families in *Colletotrichum*

Similar numbers of protein-coding genes were predicted in *Ct*0861 and *Ci* (∼13,000; Supplementary Table 2), with >11,300 orthologous genes shared between both species. By clustering protein-coding sequences into sets of orthologous genes using OrthoMCL, we identified 7,297 gene families conserved across all six analysed *Colletotrichum* species and 10,519 shared between *Ct*0861 and *Ci* (Fig. 2a,b and Supplementary Note 5). Using a maximum-likelihood approach, we also reconstructed ancestral genomes for each *Colletotrichum* lineage and predicted the number of gene families that were likely gained or lost in each species compared with its corresponding ancestor (Supplementary Fig. 5 and Supplementary Note 6). We found significantly more gene families gained (1,009) than lost (198) on the branch leading to *Ct* compared with other branches of the tree (Fisher's exact test*, P*=3.98 × 10^−136^; Supplementary Fig. 5 and Supplementary Data 1). Functional enrichment analysis among the 1,009 gene families gained (Supplementary Fig. 5) and the 1,486 *Ct*-specific gene families (Fig. 2b) revealed a significant enrichment for genes encoding secondary metabolite biosynthesis-related proteins in *Ct* (Fisher's exact test*, P*=5.89 × 10^−3^ and 3.31 × 10^−8^, respectively). This result contrasts with the very low number of secondary metabolite-related genes detected in the genomes of other root-associated fungal endophytes and mycorrhizal fungi^14^ and suggests that either fungal secondary metabolites have roles in establishing a beneficial endophytic interaction with host plants or in limiting the colonization of microbial competitors inside roots. Evaluation of the selective forces (*d*_N_/*d*_S_ ratio) acting on all the protein families in the *Ct* genome revealed that genes involved in ‘signal transduction mechanisms', ‘RNA processing and modification' and ‘lipid transport and metabolism' showed the strongest evidence of adaptive evolution (false discovery rate (FDR)<0.05, Fisher's test). This contrasts with pathogenic *Colletotrichum* species for which gene families belonging to the categories ‘defense mechanisms', ‘cell wall/membrane/envelope biogenesis' and ‘RNA processing and modification' show the highest *d*_N_/*d*_S_ ratios (Supplementary Figs 6 and 7, Supplementary Data 2 and Supplementary Note 7).

### Genomic signatures of the pathogenic to beneficial transition

*Ct* encodes large repertoires of transporters, secreted proteins, proteases, carbohydrate-active enzymes (CAZymes) and secondary metabolism key enzymes, very similar to *Ci* and four other pathogenic *Colletotrichum* species (Supplementary Figs 8–12 and Supplementary Note 8). By comparing the *Ct* gene repertoires to those of five other plant-associated fungal endophytes from both ascomycete and basidiomycete lineages, we found no obvious common genomic signatures to indicate the convergent evolution of an endophyte ‘toolkit' (Supplementary Figs 8–12). Furthermore, the convergent loss of decay mechanisms characteristic of ectomycorrhizal fungi^15^,^16^ is not a hallmark shared by the non-mycorrhizal root endophytes (Supplementary Fig. 12), suggesting that these fungi have followed different evolutionary trajectories to acquire the ability for intimate growth in living root tissues^14^,^17^.

Despite the overall similar secretome size of all analysed *Colletotrichum* species (13.3–15.9% of the total proteome), the proportion of genes encoding candidate secreted effector proteins (CSEPs), which may promote fungal infection^18^, varied considerably between species (6.6–15.8% of the total secretome; Fig. 3a and Supplementary Table 7). The smaller CSEP repertoire in *Ct*0861 (133 versus 189 in *Ci*) is largely explained by the reduction of species-specific CSEPs (34 versus 72 in *Ci*; Fig. 3a, Supplementary Fig. 13, Supplementary Table 7 and Supplementary Data 3). As expected, calculation of *d*_N_/*d*_S_ ratios among 331 *CSEP* families derived from all the 10 analysed *Colletotrichum* genomes indicates they are under diversifying selection (median 0.35, interquartile range 0.21–0.49) relative to non-CSEP families (median 0.20, interquartile range 0.07–0.33; Fisher's exact test, *P*<2.2 × 10^−16^; Fig. 3b). Genomes from additional *Ci* isolates are now needed to determine whether there is differential host-selective pressure on the CSEP repertoires of endophytic *Ct* and pathogenic *Ci* that reflect their contrasting lifestyles. Similar to other *Colletotrichum* species^2^, *CSEPs* in *Ct* and *Ci* are not organized into large multigene families, possibly due to a low frequency of duplication events in their respective genomes (Fig. 3c,d and Supplementary Table 2).

Both *Ct* and *Ci* genomes encode a very broad range of CAZymes, including large arsenals of pectate lyases, carbohydrate esterases and glycoside hydrolases acting on all major plant cell wall constituents (Fig. 4a, Supplementary Fig. 12 and Supplementary Data 4). However, the number of predicted carbohydrate-binding modules is inflated in *Ct* compared with pathogenic *Colletotrichum* species, especially chitin-binding CBM18 (48 versus 28–40) and CBM50 (57 versus 30–54) modules (Fig. 4a, Supplementary Data 4), though few of the corresponding *Ct* genes were induced *in planta* (Supplementary Fig. 14). These two chitin-binding modules are similarly highly enriched in the genomes of two other non-mycorrhizal root symbionts^19^,^20^ (*Piriformospora indica* and *Harpophora oryzae*; Supplementary Data 4), suggesting this is a genomic signature common to independently evolving root-associated fungal endophytes.

### Dual RNAseq of *Arabidopsis* roots and fungal partners

We report elsewhere that *Ct* promotes *Arabidopsis* growth under phosphate-deficient (−P) but not phosphate-sufficient (+P) conditions and that transfer of radioactive ^33^P from *Ct* hyphae to host plants is strictly regulated by Pi (inorganic phosphate) availability^8^. To compare the transcriptional dynamics of beneficial *Ct* and pathogenic *Ci* during colonization of *Arabidopsis* roots and study the corresponding host responses, we extensively re-analysed the previously created RNA-seq data for the *Ct*-*Arabidopsis* interaction (6, 10, 16 and 24 days post inoculation (d.p.i.), +P: 625 μM, −P: 50 μM; ref. 8) and included new samples for the *Ci*-Arabidopsis interaction (10 and 24 d.p.i., −P: 50 μM) (Supplementary Figs 15 and 16). 

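The counts used here come from 48 *Arabidopsis* root samples with or without *Ct* and 9 root samples with *Ci*. The *Ct* set holds 3 replicates of mock and *Ct* roots at 625 or 50 μM phosphate at each of 6, 10, 16 and 24 d.p.i. The *Ci* set, all at 50 μM, holds 3 replicates from experiment E1 (10 d.p.i.) and 3 each at 10 and 24 d.p.i. from experiment E2. Fungal fragments were counted in the *Ct* root libraries and in the *Ci* root libraries of E2, and 3 libraries of each fungus grown *in vitro* are the reference for induction *in planta*. Fragments counted on *Arabidopsis* genes ran from 14759332 to 35736507 in the 48 libraries, with a median of 23686215.5. Fragments counted on *Ct* genes were far fewer, 41261 to 566307 per root library (median 127510), and those on *Ci* genes 246653 to 1445216. A fungal gene with few transcripts can therefore read 0 in roots and still be transcribed.
Library run is inferred here from the number that opens each library's identifier in Supplementary Table 8. Run in this sense is tied to some of the groups. All 6 d.p.i. libraries are from a run of their own and most others from 1 run. The +P mock roots at 16 d.p.i. are from another run than every other 16 d.p.i. library, and *Ci* roots of E1 share that run. *Ci* roots of E2 are from a further run, whereas the mock and *Ct* roots they are set against are from the run of most libraries. In those comparisons inoculum and run cannot be separated. The *in vitro* libraries of *Ci* share the run of E1, so run also differs between *Ci* roots of E2 and *Ci* grown *in vitro*.

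**Figure D1:**
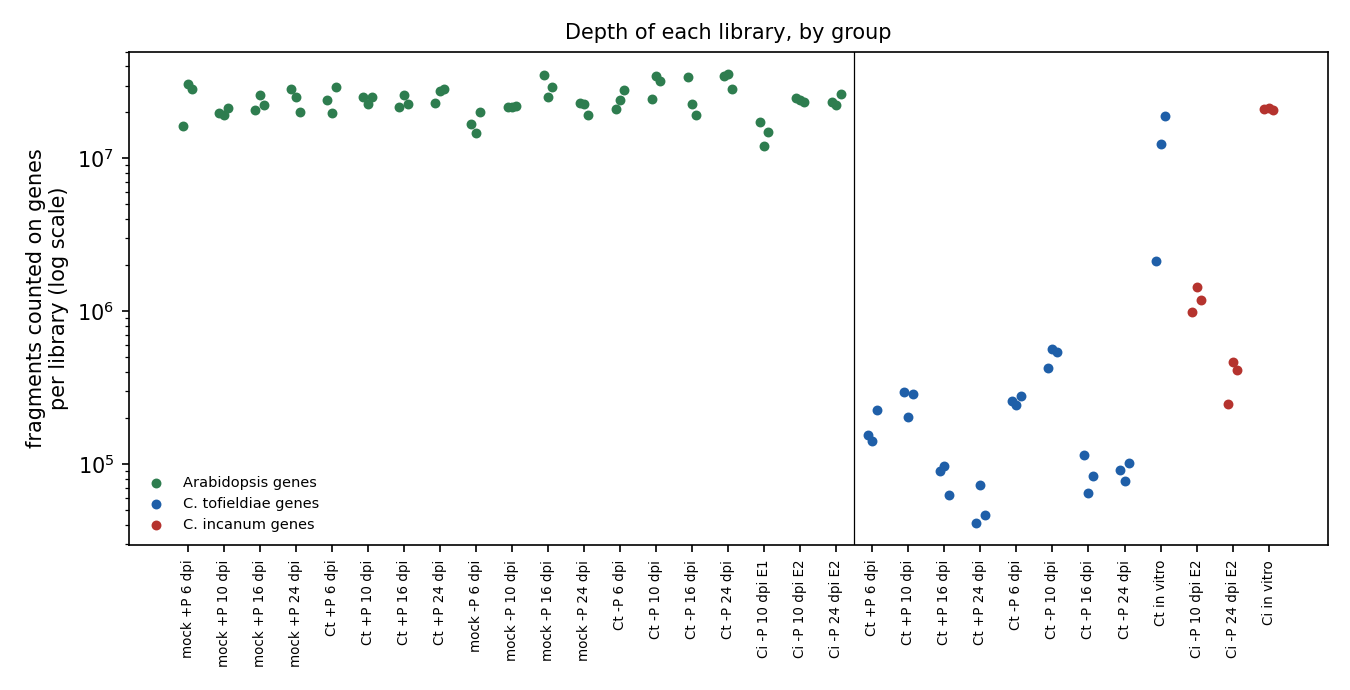
Fragments counted on genes in each library, on a log scale, by group. Each point is 1 library. Plant and fungal counts of the root libraries and the *in vitro* libraries are set apart, so that the distance between plant and fungal depth in the same roots can be read.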

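A gene entered a fit only if enough fragments were counted over the samples of that fit. For *Arabidopsis* the limit was 100 fragments. It kept 22095 genes in the 48 mock and *Ct* samples, 20566 in the 12 samples at 10 d.p.i. under −P, and 20547 in the 9 samples at 24 d.p.i. under −P. The fungal limits look at root samples alone, so a fungal gene transcribed only *in vitro* is never tested. No 2 replicates are copies of each other: the lowest chi-square per degree of freedom between replicates of a group was 2.34 for *Arabidopsis*, 1.32 for *Ct* and 1.63 for *Ci*, where a value near 1 would mean counting noise alone.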

After mapping Illumina reads to their respective genomes, we obtained expression data for >20,000 *Arabidopsis* genes, 8,613 *Ci* genes and 6,693 *Ct* genes (Supplementary Fig. 17, Supplementary Table 8 and Supplementary Note 9). 

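The RNA-seq values of the genes that the paper also measured by RT–qPCR can be read from the counts; the RT–qPCR values themselves were not analysed here. The *Arabidopsis* reference *ACT2* (AT3G18780) changed little between *Ct* and mock roots, from a log2 fold change of −0.18 ± 0.06 (SE) under +P at 24 d.p.i. to 0.51 ± 0.06 under +P at 10 d.p.i. The *Ct* reference tubulin gene CT04_12898 was not called in planta against *in vitro* under −P, with log2 fold changes of −0.95 ± 0.26 at 6 d.p.i. and 0.04 ± 0.27 at 24 d.p.i. Among the other *Ct* genes of that set, the thiamine biosynthesis gene CT04_02539 fell by 6.99 ± 0.56 on the log2 scale at 6 d.p.i. (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 2.3e-12) and by 3.05 ± 0.46 at 24 d.p.i. (adjusted p 1.7e-06). The LysM gene CT04_01769 (0.73 ± 0.34 at 10 d.p.i.) and the CSEP gene CT04_07148 (−0.77 ± 0.23) stayed under the fold limit.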

The expression data were validated using quantitative PCR with reverse transcription (RT–qPCR) with a subset of *Arabidopsis* and *Ct* genes (Supplementary Fig. 18, Supplementary Table 9 and Supplementary Note 10).

### Transcriptional shutdown of pathogenicity genes in *Ct*

Among the 3,885 *Ct* genes significantly regulated (moderated *t*-test, |log_2_FC|⩾1, FDR<0.05), only few (61) were impacted by phosphate status (described in ref. 8) or the fungal developmental stage *in planta* (845; Supplementary Data 5 and Supplementary Fig. 19). In contrast, ∼80% were induced upon host contact and particularly those encoding CAZymes, for which a dynamic expression pattern was observed (Fig. 4b and Supplementary Figs 19 and 20). 

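Called here are genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's limits. In 1 fit of the 24 root and 3 *in vitro* samples, 4269 *Ct* genes were called in at least 1 of 18 comparisons, and 4259 of them in at least 1 of the 8 comparisons of *in planta* with *in vitro* growth. Between phosphate levels 31 genes were called at 1 time or more. Of 100 splits of the root samples, 5 gave as many, the real one among them. These splits mixed time points as well as phosphate levels, so they cannot tell whether chance gives such a count. At 6 and at 16 d.p.i. 0 genes were called between −P and +P, at 10 d.p.i. 7 up and 1 down, and at 24 d.p.i. 5 up and 19 down. Where edgeR gave 0 calls, 221 genes (6 d.p.i.) and 329 genes (16 d.p.i.) had an unadjusted p under 0.05, voom also gave 0 at both times and DESeq2 gave 2 at both. Between consecutive time points 606 genes were called. From 16 to 24 d.p.i. 386 genes were called under +P and 273 under −P, against 6 and 72 from 6 to 10 d.p.i. and 50 and 51 from 10 to 16 d.p.i. That order holds under +P in a fit of only the groups compared and not under −P, where 317 were called from 6 to 10 d.p.i. and 306 from 16 to 24 d.p.i.
The phosphate count and the counts of single time steps move with the setting. Without *in vitro* replicate 1 the phosphate count was 105, without the expression filter 84, and without the *Ct* +P 24 d.p.i. replicate 2 it was 20. Median fold changes of the *Ct* comparisons moved by up to 0.18 on the log2 scale between edgeR and voom.
The phosphate:H+ symporter gene CT04_05366 was 3.80 ± 0.65 higher on the log2 scale under −P than under +P at 24 d.p.i. (quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0021), with 275 ± 39.5 against 18.4 ± 16.2 CPM (mean ± SD). Under −P it was below its *in vitro* level by 4.28 ± 0.40 at 10 d.p.i. (adjusted p 8.7e-11). The cellobiosidase gene CT04_06091 went the other way at 24 d.p.i., −4.05 ± 0.44 (adjusted p 2.4e-06). Other genes called at 24 d.p.i. rest on less: CT04_12755 (3.13 ± 0.73, adjusted p 0.043) lost its call without any of 5 single libraries, and CT04_08450 (2.42 ± 0.52), CT04_11781 (−3.98 ± 0.82) and CT04_09298 (−3.32 ± 0.67) had voom adjusted p of 0.22, 0.14 and 0.13.

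**Figure D2:**
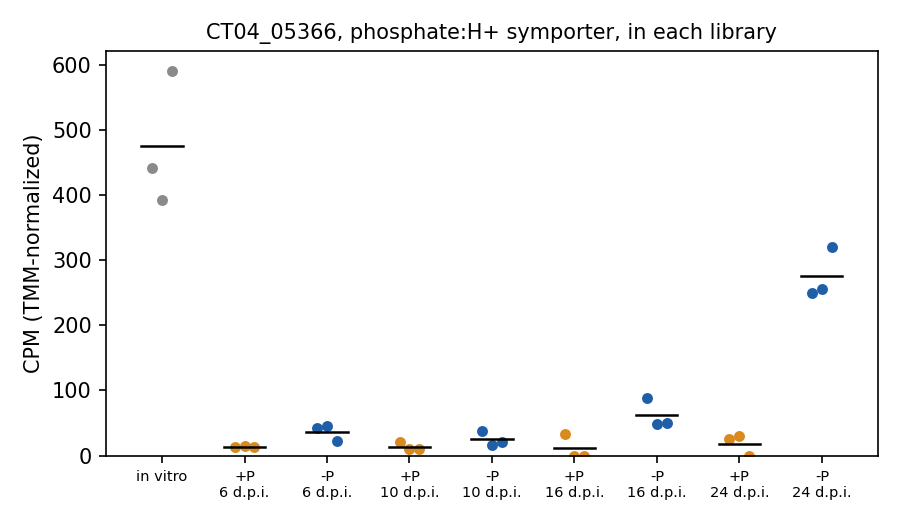
CPM of the phosphate:H+ symporter gene CT04_05366 in each *Ct* library. Groups on the horizontal axis are +P and −P roots at 6, 10, 16 and 24 d.p.i. and *in vitro* growth, and each point is 1 library. The level in −P roots at 24 d.p.i. can be set against the +P roots of that time and against *in vitro* growth.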

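Of the *Ct* genes called in any comparison, 99.8% were called *in planta* against *in vitro*. Growth medium, age and depth differ between these samples along with contact with the root, and were not set apart. The direction was divided. At 10 d.p.i. under −P 1472 genes were up and 1348 down, at 6 d.p.i. 1396 and 1180, at 16 d.p.i. 1321 and 1052, and at 24 d.p.i. 1240 and 896. Under +P the numbers were 1376 and 1098, 1454 and 1287, 1269 and 1005, and 1228 and 1069. Over all 8 comparisons 2006 genes were up at least once and 2286 down at least once, so that 47% of the called genes were up in planta. With voom that share was 56.6%, and without *in vitro* replicate 1 and with voom 50.8%. That replicate stands apart from the other *in vitro* libraries (Spearman correlation 0.879 and 0.876, against 0.994 between replicates 2 and 3). A fit of only the groups compared lowered all 8 totals, that at 24 d.p.i. under +P from 2297 to 1256 and that at 16 d.p.i. under −P from 2373 to 1394. Leaving out the filter raised the total at 10 d.p.i. under −P from 2820 to 4345.
The largest rises at 10 d.p.i. under −P, among called genes with a mean log2 CPM of at least 1 and groups that do not overlap, were those of CT04_02713 (log2 fold change 14.35 ± 0.39, adjusted p 3.8e-24), CT04_07825 (12.79 ± 0.44, adjusted p 2.5e-21) and CT04_10779 (12.66 ± 0.50, adjusted p 6.4e-20; quasi-likelihood test, Benjamini-Hochberg adjustment). At 24 d.p.i. they were those of CT04_10298 (12.65 ± 0.96), CT04_04484 (12.53 ± 0.57) and CT04_07896 (12.46 ± 0.72). The largest falls at 10 d.p.i. by this rule were those of CT04_11587 (−10.92 ± 1.34, adjusted p 7.9e-08), CT04_11298 (−7.47 ± 0.95) and CT04_10998 (−7.24 ± 1.02). At 24 d.p.i. CT04_08590, CT04_08715 and CT04_02944 had 0 fragments in −P roots, at least 5.64-fold, 2.62-fold and 2.55-fold below *in vitro* growth with a floor of 3 fragments over the group.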

A first wave of activation (6–16 d.p.i.) involved few plant cell wall-degrading enzymes (PCWDEs) acting mostly on hemicellulose, while a second wave (24 d.p.i.) involved induction of numerous PCWDEs acting on all major wall polymers, including cellulose, hemicellulose and pectin (Fig. 4b). Thus, at later infection stages, *Ct* displays significant saprotrophic capabilities. However, genes encoding CSEPs, secreted proteases, secondary metabolism key enzymes and transporters showed no clear activation (Supplementary Fig. 21), in contrast to the highly stage-specific deployment of such genes by *C. higginsianum* during infection of *Arabidopsis* leaves^2^. 

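The first part of the *Ct* expression table of the paper, 1004 genes, is held here and lists 54 CAZyme genes, so no test over the whole family was made. Of these 54, 26 were up and 4 down in −P roots at 6 d.p.i., and 26 up and 2 down at 24 d.p.i. A rise of over 10 on the log2 scale was found for 0 of these 54 genes at 6 d.p.i. and 4 at 24 d.p.i. With edgeR the 6 d.p.i. value was 0, with voom and with DESeq2 1.
The 8 early genes for wall-degrading enzymes that the paper names in its notes were called up in −P roots at every time. The GH11 gene CT04_07791 rose by 4.69 ± 0.39 on the log2 scale at 6 d.p.i. (quasi-likelihood test, Benjamini-Hochberg adjusted p 6.1e-12) and by 3.86 ± 0.43 at 24 d.p.i. For the GH10 gene CT04_11299 the values were 4.27 ± 0.35 and 3.76 ± 0.42, for the CE1 gene CT04_12639 5.47 ± 0.71 and 7.27 ± 0.72, and for the GH28 gene CT04_07564 8.13 ± 0.51 and 9.16 ± 0.52. The CE8 gene CT04_09451 rose by 10.28 ± 0.46 and 10.59 ± 0.47, and the GH43 genes CT04_00209 and CT04_04965 by 5.91 ± 0.48 and 6.59 ± 0.60 at 6 d.p.i. The GH29 gene CT04_03808 declined from 4.20 ± 0.53 to 2.53 ± 0.91 (adjusted p 0.029 at 24 d.p.i.). That last call was lost without the −P 24 d.p.i. replicate 2 (2.29, adjusted p 0.13) or replicate 3 (1.90, adjusted p 0.31), and without *in vitro* replicate 1 (2.44, adjusted p 0.052). From 6 to 24 d.p.i. the values of the CE1, GH28 and CE8 genes thus went up and those of the GH11, GH10 and GH29 genes down. The differences between these 2 times were not tested.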

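The paper concludes that *Ct* can live as a saprotroph late in infection from the wider set of wall-degrading enzyme genes at 24 d.p.i. In the counts, 2 genes for enzymes acting on cellulose and pectin have next to no *in vitro* signal. The cellobiosidase gene CT04_06091 had 0 *in vitro* fragments. With a floor of 3 fragments it was at least 1600-fold higher in −P roots at 10 d.p.i. (248 fragments) and at least 992-fold higher at 24 d.p.i. (26 fragments). In +P roots the bounds were 382-fold at 10 d.p.i. and 16300-fold at 24 d.p.i. The pectate lyase gene CT04_07285 had 2 *in vitro* fragments, so its ratio is loose: 1450 at 10 d.p.i. (exact Poisson 95% interval 394 to 12000) and 5420 at 24 d.p.i. (1460 to 45400). The intervals cover counting error alone and not the spread between libraries. Both ratios rest on the same 2 fragments, so the intervals do not bear on the change between the time points.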

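Among the genes for secondary metabolism that the paper names, several were induced from 6 d.p.i. on in −P roots. The polyketide synthase gene CT04_04070 rose by 3.91 ± 0.31 on the log2 scale at 6 d.p.i. (quasi-likelihood test, Benjamini-Hochberg adjusted p 3e-12) and by 2.64 ± 0.31 at 24 d.p.i. (adjusted p 1.2e-08). CT04_05283 rose by 3.06 ± 0.48 and 2.63 ± 0.63. CT04_08296 was called at 6 d.p.i. (1.63 ± 0.44, adjusted p 0.0034) and 24 d.p.i. (2.93 ± 0.47) but not between (0.87 ± 0.43 at 10 d.p.i.). The terpene synthase gene CT04_04263 rose early (3.10 ± 0.51 at 6 d.p.i.) and was not called at 24 d.p.i. (0.53 ± 0.99, adjusted p 0.73). The regulator gene CT04_09092 climbed from 4.77 ± 0.65 to 8.49 ± 0.65, whereas CT04_06224 (0.02 ± 0.22) and CT04_04287 (−0.86 ± 0.30) stayed below the limit at 24 d.p.i. Proteases and transporters as families were not analysed here, since the lists held are incomplete.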

Surprisingly, the activation of *Ct CSEP*s was almost non-existent *in planta*, with only 18/133 expressed during colonization, 8/133 induced *in planta* (log_2_FC⩾1) and 4/133 ranking among the 1,000 most highly expressed genes (Fig. 3c). These few expressed *CSEP* genes showed similar *d*_N_/*d*_S_ ratios compared with *CSEP*s that were silent *in planta* (Supplementary Data 3). 

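All 133 *Ct* CSEP genes listed by the paper are in the counts, and 18 (13.5%) have at least 100 fragments over the root samples. Of these, 7 were called up in −P roots at 10 d.p.i. and 7 at 24 d.p.i., 11 at either time. Over all 8 comparisons with *in vitro* growth 12 were up at least once, the same number with voom, DESeq2, RLE size factors and a replicate block. By mean CPM over all root samples 4 ranked among the 1000 highest genes. By the median the number was 2, at 10 d.p.i. under −P alone also 2, and at 24 d.p.i. under −P alone 6. Between −P and +P 0 CSEP genes were called, and 4 between consecutive time points.
The called genes rose late or early. CT04_00229 went from 1.47 ± 0.45 on the log2 scale at 6 d.p.i. (quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0094) to 6.60 ± 0.44 at 24 d.p.i. (adjusted p 1.9e-14), and CT04_10683 from −1.22 ± 0.66 (adjusted p 0.14) to 5.98 ± 0.57 (adjusted p 1.2e-10). CT04_11158 reached 5.96 ± 0.59 at 24 d.p.i. CT04_09572 was high throughout (7.60 ± 0.88 and 6.88 ± 1.15). CT04_01748 was up at 6 d.p.i. (3.07 ± 0.49) and not at 24 d.p.i. (−0.09 ± 1.30, adjusted p 0.97). CT04_04758 rose by 3.84 ± 0.83 at 24 d.p.i., a call lost without the −P 24 d.p.i. replicate 1 (2.97, adjusted p 0.059).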

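Low fungal depth would hide transcribed CSEP genes, so the 6 *Ci* root libraries were thinned to the depths of the 6 *Ct* −P libraries of the same times, 100 draws each. At that depth 35.7 *Ci* CSEP genes on average (34 to 38) still had at least 50 fragments, against 16 *Ct* CSEP genes at the same limit and 55 *Ci* genes before thinning. As shares of the lists of 189 and 133 genes this is 18.9% (18 to 20.1%) for *Ci*, down from 29.1%, against 12% for *Ct*. Equal depth thus takes away more of the gap than it leaves, and whether depth accounts for the rest is open. The counts cannot tell whether an effector gene that is silent at 6 to 24 d.p.i. acts before or after those times.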

The contracted repertoire and small number of *CSEP*s activated *in planta* suggests *Ct* requires extremely few effectors for host invasion and maintenance of the beneficial relationship.

### Gene deployment *in planta* reflects fungal lifestyles

To uncover transcriptional adaptations associated with the evolutionary transition from the ancestral pathogenic lifestyle to beneficial endophytism, we compared the normalized expression levels of 6,804 *Ct* and *Ci* orthologous gene pairs that are expressed *in planta* (10, 24 d.p.i.; −P) (Supplementary Data 6). 

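The first 1997 pairs of the paper's ortholog table are held here and the rest are not, so the counts below are of these pairs alone. Each pair was tested between *Ct* and *Ci* in −P roots with an edgeR fit of 18 samples that also held the *in vitro* libraries of both fungi. The offset joined library size and the coding length of each gene, since the orthologs differ in length. The comparison sets 1 species and run against another, so anything that differs between the *Ct* and *Ci* libraries as a whole enters it.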

More than twice as many gene pairs were differentially expressed at 10 d.p.i. 

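Of the pairs held, 482 were called at 10 d.p.i., 207 higher in *Ct* and 275 higher in *Ci*. The paper's own values for the same pairs give 175 and 261. Voom on length-adjusted values gave 408, leaving out the length adjustment 496, leaving out 1 library 394 to 420, and a fit of only the groups compared 598.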

(621 up, 842 down) than at 24 d.p.i. 

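At 24 d.p.i. 216 of the 1997 ortholog pairs held were called between *Ct* and *Ci* in −P roots, 108 higher in each fungus. The paper's values for these pairs give 88 and 90, and voom gave 145 in all, leaving out 1 library 145 to 161, and a fit of only the groups compared 332. Fungal depth fell too: the *Ci* libraries hold a median of 1184731 counted fragments at 10 d.p.i. and 410210 at 24 d.p.i., and those of *Ct* 537427 and 91072. Whether depth accounts for any of the drop was not tested.
Most of the pairs with the largest differences, among called pairs with a mean log2 CPM of at least 1 and groups that do not overlap, were silent in 1 fungus. The cytochrome P450 pair of CT04_02218 and CI_03503 (Pair_01712) had 147 ± 24.3 CPM (mean ± SD) in *Ct* and 0 in *Ci* at 10 d.p.i., and Pair_01137 186 ± 13.6 and 0. In the other direction Pair_02854, with the TOXD-related gene CI_03439, had 0 in *Ct* and 1140 ± 206 in *Ci* at 10 d.p.i., and 776 ± 107 in *Ci* at 24 d.p.i. Pair_02980 had 0 and 1480 ± 231 at 10 d.p.i., and Pair_02612 0 and 256 ± 25.1. Pair_03003, with the berberine bridge enzyme gene CI_10864, had 0 in *Ct* at 10 d.p.i. and 657 ± 111 in *Ci*. At 24 d.p.i. it was −2.48 ± 0.65 on the log2 scale (quasi-likelihood test, Benjamini-Hochberg adjusted p 0.02), with 125, 10.4 and 25.1 CPM in the *Ct* replicates. That call was lost in 2 of the fits with 1 library left out, where the value ran from −4.00 to −2.03 (highest adjusted p 0.11). Pairs transcribed in both fungi differed too: Pair_01202 by 7.20 ± 0.62 at 10 d.p.i. (adjusted p 1.9e-07) and 4.56 ± 0.56 at 24 d.p.i. (adjusted p 2.2e-05), and Pair_00832 by 4.43 ± 0.80 at 10 d.p.i. Pair_00347 (−7.35 ± 0.56 at 10 d.p.i., adjusted p 1.7e-07) had 1.8, 0 and 0 CPM in the *Ct* replicates, and its value reached −12.57 with 1 library left out. The LysM pair of CT04_01769 and CI_06532 (Pair_01378) was higher in *Ct* by 6.35 ± 0.58 at 10 d.p.i. (adjusted p 4.9e-07).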

(306 up, 273 down; moderated *t*-test, |log_2_FC|⩾1, FDR<0.05), suggesting that early colonization events are critical for determining the outcome of the interaction. GO term enrichment analysis showed that processes related to melanin biosynthesis were significantly enriched in *Ct*, consistent with the formation of melanized microsclerotia in *Ct* but not *Ci*^8^ (Supplementary Table 10). We also found major differences between *Ct* and *Ci* in the expression of gene categories typically associated with fungal pathogenicity. 

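By category, 117 of the ortholog pairs held have a CAZyme gene in either fungus. At 10 d.p.i. 18 of them were higher in *Ct* and 25 in *Ci*, and at 24 d.p.i. 15 and 12. Only 7 pairs have a CSEP gene in either fungus: 0 were higher in *Ct* and 5 in *Ci* at 10 d.p.i., and 0 and 1 at 24 d.p.i. Since the pair table is held in part, these are descriptions and were not tested as sets.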

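In *Ci*, 55 of 189 listed CSEP genes (29.1%) have at least 50 fragments over the 6 root samples of E2. At 10 d.p.i. 24 were called up *in planta*, at 24 d.p.i. 27, and 28 at either time; 14 ranked among the 1000 highest genes by mean CPM over the root samples, the same number at 10 d.p.i. and 12 at 24 d.p.i. All listed CSEP genes of both fungi were compared with Fisher's exact test (two-sided, 9 tests, Benjamini-Hochberg adjusted). More *Ci* CSEP genes passed the expression filter (adjusted p 0.00999) and were up at 24 d.p.i. (adjusted p 0.0438). The filters are unlike: 100 fragments over 24 *Ct* libraries and 50 over 6 deeper *Ci* libraries. At equal depth and a limit of 50 fragments for both, the shares were 18.9% for *Ci* and 12% for *Ct*, a difference that was not tested. Calls up start from these filters too, and in *Ci* run is not set apart from growth in roots. The differences at 10 d.p.i. had adjusted p of 0.0607 for genes up and 0.054 for the 1000 highest genes. For genes up at either time it was 0.115, for genes up at either time with a log2 fold change above 3 also 0.115, and for the 1000 highest genes 0.624 at 24 d.p.i., 0.155 over all root samples and 0.0607 there by the median.
The *Ci* CSEP gene CI_08930 ranked 4 at 10 d.p.i. with 5560 ± 1410 CPM (mean ± SD) and 6 at 24 d.p.i. It rose by 8.13 ± 1.15 on the log2 scale over *in vitro* growth at 10 d.p.i. (quasi-likelihood test, Benjamini-Hochberg adjusted p 0.00014). CI_11610 ranked 12 at 10 d.p.i. and rose by 11.73 ± 0.81 (adjusted p 7.9e-07), and CI_10370 rose by 14.15. The highest *Ct* CSEP gene at 24 d.p.i., CT04_10683, ranked 15 there but 2876 at 10 d.p.i., with 82.7 ± 32.1 CPM.

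**Figure D3:**
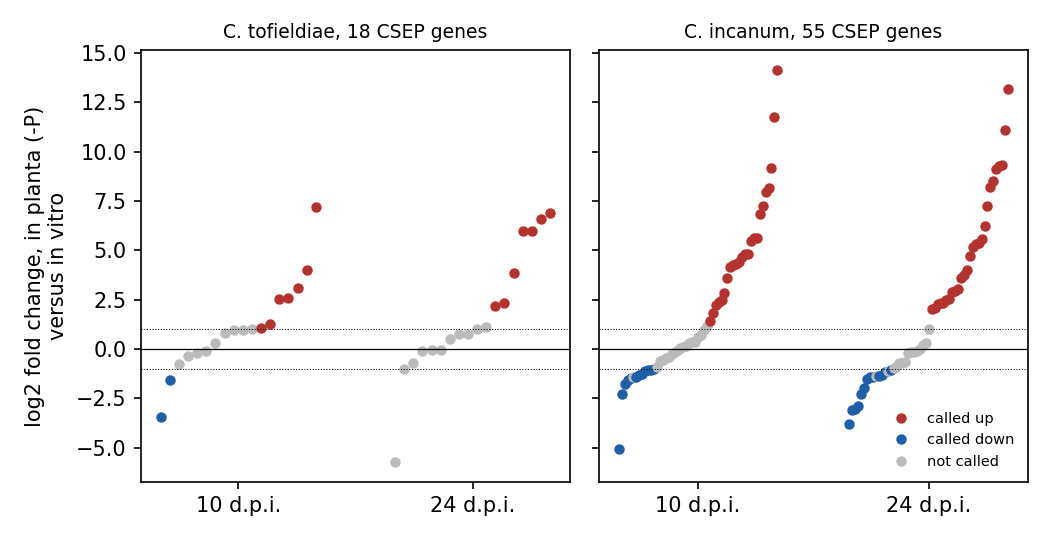
Log2 fold change *in planta* against *in vitro* of each CSEP gene that passed the filter, at 10 and 24 d.p.i. under −P, for *Ct* and *Ci*. Each point is 1 gene, filled where called. Genes with 0 *in vitro* fragments have a fitted fold change that depends on the prior count and is no bound. The number of genes and the height reached can be compared between the fungi.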

*In planta* activation of *CSEPs* was more pronounced in *Ci* compared with *Ct*, with seven times more *CSEPs* highly expressed (top 1,000 expressed genes) and three times more upregulated *in planta* at 10 d.p.i. (Fig. 3c,d and Supplementary Data 5 and 7). Likewise genes encoding CAZymes and secondary metabolism enzymes displayed earlier and stronger transcriptional activation *in planta* and broader diversity in *Ci* (Fig. 4b,c and Supplementary Fig. 22). 

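Of the *Ci* genes outside the CSEP list, the paper's notes name several that stand out at 10 d.p.i. in −P roots. The linoleate diol synthase gene CI_04352 had 6300 fragments against 2 *in vitro*, a ratio of 36100 (exact Poisson 95% interval 10000 to 298000), and at 24 d.p.i. 25400 (7030 to 210000). The interval covers counting error alone and not the spread between libraries. *Ci* root and *in vitro* libraries are also from separate runs, which these and the next values do not set apart from growth in roots. For the allergen-related gene CI_02952 the ratio was 18200 (6230 to 88300) at 10 d.p.i. and 2590 (873 to 12600) at 24 d.p.i. CI_11017 and CI_10399 had 0 fragments *in vitro* and were at least 29300-fold and 14000-fold higher at 10 d.p.i. with a floor of 3 fragments, and CI_07170 was at least 2360-fold higher. The TOXD-related gene CI_03439 rose by 7.97 ± 0.84 on the log2 scale and the berberine bridge enzyme gene CI_10864 by 12.42 ± 0.61. CI_11017 ranked 17 among all *Ci* genes at 10 d.p.i. and 20 at 24 d.p.i., CI_04352 28 and 55, CI_10399 76 and 153, and CI_02952 46 and 1185.
The largest falls, among called genes with a mean log2 CPM of at least 1 and groups that do not overlap, were those of CI_06584 (−7.73 ± 0.40), CI_05751 (−7.09 ± 0.25) and CI_01314 (−6.97 ± 0.35) at 10 d.p.i., and of CI_04796 (−7.92) and CI_07874 (−7.22) at 24 d.p.i.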

Consistent with this, we observed a reduced number of living cells and a depletion of beta-linked polysaccharides (including cellulose) from host cell walls in *Ci*-colonized roots at 10 d.p.i., but not in *Ct*-colonized roots (Supplementary Fig. 1). This finding suggests that pathogenic *Ci* harvests carbon from plant cell walls more aggressively than *Ct*. Thus, despite their phylogenetic proximity and similar gene arsenals, gene deployment during infection was strikingly different between *Ct* and *Ci*. 

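In *Ci*, 2339 genes were called up and 1642 down *in planta* at 10 d.p.i., and 2230 and 1790 at 24 d.p.i., of 8613 tested. The root libraries are from another run than the *in vitro* libraries, so run and growth in roots cannot be told apart in these calls. Without the filter the total at 10 d.p.i. changed most, from 3981 to 5454, and RLE size factors moved the median fold change by 0.11 on the log2 scale. The percentage of tested genes called is not comparable with that of *Ct* as it stands, because the *Ci* root libraries are deeper and their filter asks for fewer fragments.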

The *in planta* transcriptome of *Ci* resembles that of other pathogenic *Colletotrichum* species^2^, whereas the less dynamic transcriptome of *Ct* might contribute to, or be a consequence of, the beneficial relationship. Overall, our results suggest that the recent transition from pathogenic to beneficial lifestyles might be partly controlled through transcriptional downregulation of pathogenicity-related genes in *Ct*.

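The paper's reasoning runs from the smaller CSEP response of *Ct*, the earlier induction of CAZyme and secondary metabolism genes in *Ci* and the likeness of *Ci* to other pathogens of the genus, through the differences between ortholog pairs at 10 d.p.i., to the proposal that lower transcription of pathogenicity genes in *Ct* is part of the change of lifestyle. The counts speak to the difference between 2 species in −P roots. The step that rests on other species was not examined here. A lower level in *Ct* roots and a higher level in *Ci* roots give the same value. The *Ct* and *Ci* root libraries are also from separate runs.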

### Host responses to *Ct* are phosphate-status dependent

To disentangle how Pi-starved and non-starved *Arabidopsis* roots respond to *Ct* colonization over time, we compared *Ct*-colonized and mock-inoculated roots under +P and −P conditions. 

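For this question the 48 mock and *Ct* root samples were fitted together, 16 groups of 3 replicates. *Ct* was set against mock in each of the 8 combinations of phosphate level and time, and −P against +P in mock and in *Ct* roots at each time. Whether the response to *Ct* depends on phosphate was tested directly, as the difference between the response under −P and the response under +P. A gene called under one phosphate level and missed under the other need not differ between them. At 6, 10, 16 and 24 d.p.i. this interaction was called for 539 genes (256 positive, 283 negative), 17 (8 and 9), 571 (160 and 411) and 1006 (509 and 497). The small 10 d.p.i. count was 46 with DESeq2 and 5 to 27 with 1 library left out. The 16 d.p.i. count involves the +P mock roots of another library run.
The largest positive interactions at 24 d.p.i., among called genes with a mean log2 CPM of at least 1, were those of *IRT1* (AT4G19690; 6.97 ± 1.63 on the log2 scale, quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0029), AT5G04730 (4.94 ± 0.71, adjusted p 7.3e-06) and AT2G43890 (4.48 ± 0.59, adjusted p 1.9e-06). With voom the *IRT1* value was 6.32 with adjusted p 0.39. The largest negative ones by the same rule were those of AT5G50360 (−5.93 ± 0.92, adjusted p 2.5e-05), AT3G02480 (−5.13 ± 0.84) and AT3G15670 (−5.08 ± 0.83).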

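Between *Ct* and mock roots, 1047 *Arabidopsis* genes were called up and 835 down under +P at 6 d.p.i., 843 and 661 at 10 d.p.i., 959 and 376 at 16 d.p.i., and 690 and 176 at 24 d.p.i. Under −P the numbers were 766 and 508, 719 and 645, 747 and 523, and 709 and 327. Over the 8 comparisons 4438 genes were called at least once, over the 8 comparisons of phosphate levels 4120, and over all 16 together 5684. With voom the union was 5660. Dropping the fold limit moved it most, to 19945 of the 22095 genes tested.
The largest responses under +P at 24 d.p.i., among called genes with a mean log2 CPM of at least 1 and groups that do not overlap, were those of *BGL2* (AT3G57260; log2 fold change 5.95 ± 0.78, quasi-likelihood test, Benjamini-Hochberg adjusted p 5.4e-06), *PR5* (AT1G75040; 5.65 ± 0.74) and *CYP71B22* (AT3G26200; 4.91 ± 0.55, adjusted p 3.5e-08). *BGL2* and *PR5* rose under −P as well (4.38 ± 0.71 and 4.70 ± 0.72; interaction −1.57, adjusted p 0.42, and −0.95, adjusted p 0.66), whereas *CYP71B22* differed (interaction −3.34 ± 0.75, adjusted p 0.0021). *AGP30* (AT2G33790) fell by 3.40 ± 0.38 under +P and not under −P (0.26; interaction 3.66 ± 0.51, adjusted p 4.9e-06), as did AT5G54370 (−2.29 ± 0.29; interaction 3.03) and AT1G52060 (−2.28 ± 0.28; interaction 3.06).
Under −P at 24 d.p.i. the largest rises by this rule were those of AT4G08380 (9.36 ± 0.92, adjusted p 2.1e-09; interaction 5.33, adjusted p 0.13), *IRT1* (6.12 ± 1.56, adjusted p 0.0034; voom adjusted p 0.4) and AT4G21250 (4.75 ± 0.32, adjusted p 1.1e-13; interaction 3.80 ± 0.46, adjusted p 4.6e-07). The largest falls by it were those of *LTP4* (AT5G59310; −6.21 ± 0.65, adjusted p 3.8e-08), *DOGT1* (AT2G36800; −5.13 ± 0.96; interaction −2.36, adjusted p 0.59) and *NDB4* (AT2G20800; −4.36 ± 0.67; interaction −1.71, adjusted p 0.58).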

In total, 5,661 *Arabidopsis* genes were differentially expressed in at least one of the 16 pair-wise comparisons (moderated *t*-test, |log_2_FC|⩾1, FDR<0.05) and grouped into 20 major gene expression clusters (Fig. 5a and Supplementary Data 8). 

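In mock roots without any fungus, 872 genes were called between 50 and 625 μM phosphate at 6 d.p.i. (387 up and 485 down under −P), 129 at 10 d.p.i., 1012 at 16 d.p.i. and 2221 at 24 d.p.i. The 10 d.p.i. count moved most, to 40 with a fit of only the groups compared. Without the mock +P 10 d.p.i. replicate 1 it was 46. The 16 d.p.i. count sets libraries of 2 runs against each other. Markers of phosphate starvation named in the paper's notes rose with time in these roots. The sulfolipid synthase gene *SQD2* (AT5G01220) went from 0.42 on the log2 scale at 10 d.p.i. to 1.38 at 16 d.p.i. and 3.40 ± 0.22 at 24 d.p.i. (quasi-likelihood test, Benjamini-Hochberg adjusted p 4.6e-15). The transporter gene *PHT1;4* (AT2G38940) reached 4.93 ± 0.27 (adjusted p 6.4e-17), *PHT1;2* (AT5G43370) 4.89 ± 0.34 (adjusted p 2.3e-14) and *PHT1;5* (AT2G32830) 6.18 ± 0.47 at 24 d.p.i. Phosphate starvation is therefore plain in the mock roots at 24 d.p.i. and weak at 10 d.p.i. The clusters 2 and 4 were not analysed here, since the list of their genes was not at hand.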

GO term enrichment analysis among these clusters indicated that the phosphate level used in our study (50 μM) was sufficient to provoke a phosphate starvation response in *Arabidopsis* roots (clusters 2 and 4; Fig. 5b). Furthermore, our analysis indicates that ‘response to stimulus', ‘indole glucosinolate metabolic process', ‘defense response' and ‘ethylene metabolic process' are activated in *Ct*-colonized roots under +P but not −P conditions (cluster 9) (Fig. 5b and Supplementary Data 9). In contrast, the genes related to ‘root cell differentiation' (cluster 8, Fig. 5b) and phosphate uptake^8^ were preferentially activated in Pi-starved *Arabidopsis* roots during *Ct* colonization, similar to mycorrhizal symbiont–host interactions^21^. 

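The cluster lists of the paper were chosen on these same 48 samples, so their behaviour here is a description and no independent test. Of 155 genes printed for cluster 9, 139 could be matched and tested. Their median response to *Ct* (± SD between replicates) at 24 d.p.i. was 1.24 ± 0.33 on the log2 scale under +P, with 83 genes called up (87 when adjusted over the list alone). Under −P it was 0.50 ± 0.07, with 21 up and 1 down. The difference between the responses was −0.66 ± 0.34: 34 genes were called lower and 1 higher under −P, and 42 and 2 when adjusted over the list alone (camera, Benjamini-Hochberg adjusted p 1.12e-07, and fry, adjusted p 0.00514, over 56 set tests). Of 45 camera calls in those tests 44 hold under fry, which takes the correlation between genes from the data.
At 6 d.p.i. the cluster rose under both, by 1.61 ± 0.19 under +P (98 genes up) and 1.44 ± 0.15 under −P (86 up). At 10 d.p.i. the medians were 0.92 ± 0.25 and 0.40 ± 0.08, and at 16 d.p.i. 0.54 ± 0.19 and 0.36 ± 0.18. The differences at these 3 times were not tested. Within *Ct* roots at 24 d.p.i., 47 of the cluster 9 genes (33.8%) were higher under +P and 1 under −P.

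**Figure D4:**
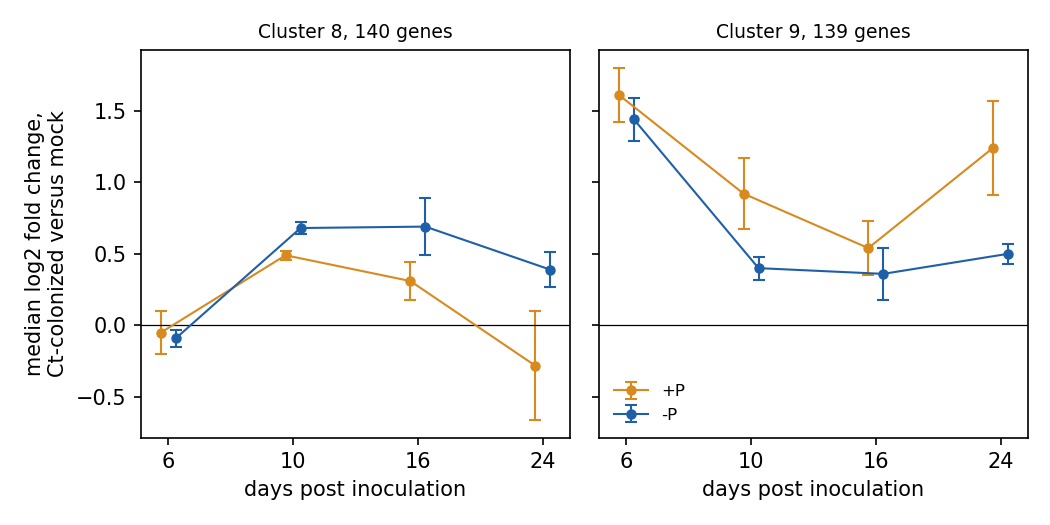
Median log2 fold change of *Ct* against mock roots over the genes of cluster 8 and cluster 9 at 6, 10, 16 and 24 d.p.i., under +P and −P. Error bars are the SD between replicates. For each cluster the distance between the +P and −P lines at each time can be read.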

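Cluster 8 was tested with 140 genes. At 24 d.p.i. its median response to *Ct* was −0.28 ± 0.38 on the log2 scale (± SD between replicates) under +P (2 genes up, 1 down) and 0.39 ± 0.12 under −P (20 up, 1 down), a difference of 0.70 ± 0.40 with 36 genes called higher and 1 lower (39 and 1 when adjusted over the list alone; camera adjusted p 2.35e-14, fry adjusted p 0.00556, Benjamini-Hochberg). At 16 d.p.i. under −P 49 genes were up, with a median of 0.69 ± 0.20, and at 10 d.p.i. 31, with 0.68 ± 0.04, against 25 under +P at 10 d.p.i. Within *Ct* roots at 24 d.p.i. 113 of the 140 genes were higher under −P. The fall under +P at 24 d.p.i. is the 1 camera call that fry does not share (camera adjusted p 0.000674, fry adjusted p 0.31).
Of the genes for phosphate uptake, *PHT1;2* rose in *Ct* over mock roots under −P by 1.63 at 10 d.p.i., 2.61 at 16 d.p.i. and 2.13 at 24 d.p.i. on the log2 scale, and under +P by 1.18, 1.98 and 0.94 (the last not called). The interaction was not called at any of these times (0.45, 0.63 and 1.19). *PHT1;4* did not rise under −P (−0.06, −0.10 and −0.04). In *Ct* roots *PHT1;3* was at least 79.2-fold higher under −P than under +P at 16 d.p.i., with 0 fragments under +P and a floor of 3. At 24 d.p.i. it was not (5.47 CPM under −P and 6.69 under +P), and in mock roots it was lower under −P by 3.39 ± 0.93. From mock to *Ct* roots at 24 d.p.i. *PHT1;3* went from 0.255 ± 0.228 to 5.47 ± 1.22 CPM (mean ± SD) under −P. Under +P it went from 2.82 ± 2.61 to 6.69 ± 4.84. At 16 d.p.i. it went from 0.0185 ± 0.032 to 3.27 ± 1.95 under −P and was 0 in both under +P. As a ratio of these low means, the rise with *Ct* was larger under −P, the direction that the paper gives for phosphate uptake.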

To identify key regulatory genes (hub genes) that might orchestrate transcriptional reprogramming in the contrasting directions seen in clusters 8 and 9, we checked which of these genes are often co-regulated in other expression data sets using the ATTED-II gene co-expression database (Fig. 5c). Among the hub genes that showed high connectivity within cluster 8 (highlighted with black dots), many encode proteins involved in cell wall remodelling and root hair development. Particularly, genes encoding the root hair-specific proteins RHS8, RHS12, RHS13, RHS15 and RHS19 (ref. 22) are upregulated (moderated *t*-test, |log_2_FC|⩾1, FDR<0.05) in *Ct*-colonized versus mock-treated roots under −P conditions, which was validated by RT–qPCR (Fig. 5d and Supplementary Fig. 18). This expression pattern suggests that *Ct*-dependent remodelling of root architecture might play a key role to enhance phosphate uptake during starvation (Supplementary Note 9). Similarly, we identified 27 hub genes within cluster 9 (Fig. 5c, black dots), encoding well-characterized defense-related proteins such as the transcription factors WRKY33 and WRKY40 (ref. 23), the ethylene-responsive factors ERF11 and ERF13 (ref. 24), as well as MYB51 (ref. 25), a transcription factor regulating Tryptophan (Trp)-derived indole glucosinolate metabolism. 

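At 24 d.p.i. the response of these 5 genes to *Ct* differed between phosphate levels. Under −P the log2 fold change was 1.13 ± 0.18 for *RHS8* (AT1G63450; quasi-likelihood test, Benjamini-Hochberg adjusted p 1.2e-05), 0.99 ± 0.19 for *RHS12* (AT3G10710; adjusted p 0.00011, just under the fold limit), 1.47 ± 0.23 for *RHS13* (AT4G02270; adjusted p 7.1e-06), 1.66 ± 0.25 for *RHS15* (AT4G25220; adjusted p 4.1e-06) and 1.80 ± 0.23 for *RHS19* (AT5G67400; adjusted p 1.3e-07). Under +P none was called: −0.47, −0.48, −0.23, 0.23 and −0.08. The interaction was 1.60 ± 0.26 (adjusted p 4.8e-05), 1.47 ± 0.28 (adjusted p 0.00027), 1.70 ± 0.33 (adjusted p 0.00037), 1.43 ± 0.37 (adjusted p 0.0066) and 1.88 ± 0.32 (adjusted p 7.9e-05), and no single library carried any of these calls. *RHS12* passed the limit under −P at 16 d.p.i. (1.14 ± 0.20), where *RHS15* was highest (2.47 ± 0.26).
Among the other hub genes of cluster 8, the interaction at 24 d.p.i. was called for *XTR9* (1.30, adjusted p 0.003), *EXT10* (1.43, adjusted p 0.0019), *EXPA18* (1.17, adjusted p 0.0029), *XTH26* (1.50, adjusted p 0.0037) and *AGP3* (1.02, adjusted p 0.016). *AGP3* lost its call without any of 6 single libraries, and without the *Ct* +P 24 d.p.i. replicate 2 *EXPA18* was at 0.97, under the limit. It was not called for *SHV2* (0.57), *PIP5K3* (0.43), *LRX1* (0.77), *IRE* (0.66), *FLA6* (0.67), *ADF8* (0.99), *ADF11* (0.75), *EXPA7* (0.92), *XTH13* (0.71), *EXT12* (0.75) and *CYCP4;2* (−0.25).

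**Figure D5:**
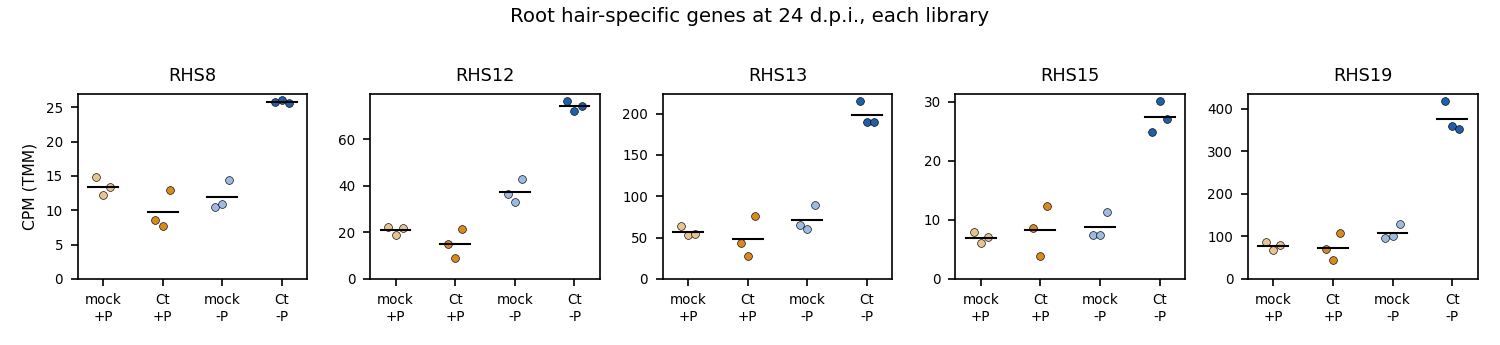
CPM of *RHS8*, *RHS12*, *RHS13*, *RHS15* and *RHS19* at 24 d.p.i. in mock and *Ct* roots under +P and −P. Each point is 1 library. The distance between mock and *Ct* roots can be compared between the phosphate levels.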

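Under +P at 24 d.p.i. all of these genes were called up in *Ct* roots: *WRKY33* (AT2G38470) by 1.10 ± 0.22 on the log2 scale (quasi-likelihood test, Benjamini-Hochberg adjusted p 4e-04), *WRKY40* (AT1G80840) by 1.62 ± 0.45 (adjusted p 0.0087), *ERF11* (AT1G28370) by 2.04 ± 0.42 (adjusted p 0.00051), *ERF13* (AT2G44840) by 2.24 ± 0.56 (adjusted p 0.0038) and *MYB51* (AT1G18570) by 1.42 ± 0.17 (adjusted p 1e-07). Under −P none was called: 0.47, −0.35, −0.20, −0.06 and 0.83, the last with adjusted p 0.00052 and under the fold limit. The difference between phosphate levels was called for *WRKY40* (−1.97 ± 0.66, adjusted p 0.037), *ERF11* (−2.24 ± 0.59, adjusted p 0.0084) and *ERF13* (−2.30 ± 0.81, adjusted p 0.048). It was not called for *WRKY33* (−0.64, adjusted p 0.18) and *MYB51* (−0.60, adjusted p 0.093). With voom it was called for neither *WRKY40* (adjusted p 0.1) nor *ERF13* (adjusted p 0.086).
The replicates of the +P *Ct* roots at 24 d.p.i. were far apart. *WRKY40* had 69.5, 45.2 and 11.4 CPM, with a mock mean of 13.7 ± 4.41 (SD). *ERF11* had 16.8, 11.7 and 3.78, with a mock mean of 2.64 ± 1.01, and *ERF13* 12.4, 6.21 and 1.31, with a mock mean of 1.46 ± 1.11. Replicate 3 thus sat near the mock level for these genes, whereas *MYB51* was up in all replicates (69.7, 62.6 and 49.5 against 22.7 ± 4.13). Without *Ct* replicate 1 the +P calls of *WRKY33* (0.83), *WRKY40* (1.06, adjusted p 0.14) and *ERF13* (1.44, adjusted p 0.11) were lost. Without mock replicate 1 they were lost too (0.95; 1.41, adjusted p 0.067; 1.70, adjusted p 0.051).
Of the other cluster 9 genes that the paper names, 3 are called for the interaction by edgeR. *MYB15* (AT3G23250) rose by 2.60 ± 0.40 under +P (adjusted p 8.8e-06; interaction −2.76 ± 0.57, adjusted p 0.00079), *WRKY46* by 2.72 ± 0.50 (interaction −2.60 ± 0.74, adjusted p 0.014) and *CML38* by 1.95 ± 0.34 (interaction −1.67, adjusted p 0.026). With voom *WRKY46* and *CML38* were not called for it (adjusted p 0.1 each). *EDA39*, *ORA47*, *CAF1a*, *ZAT10*, *CYP707A3*, *SZF1*, *DIC2*, *FRK1* and *PROPEP3* were not called for the interaction. At 6 d.p.i. under −P *WRKY33* (1.35 ± 0.23), *WRKY40* (1.69 ± 0.52) and *MYB51* (1.32 ± 0.18) were called up as well.

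**Figure D6:**
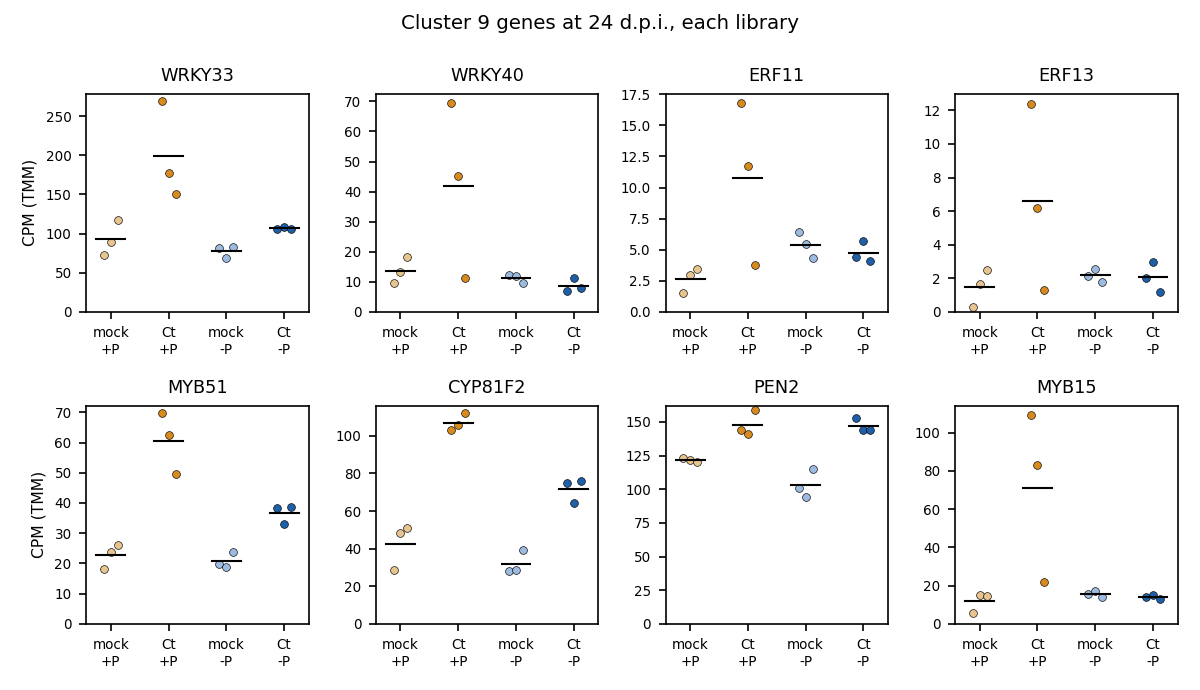
CPM of *WRKY33*, *WRKY40*, *ERF11*, *ERF13*, *MYB51*, *CYP81F2*, *PEN2* and *MYB15* at 24 d.p.i. in mock and *Ct* roots under +P and −P. Each point is 1 library. The spread of the 3 *Ct* libraries under +P can be compared between the genes.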

Four other genes involved in indole glucosinolate metabolism were also highly differentially regulated in cluster 9, including the myrosinase *PEN2* and the P450 monooxygenase *CYP81F2* required for the biosynthesis of 4-methoxy-indol-3-ylmethylglucosinolate, the substrate of PEN2 myrosinase^26^,^27^ (Supplementary Data 9). 

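*CYP81F2* (AT5G57220) rose in *Ct* roots at 24 d.p.i. under both phosphate levels, by 1.33 ± 0.16 on the log2 scale under +P (quasi-likelihood test, Benjamini-Hochberg adjusted p 7.5e-08) and by 1.17 ± 0.16 under −P (adjusted p 7.7e-07), with no difference between them (interaction −0.16, adjusted p 0.69). *PEN2* (AT2G44490) stayed far below the fold limit, 0.28 ± 0.10 under +P (adjusted p 0.034) and 0.50 under −P (adjusted p 0.00014; interaction 0.22, adjusted p 0.29). Its mean went from 122 ± 1.28 to 148 ± 9.77 CPM (± SD) under +P. *IGMT2* (AT1G21120) rose by 1.00 and 1.23 (interaction 0.23) and *IGMT1* (AT1G21100) by 0.54 and 1.15 (interaction 0.60). Over the 5 indole glucosinolate genes of the list the median response at 24 d.p.i. was 1.00 ± 0.07 (± SD between replicates) under +P and 1.15 ± 0.19 under −P, with 3 genes up in each and 0 called for the difference (edgeR; fry adjusted p 0.733). At 6 d.p.i. the list was higher under +P, 2.35 ± 0.24 against 1.50 ± 0.11 under −P, with 4 genes up in each.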

The PEN2-dependent metabolism of Trp-derived indole glucosinolates in *A. thaliana* is activated upon perception of pathogen-associated molecular patterns by receptors of the innate immune system and is needed for broad-spectrum defence to restrict the growth of fungal pathogens^26^,^27^. Notably, in *Arabidopsis* mutants that cannot activate PEN2-mediated antifungal defense, the promotion of plant growth by *Ct* is impaired, while the depletion of all Trp-derived secondary metabolites renders *Ct* a pathogen on *Arabidopsis*^8^. These findings strongly suggest that the phosphate starvation response and Trp-derived indole glucosinolate metabolism are interconnected to control fungal colonization of *Arabidopsis* roots^28^. 

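Chitin-responsive genes as a class were not analysed here, because the annotation behind that class was not at hand. Genes of cluster 9 that respond to microbial patterns can be read one by one. At 24 d.p.i. *FRK1* (AT2G19190) rose in *Ct* roots by 0.99 on the log2 scale under +P and by 0.59 under −P (interaction −0.41), and *PROPEP3* (AT5G64905) by 1.52 and 1.08 (interaction −0.44). At 6 d.p.i. under −P *FRK1* rose by 3.35, *IGMT2* by 4.21, *PROPEP3* by 2.65 and *MYB15* by 2.29. The early response of −P roots to *Ct* is thus large for these genes.
The response of the ethylene-related genes *ERF1* and *ERF2* to *Ct* differed between phosphate levels at 24 d.p.i., from unlike mock levels. In mock roots *ERF1* had 4.17 ± 0.565 CPM (mean ± SD) under −P and 0.465 ± 0.122 under +P, and *ERF2* 13.3 ± 1.78 and 4.28 ± 1.13. In *Ct* roots *ERF1* had 2.17 ± 0.451 under −P and 1.38 ± 0.361 under +P, and *ERF2* 11.5 ± 2.68 and 14.1 ± 4.45. *ERF1* (AT3G23240) rose by 1.54 ± 0.48 under +P and fell by 0.94 ± 0.36 under −P (interaction −2.48 ± 0.60, quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0039), and *ERF2* (AT5G47220) rose by 1.72 ± 0.29 under +P and not under −P (−0.21; interaction −1.94 ± 0.40, adjusted p 0.00076). The +P call of *ERF1* was lost without mock replicate 1 (1.43, adjusted p 0.094), mock replicate 3 (1.44, adjusted p 0.062) or *Ct* replicate 1 (1.35, adjusted p 0.09). For *ERF6* (−1.07, adjusted p 0.062), *ACS6* (−1.20, adjusted p 0.055) and *ZAT10* (−1.68, adjusted p 0.057) the interaction was just short of a call.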

Phosphate status-dependent activation of defense responses was also observed among the 411 expressed *Arabidopsis* genes annotated as ‘chitin-responsive' (Supplementary Fig. 23), based on GO term enrichment among all significantly regulated genes (Supplementary Fig. 24) and this was validated by RT–qPCR (Fig. 5d and Supplementary Fig. 18). These data reveal a remarkable capacity of *Arabidopsis* roots to prioritize different transcriptional outputs in response to *Ct*, favouring either defense responses under +P conditions or root growth and phosphate metabolism under −P conditions.

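The paper argues from cluster 9 rising under +P and cluster 8 rising under −P to a choice made by the root between defense and growth. In the counts at 24 d.p.i. both clusters rose under −P, cluster 9 rose more under +P, and cluster 8 did not rise under +P. At 6 d.p.i. cluster 9 rose under both phosphate levels and cluster 8 under neither (−0.05 ± 0.15 under +P and −0.09 ± 0.06 under −P on the log2 scale, ± SD between replicates). At 10 and 16 d.p.i. both rose under both levels; from +P to −P the medians went from 0.92 to 0.40 and from 0.54 to 0.36 for cluster 9, and from 0.49 to 0.68 and from 0.31 to 0.69 for cluster 8, differences that were not tested. Part of the cluster 9 signal at 24 d.p.i. is carried by genes that respond to touch. The 13 genes of the list for mechanical stimulus rose by 1.67 ± 1.06 under +P, with all 13 called, against 0.30 ± 0.55 under −P, with 0 called by edgeR and by adjustment over the list alone. Without them the cluster 9 difference was −0.61 in place of −0.66. Phosphate level and amount of fungus were not separated in these samples.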

### Phosphate-starved roots activate defense responses to *Ci*

To clarify whether the reduced activation of defense responses observed in *Ct*-colonized roots under −P conditions is not simply due to phosphate deficiency, we compared the transcriptomes of Pi-starved *Arabidopsis* roots in response to either *Ci* or *Ct* at 10 d.p.i. 

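Here 12 samples at 10 d.p.i. under −P were fitted together: mock, *Ct*, *Ci* of E1 and *Ci* of E2, with 3 replicates each. The paper's notes enter the *Ci* experiments apart and keep genes that pass in both, and the same was done here. *Ct* roots are the common reference, so chance deviations in those 3 libraries push both *Ci* comparisons the same way. In 20 simulations of unchanged groups set against the same *Ct* libraries, 0.05 genes on average (1 at most) were called in both comparisons the same way, and 65.4% of genes had the same sign. The control for a response to low phosphate alone is the *Ct* group, grown at the same level. The *Ci* libraries are from other runs than *Ct*, and E1 and E2 differ from each other at 1816 genes (1003 higher and 813 lower in E2), a measure of how much run and experiment add.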

In total, 2,009 differentially expressed genes were identified (moderated *t*-test, |log_2_FC|⩾1, FDR<0.05), including 988 genes induced in *Ct*-colonized roots (cluster 1) and 1,021 genes in *Ci*-colonized roots (cluster 2; Fig. 6a and Supplementary Data 10). 

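Against *Ct* roots, 1333 genes were called up and 1521 down in *Ci* roots of E1, and 2059 and 2113 in those of E2. Both experiments called 2034 genes the same way, 1041 higher in *Ci* and 993 higher in *Ct*, and 55 in opposite ways. A contrast of the mean of both experiments moved the number most among the tests with the fold limit, to 3284. With voom it was 2020, and without any single library 1983 to 2044. Of the 2034 genes 1135 were also called the same way against mock in both *Ci* experiments. For 228 the difference comes from *Ct*, which was called the opposite way against mock while *Ci* was not called in either.
The largest rises in both experiments, among called genes with a mean log2 CPM of at least 1 and groups that do not overlap, were those of *UMAMIT36* (AT1G70260) and *NAC085* (AT5G14490), with 0 fragments in *Ct* roots and at least 193-fold and 116-fold more in E1 with a floor of 3 fragments, and of AT2G18190 (9.54 ± 0.53 in E1 and 9.68 ± 0.52 in E2 on the log2 scale). The largest falls by this rule were driven by E2: AT4G33610 (−1.78 ± 0.10 in E1 and −12.39 ± 0.24 in E2), ATMG00030 (−1.58 ± 0.11 and −11.24 ± 0.25) and *AT7SL-1* (AT4G02970; −2.49 ± 0.17 in E1, at least 417-fold lower in E2 with 0 fragments).

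**Figure D7:**
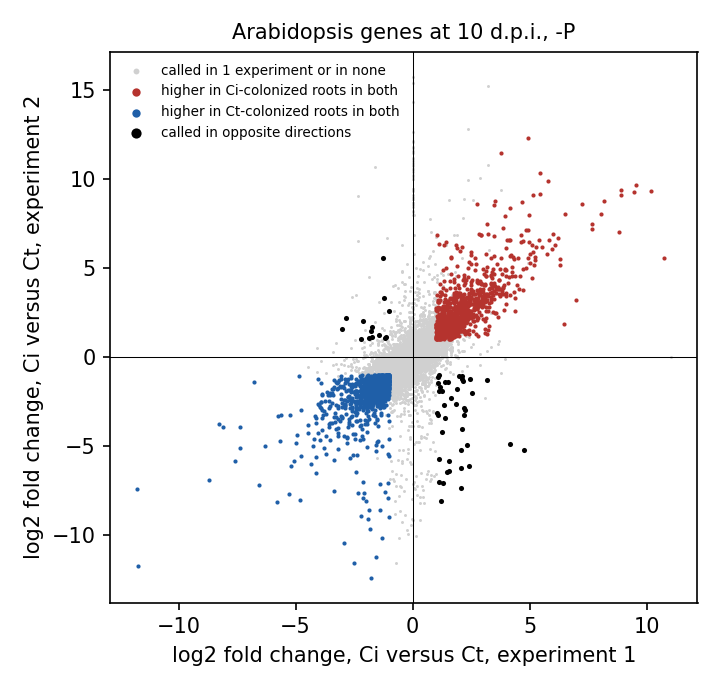
Log2 fold change of each *Arabidopsis* gene in *Ci* against *Ct* roots at 10 d.p.i. under −P, experiment E1 on the horizontal axis and E2 on the vertical axis. Each point is 1 gene, coloured by whether it was called in both experiments the same way, in opposite ways, or otherwise. The spread along the vertical axis at an E1 value near 0 shows what E2 alone adds.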

GO term enrichment analysis revealed that ion transport and root cell differentiation mechanisms were activated in *Ct*-colonized roots, whereas strong defense responses were triggered in *Ci*-colonized roots (Fig. 6b). Thus, although Pi-starved *Arabidopsis* roots remain able to mount immune responses against pathogenic *Ci*, transport and root growth are instead prioritized during interaction with beneficial *Ct*.

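GO terms were not analysed here; the cluster lists and named genes were read in their place. Cluster 9, the defense list, was higher in *Ci* than in *Ct* roots by a median of 0.87 ± 0.12 on the log2 scale (± SD between replicates) in E1 (49 of 124 genes up, 11 down; camera adjusted p 2.73e-06, Benjamini-Hochberg) and by 1.26 ± 0.10 in E2 (71 up, 5 down; adjusted p 5.99e-11). Cluster 8, the root differentiation list, was 0.06 ± 0.07 in E1 (11 up, 12 down) and −0.31 ± 0.22 in E2 (6 up, 28 down), so its preference for *Ct* was seen in 1 experiment. Against mock its median rose with *Ct* by 0.66 (30 genes up, 0 down), with *Ci* of E1 by 0.71 (41 up, 2 down) and with *Ci* of E2 by 0.30 (20 up, 6 down). The indole glucosinolate list is 1 that fry calls (adjusted p 0.00015 in E1) and camera does not (adjusted p 0.115).
*WRKY33* was 1.62 ± 0.09 higher in *Ci* roots of E1 (quasi-likelihood test, Benjamini-Hochberg adjusted p 3.5e-09) and 1.93 ± 0.09 in E2, *CYP81F2* 2.37 ± 0.14 and 2.20 ± 0.14, *MYB51* 1.51 and 1.88, *MYB15* 2.48 ± 0.26 and 3.33 ± 0.25, *WRKY46* 2.78 ± 0.25 and 3.65 ± 0.24, and *FRK1* 1.50 and 1.56. *ERF11* (0.64, adjusted p 0.25; 1.09, adjusted p 0.032) and *ERF13* (1.07, adjusted p 0.14; 1.26, adjusted p 0.052) were not called in both, and *PEN2* did not change (0.08 and −0.06). Of the root hair genes, *RHS8* was lower in *Ci* roots in both experiments (−1.09 ± 0.19 and −1.10 ± 0.18). *RHS12*, *RHS13*, *RHS15* and *RHS19* were not called in either, with −0.38 ± 0.15 the lowest of *RHS13* and 0.61 ± 0.16 the highest of *RHS19*. Several phosphate transporter genes were higher in *Ci* roots: *PHT1;4* (2.03 ± 0.14 and 2.19 ± 0.14), *PHT1;5* (2.83 ± 0.43 and 2.54 ± 0.42), *PHT2;1* (2.15 and 3.09), *PHT3;2* (2.05 and 2.13) and *PHT4;1* (2.68 and 3.54).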

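The reasoning of the paper is that if low phosphate alone blocked defense, −P roots would not respond to *Ci* either. Against mock roots of the same phosphate level, the cluster 9 median was 1.23 ± 0.20 on the log2 scale with *Ci* of E1 (71 of 124 genes up; ± SD between replicates), 1.75 ± 0.15 with *Ci* of E2 (87 up) and 0.36 ± 0.09 with *Ct* (28 up). *WRKY33* rose by 1.94 ± 0.09 and 2.25 ± 0.09 with *Ci* (quasi-likelihood test, Benjamini-Hochberg adjusted p 1e-09 and 4.6e-11) and by 0.32 ± 0.09 with *Ct*. *CYP81F2* rose by 3.62 ± 0.15 and 3.45 ± 0.15 with *Ci* and by 1.25 ± 0.15 with *Ct*. Roots at 50 μM phosphate thus transcribe these genes at 10 d.p.i. Starvation was weak in mock roots at this time, with 129 genes called between phosphate levels against 2221 at 24 d.p.i. The values therefore do not speak for roots in which starvation is plain. *Ci* roots of E2 also have a larger share of fungal fragments at this time, so for E2 an effect of the amount of fungus is not set apart. For E1 no counts on fungal genes are held. By the aligned fragments of Supplementary Table 8 the *Ci* share in E1 was 1.64 ± 0.091% (mean ± SD) and the *Ct* share 1.89 ± 0.0708%, so by that table the larger response in E1 came without a larger share of fungus. The plant total that the table gives for E1 is below the fragments counted.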

## Discussion

Deciphering the genetic basis of the transition from pathogenic to beneficial plant-fungal interactions is crucial for a better understanding of the evolutionary history of fungal lifestyles^20^,^29^. It was recently shown that the ectomycorrhizal lifestyle arose independently multiple times during evolution and that the transition was associated with (1) convergent loss of genes encoding PCWDEs present in their saprotrophic ancestors and (2) the repeated evolution of lineage-specific ‘toolkits' of mycorrhiza-induced genes^15^. However in striking contrast with ectomycorrhizal fungi, this transition in *Ct*, *P. indica* and *H. oryzae* was not accompanied by contraction of their PCWDE repertoires^19^,^20^. In our study, the close phylogenetic relatedness of beneficial *Ct* and pathogenic *Ci*, and their ability to infect the same plant host, allowed us to resolve both genomic and transcriptomic signatures associated with this evolutionary transition. The overall high genomic similarity between *Ct* and *Ci* suggests that this transition involved only subtle remodelling of the gene repertoire (that is, a reduced set of CSEPs and expansion of chitin-binding and secondary metabolism-related protein families). The retention of abundant pathogenicity- or saprotrophy-related genes implies that they are still needed by *Ct*, perhaps for exploitation of other plant hosts or during plant senescence when *Arabidopsis* leaves are extensively colonized by *Ct* mycelium^8^. Our results also suggest that changes in fungal gene expression patterns during host colonization, rather than extensive remodelling of the gene repertoire, provides an alternative and probably transient adaptation to a beneficial endophytic lifestyle. This may reflect the relatively recent transition from pathogenic to non-pathogenic lifestyles in *Ct* and, consequently, a latent capacity to revert to a pathogenic lifestyle.

During the last decade, the molecular mechanisms by which plants respond to colonization by pathogenic or mutualistic fungi have been extensively studied^30^. However, it remains unclear how plants discriminate and respond appropriately to closely related fungal partners with different lifestyles. The sedentary nature of plants suggests they have evolved regulatory systems to integrate exposure to conflicting biotic and abiotic stresses and balance their resource allocation strategically to maximize growth and survival. A recent report showed that plant responses to multiple stresses are not cumulative and suggested that prioritization of stress responses does take place^31^. For plant–mycorrhizal associations, an inverse correlation was observed between phosphate levels and the number of arbuscules formed in roots^32^. Although the detailed molecular mechanism remains unclear, this suggests that the nutritional status of the plant impacts fungal colonization efficiency. Here, we show that host transcriptional responses to *Ct* are dependent on phosphate availability, with defense responses activated or suppressed under high- or low-phosphate conditions, respectively. The fact that immune responses are retained in phosphate-starved roots colonized by *Ci* makes it unlikely that metabolic competition between phosphate starvation and defense response systems attenuates defense gene activation during interactions with *Ct* under P-limiting conditions. Recently, a metabolic link between the phosphate starvation response and glucosinolate biosynthesis was described^28^ and the functional relevance of this link is supported by our observation that *Ct*-mediated plant growth promotion is impaired in *Arabidopsis* mutants lacking regulatory components of indole glucosinolate metabolism or the phosphate starvation response^8^. Therefore, we hypothesize that connectivity between nutrient sensing and innate immunity systems in the host, combined with subtle genomic adaptations in *Ct*, has enabled the transition from pathogenic to beneficial *Arabidopsis*–*Colletotrichum* interactions (Supplementary Fig. 25). Consequently, the interaction with beneficial *Ct*, but not with pathogenic *Ci*, is tightly controlled in plant roots by trade-offs between nutrition and defense. Whether phosphate stress-dependent defense attenuation renders *Ct*-colonized plants super-susceptible to other microbial pathogens remains to be tested. Our results are consistent with the fact that transfer of Pi from ramifying fungal hyphae to roots, and subsequent allocation to shoots for plant growth, occurs only under phosphate-deficient conditions^8^. Notably, where *Ct* naturally associates with *Arabidopsis* in central Spain, the level of bioavailable phosphate in soil at those locations is very low (5.5 to 17 p.p.m., Supplementary Table 11). Our findings suggest that both innate immune responses (that is, indole glucosinolate metabolism) and soil phosphate availability are important selective forces driving fungal adaptation and contributing to the evolutionary transition from parasitic to beneficial *Arabidopsis*–fungal associations.

## Methods

### Genome sequencing and assembly

*C. incanum* and the five *C. tofiediae* isolates were grown in liquid Mathur's medium (2.8 g glucose, 1.22 g MgSO_4_.7H_2_O, 2.72 g KH_2_PO_4_ and 2.18 g Oxoid mycological peptone in 1 l deionized water) supplemented with 100 μg ml^−1^ rifampicin and 125 μg ml^−1^ streptomycin. Genomic DNA was isolated using the DNeasy Plant Mini Kit (Qiagen) from 100 mg of fungal mycelium. Library construction, quality control and DNA sequencing for 454 GFLX+ or Illumina Hiseq sequencing were performed at the Max Planck Genome Centre Cologne (http://mpgc.mpipz.mpg.de) using 1 μg genomic DNA. After the preparation of genomic DNA libraries, 454 reads (557 bp on average) and Illumina paired-end reads (100 bp) were obtained from Roche 454 FLX+ and Illumina HiSeq2500 sequencers, respectively. For the *Ct*0861 reference genome, a hybrid assembly strategy was used combining 454 and Illumina data. Unpaired 454 reads were first assembled using MIRA 4.0 (ref. 33) and filtered MIRA-contigs (>5,000 bp) were further used for scaffolding of Illumina paired read assemblies from SPAdes 3.0 (ref. 34). The established SPAdes 3.0 pipeline was used in ‘careful' mode providing 454 MIRA assemblies as untrusted-contigs for scaffolding only and a kmer scan using 21, 31, 41, 61, 75 and 81. All other assemblies were constructed only from Illumina data using a combination of VELVET 1.2.1 (ref. 35) and SPAdes^34^. Using BLASTN searches, contigs were identified that were missing from combined SPAdes assemblies but present in VELVET assemblies. To integrate those contigs and extend further where possible, SPAdes was re-run as described above but in ‘trusted-contigs' mode where trusted contigs were provided as fasta files with absent contigs only. All the assemblies were generated using ‘careful' mode in SPAdes to avoid miss-pairing of contigs by scaffolding and for further analyses, contigs <100 bp were removed. To identify and remove potential contaminating sequences, assemblies were aligned to the genomes of *A. thaliana*, *H. sapiens* and PhiX (sequencing spike-in control) using MUMmer^36^ with default parameter settings. Contigs that aligned with more than 50% of their sequence (coverage; ‘COV') and at least 85% sequence identity (‘IDY') to any of the tested contaminants were removed from the assemblies. In addition, contigs that aligned with 75–85% identity (and >50% coverage) or with 10–50% coverage (and >85% identity) were also removed, if the judgment of the sequence being non-fungal was confirmed through BLASTN searches in the NCBI nr database (with default settings). For the *Ct*0861 assembly, RNA-sequencing data were used for further clean-up. Finally, assembly quality was assessed on the basis of L50/75/90 and N50/75/90 values, percentage of error-free bases estimated with REAPR^37^ (version 1.0.16, default settings) and gene space coverage estimated with CEGMA^38^ (version 2.0, default settings).

### Repetitive DNA analysis

We identified repetitive DNA in the genome assemblies using either *de novo* or homology approaches. For *de novo* searches, we used PILER and PALS^39^ to identify repetitive sequences and classify them into families. The resulting libraries of consensus sequences were then used to scan the genome sequences using RepeatMasker^40^ (version 4.0.3) to identify individual repetitive elements. For homology-based searches, we used RepeatMasker using a library of all fungal elements in the Repbase database^41^ (version 20140131).

### Phylogeny and divergence date estimation

All phylogenetic analyses performed in this study are described in the Supplementary Note 11. For evolutionary divergence date estimation, clustering, protein family selection and phylogenetic analyses were performed with scripts in the Mirlo package (https://github.com/mthon/mirlo). The phylogeny was calibrated using the penalized-likelihood method implemented in r8s (ref. 42) using one primary and two secondary calibration points (Supplementary Note 11).

### Short-read alignment and SNP analysis

To compare the genome sequences of *Ct* isolates, Illumina short reads of the four other isolates were mapped onto the genome assembly of *Ct*0861 using Bowtie2 (ref. 43) (default settings for paired-end data). Subsequently, duplicate reads were removed using the rmdups function from the SAMtools toolkit^44^ (default settings). On the basis of the mapped genome sequencing reads, single-nucleotide polymorphisms (SNPs) were identified using the mpileup function in SAMtools^44^ (version 0.1.18; with option -u) The obtained SNP sets were filtered by applying the bcftools script vcfutils.pl varFilter (SAMtools) with adjusted read depth settings according to the respective sequencing read coverage to -d 80 and -D 800 for CBS495 and to -d 40 and -D 400 for CBS130, CBS127 and CBS168. The SNP locations, read coverage for each isolate and locations of conserved regions were visualized using the Circos software package^45^ (version 0.62.1). In addition, we also calculated SNP densities (SNPs per kb) relative to *Ct*0861 for each isolate as a function of the genomic location on all *Ct*0861 contigs larger than 50 kb, using a 10-kb sliding window that moved 1 kb at each step. For visualization of the SNP densities, these windows were sorted in the increasing order by contig number and position on the contig. To identify windows with a low SNP density, that is, a common haplogroup, between isolates we classified the SNP density in each window as either ‘low' or ‘high' using a two-state hidden Markov model (HMM). This HMM was created and fitted on the observed 10 kb SNP densities by the expectation-maximization algorithm using functions ‘depmix' and ‘fit' (R package depmixS4), and subsequently the posterior state sequence (with states ‘low' and ‘high'), computed via the Viterbi algorithm, was extracted with function ‘posterior' (R package depmixS4).

### Gene annotation

The prediction of *Ct* and *Ci* gene models was performed using the MAKER pipeline^46^ (version 2.28) , which integrates different *ab initio* gene prediction tools together with evidence from EST and protein alignments. In a first step, for each genome, the pipeline was run using Augustus^47^ (with species model *Fusarium graminearum*) and GeneMark-ES^48^ for *ab initio* gene prediction together with transcript and protein alignment evidence. The resulting gene models from this first run were used as training set for a third *ab initio* prediction tool, SNAP^49^, and subsequently the annotation pipeline was re-run, this time including all three *ab initio* prediction tools together with the transcript and protein alignment evidence to yield the final gene models. The alignment evidence was created from BLAST and Exonerate^50^ alignments of both protein and transcript sequences of each respective fungus (*Ct*/*Ci*) and protein sequences of *C. higginsianum* and *C. graminicola*. *Ct* (isolate 0861) and *Ci* transcript and protein sequences were obtained from the corresponding RNA-seq data via a transcriptome *de novo* assembly. For this purpose, we extracted all RNA-seq read pairs that did not align to the host plant genome from four (*Ct*) to nine (*Ci*) *in planta* samples and combined these with the read pairs from one *in vitro* sample of the respective fungus. The combined RNA-seq reads were then used as input for Trinity^51^ (with default parameter settings for paired-end reads) to assemble transcripts and extract peptide sequences of the best-scoring ORFs (using the Perl script ‘transcripts_to_best_scoring_ORFs.pl' provided with the Trinity software). General functional annotations for the predicted gene models were obtained using Blast2GO (ref. 52). To perform Blast2GO searches and ensure stable databases over time for multiple genome annotations, the NCBI nr database was downloaded locally (version: 8 January 2015). In addition, a local b2gdb mysql database was generated (version 201402) and connected to the Blast2GO java tool. For each genome annotation, BLASTP was performed against the local NCBI nr database (−e 1E−3, -v 10 −b 10) and tabular BLAST output was loaded into Blast2GO using graphical java interface. Further analyses were performed according to the Blast2GO user manual.

### MCL analysis

Gene families and clusters of orthologous genes were inferred using OrthoMCL^53^ (version 2.0) with standard parameters and granularity 1.5 for the MCL clustering step. Functional enrichment and overrepresentation analyses were performed using a Fisher's exact test, adjusting for FDR. For each gene family inferred with orthoMCL, a multiple sequence alignment of the protein sequences was obtained using Clustal Omega^54^ and an HMM model was generated with the hhmake program of the HHSuite toolkit^55^. Sequences from the fungal database fuNOG^56^ were similarly aligned and HMM models generated. To annotate whole gene families, the hhsearch program was used to obtain matches between the gene family and the fuNOG HMMs and only hits with a probability equal to or higher than 0.99 were considered. To annotate whole gene families, the hhsearch program was used to obtain matches between the gene family and the fuNOG HMMs and only hits with a probability ⩾0.99 were considered.

### Ancestral genome reconstruction

Gene families inferred with OrthoMCL were used to reconstruct the ancestral genomes of each *Colletotrichum* lineage. GLOOME^57^ (maximum-likelihood approach) was used to infer ancestral gene gains and losses (GGLs) and to reconstruct the ancestral GGLs of gene families on the species tree of *Ct*0861 and the other five genomes available for this genus. Evolution of the GGLs along the branches of a phylogenetic tree was modelled as a continuous time Markov process using a binary character alphabet corresponding to gene family presence or absence. Default parameters were used, corresponding to a mixture model that allows varying GGL rates across gene families. We approximated the total number of gene families that were gained or lost on a branch by summing up the individual posterior probabilities for each gene family to be gained or lost on that branch and rounding this number to the closest integer. The number of genes either gained or lost (annotated with one specific category) was compared with the respective numbers detected for all other branches of the tree. The significance was assessed using Fisher's exact test and FDR corrected.

### *d*_N_/*d*_S_ analysis

A multiple-sequence alignment (MSA) of orthologous groups of coding sequences (CDSs) was created with Clearcut^58^. Based on the MSA and the CDSs, a codon alignment was constructed for each protein family with pal2nal (ref. 59; version 14) using default parameters. Because of the data set size and the shorter runtime of neighbour joining algorithms compared with maximum-likelihood methods, Clearcut, a relaxed neighbour joining algorithm^58^, was chosen for reconstructing phylogenetic trees from the MSA of each protein family with slightly modified additive pairwise distances whereby gaps are not counted as mismatches. Gaps in this alignment were mostly of technical origin due to the alignment of short contigs to longer reference sequences. Using an in-house tool (phylorecon), CDSs and amino acid sequences were reconstructed for the internal nodes of each phylogenetic tree using maximum parsimony as a criterion^60^, and the synonymous and non-synonymous substitution rates per site were inferred with correction for multiple substitutions. The average *d*_N_/*d*_S_ ratio was calculated for each protein family and a one-sided Fisher's test (FDR corrected) was performed to identify protein families with a significant enrichment of synonymous mutations per synonymous site versus non-synonymous mutations per non-synonymous site.

### Annotation of specific gene categories

Secretomes of all species were predicted using WoLF-PSORT^61^ with default settings. *Colletotrichum* CSEPs were defined as extracellular proteins with no significant BLAST homology (*E*-value <1 × 10^−3^) to sequences outside the genus *Colletotrichum* in the UniProt database (SwissProt and TrEMBL components). To identify secreted proteases, sequences of predicted extracellular proteins were subjected to a MEROPS Batch BLAST analysis^62^. Membrane transporters were identified and classified through BLAST searches against the Transporter Collection Database (http://www.tcdb.org/). To predict the repertoire of carbohydrate-active enzymes encoded by *Colletotrichum* species, we scanned their genomes using the CAZy annotation pipeline^63^ (http://www.cazy.org). For annotating genes encoding secondary metabolism key enzymes in *Colletotrichum* species, we used an in-house bioinformatics pipeline that was developed as described in Supplementary Note 12.

### RNA sequencing

The RNA-seq samples presented in Hiruma *et al*.^8^ and the new samples presented here were prepared as follows. Fungal cultures were maintained on Mathur's agar medium at 25°C, and conidia were harvested from 7- to 10-day-old cultures. For sample preparation, *Arabidopsis* Col-0 seeds were surface sterilized in 70% ethanol and subsequently in 2% hypochlorous acid (v/v) containing 0.05% (v/v) Triton. We inoculated *A. thaliana* Col-0 seeds with spores (5 × 10^4^ spores ml^−1^) of *Ct* 0861 or *Ci* and transferred the inoculated seeds onto solid half-strength Murashige and Skoog medium (pH=5.1) either in normal [625 μM] or low phosphate [50 μM] conditions. For each biological replicate (*n*=3), the entire root system of at least 10 plants was collected at time intervals (6, 10, 16 or 24 d.p.i.) and pooled before RNA extraction. In addition, we grew *Ct* and *Ci* in liquid Mathur's medium (*in vitro* samples) for 2 days at 24 °C with shaking at 50 r.p.m. and collected the hyphae by filtration. Total RNA was purified with the NucleoSpin RNA plant kit (Macherey-Nagel) according to the manufacturer's protocol. RNA-seq libraries were prepared from an input of 1 μg total RNA using the Illumina TruSeq stranded RNA sample preparation kit. Libraries were subjected to paired-end sequencing (100 bp reads) using the Illumina HiSeq2500 Sequencing System. To make sure the sequenced reads were of sufficiently high quality, an initial quality check was performed using the FastQC suite (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Subsequently, the RNA-seq reads were mapped to the assembled and annotated genomes of either *Ct* 0861 or *Ci*, and in parallel to the annotated genome of the host plant *A. thaliana* (TAIR10) using Tophat2 (ref. 64; *a*=10, *g*=10, *r*=100, mate-std-dev=40). The mapped RNA-seq reads were then transformed into a fragment count per gene per sample using the htseq-count script (s=reverse, t=exon) in the package HTSeq^65^. The complete RNA-Seq data presented by Hiruma *et al*.^8^ and in this manuscript have been deposited under the GEO series accession number GSE70094.

### Statistical analysis of differential gene expression

All statistical analyses of plant and fungal gene expression were performed in R (codes are available upon request). For the analyses of plant gene expression, genes with less than 100 mapped fragments in total (that is, across all the analysed samples) were rated as ‘not expressed' and therefore excluded. 

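The number of plant samples over which the 100 fragments are summed is not given by group in the sources used here. In this re-analysis the sum ran over the samples of each fit. Leaving out the filter changed the 24 d.p.i. comparison of *Ct* with mock roots under −P from 1036 to 1045 genes, and the filterByExpr function of edgeR gave 1011. For *Ci* at 24 d.p.i. leaving out the filter changed the totals from 2822 to 3502 against mock and from 2923 to 3775 against *Ct*.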

For analyses of fungal gene expression, we excluded genes that were not sufficiently expressed in the *in planta* samples, that is, genes with less than 100 (*Ct*, 24 samples) or less than 50 (*Ci*, 6 samples) mapped fragments across all the analysed samples. 

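Summed over the 24 *Ct* root samples and the 6 *Ci* root samples, these limits keep 6693 *Ct* and 8613 *Ci* genes here, the same as in the paper. The filter leaves out genes that are transcribed *in vitro* only. Without it the falls at 10 d.p.i. under −P in *Ct* went from 1348 to 2232 genes and the rises from 1472 to 2113, so the filter removes falls more than rises.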

Subsequently, the count data for all expressed genes was TMM-normalized and log-transformed using the functions ‘calcNormFactors' (R package EdgeR^66^) and ‘voom' (R package limma^67^) to yield log_2_ counts per million (log_2_cpm). To analyse the aspects of differential gene expression in *Ct*0861, *Ci* and their host plant *Arabidopsis*, we fitted for each analysis a distinct linear model to the respective log_2_-transformed count data using the function lmFit (R package limma^67^) and subsequently performed moderated *t*-tests for specific comparisons of interest. Resulting *P* values were adjusted for false discoveries due to multiple hypotheses testing via the Benjamini–Hochberg procedure (FDR). To extract genes with significant expression differences, a cutoff of FDR<0.05 and |log_2_FC|⩾1 was applied. Heatmaps of gene expression profiles were generated with the Genesis expression analysis package^68^ and interactive Tree Of Life^69^ was used to visualize CSEP gene expression data. To derive *Arabidopsis*, *Ct* and *Ci* gene expression profiles during the time-course experiment, log_2_ expression ratios were calculated between the normalized number of reads detected for a given gene at a given developmental stage and the geometrical mean of the number of reads calculated across all developmental stages. This log_2_ ratio is referred as the ‘Relative Expression Index'. The Cytoscape plug-in ClueGO+CluePedia^70^ was used to construct GO term enrichment networks and to visualize functionally grouped terms among significantly regulated genes. Significant enrichments were determined using the hypergeometric test and Bonferroni step-down corrected *P* values are represented. Co-regulated genes that were also co-expressed in other *Arabidopsis* expression data sets were identified using ATTED-II (http://atted.jp/) and co-expression networks were generated using Cytoscape^71^ (version 3.1.1).

### RT–qPCR analysis

First-strand cDNA was synthesized from 1 μg DNase-treated total RNA using the iScript cDNA synthesis kit (Bio-Rad) and PCR amplification was performed using the iQ5 real-time PCR detection system (Bio-Rad). For each gene, specific primers were designed with the Primer 3 and AmplifX programs. BLASTN searches against the *Ct* and *A. thaliana* genomes were performed to rule out cross-annealing artefacts. Gene expression levels were normalized using the reference gene actin (*ACT2*, AT3G18780) for *A. thaliana* and the reference gene tubulin beta-1 chain (CT04_12898) for *Ct*. These genes were used to normalize gene expression levels using the Pfaffl calculation method^72^.

### Microscopy methods

For cytology experiments, surface-sterilized *A. thaliana* Col-0 seeds were inoculated with either *Ct* or *Ci* conidia (5 × 10^4^ spores ml^−1^). The seeds were then transferred to half-strength Murashige and Skoog agarose medium without sucrose and low-phosphate content (50 μM). Inoculated plants were grown at 22 °C with a 10-h photoperiod (80 μE m^−2^ s^−1^) for 1 to 24 days. The roots were either mounted in water for viewing GFP or first stained with Calcofluor white (0.01 %, Sigma) or fluorescein diacetate (10 μg ml^−1^, Sigma). For visualizing GFP and FDA fluorescence, we used an Olympus FV1000 confocal microscope equipped with dry × 20 and × 40 objectives, using the 488-nm line of an Argon laser for excitation and fluorescence was collected at 490–520 nm. For imaging Calcofluor fluorescence, we used a Zeiss Axiophot epifluorescence microscope (filter set BP 365, FT 395, LP 397).

## Additional information

**Accession codes:** The genome assemblies have been deposited at DDBJ/EMBL/GenBank with accession numbers LFIW01000000 (*Ci*), LFIV01000000 (*Ct*0861), LFHR01000000 (CBS127), LFHS01000000 (CBS130), LFHP01000000 (CBS495), LFHRQ01000000 (CBS168). The RNA-Seq data have been deposited in the NCBI Gene Expression Omnibus under GEO Series accession number GSE70094.

**How to cite this article:** Hacquard, S. *et al*. Survival trade-offs in plant roots during colonization by closely related beneficial and pathogenic fungi. *Nat. Commun.* 7:11362 doi: 10.1038/ncomms11362 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-25, Supplementary Tables 1-11, Supplementary Notes 1-12 and Supplementary References

Supplementary Data Set 1 Gene families that were predicted to be either gained (blue) or lost (red) on the branch leading to C. *incanum* or gained (green) or lost (yellow) on the branch leading to C. *tofieldiae*. The color coding is according to the most probable scenario.

Supplementary Data Set 2 Protein families that were significantly enriched in nonsynonymous substitutions (p-value < 0.001) in the five pathogenic *Colletotrichum* species (left) and in the five C. *tofieldiae* isolates (right) grouped in fuNOG categories on level 3 (lvl3). If one description was present multiple times, the median of the p-values was taken.

Supplementary Data Set 3 Expression, regulation and evolution of C. *tofieldiae* and C. *incanum* genes encoding candidate secreted effector proteins.

Supplementary Data Set 4 Number of Carbohydrate-Active Enzyme modules of *Colletotrichum* *tofieldiae*, C. *incanum*, C. *graminicola*, C. *higginsianum*, C. *fructicola*, C. *orbiculare* and of other mutualistic or endophytic fungal species determined according to the CAZy database.

Supplementary Data Set 5 Summary of differential gene expression in C. *tofieldiae* isolate 0861 between in vitro and in planta and during colonization of Arabidopsis roots under phosphate sufficient and deficient conditions.

Supplementary Data Set 6 Differential expression between C. *tofieldiae* (0861) and C. *incanum* orthologous genes

Supplementary Data Set 7 Summary of C. *incanum* differential gene expression between in vitro and in planta (during colonization of Arabidopsis roots under phosphate deficient conditions) samples

Supplementary Data Set 8 Summary of A. thaliana differential gene expression during C. *tofieldiae* colonization under phosphate sufficient and deficient conditions

Supplementary Data Set 9 GOterm enrichment network among 10 clusters of A. thaliana genes significantly regulated during phosphate starvation and/or C. *tofieldiae* colonization. The 15 GO terms that showed the higher enrichment in Cluster 9 are highlighted in grey.

Supplementary Data Set 10 A. thaliana genes differentially regulated in response to C. *incanum* (Ci) or C. *tofieldiae* (Ct) at 10 dpi. The 2,009 genes that show consistant differential transcripts accumulation between Ci-colonized and Ct-colonized roots in two independant experiments (E1 and E2, 3 biological replicate each) are presented .

## Figures and Tables

**Figure 1:**
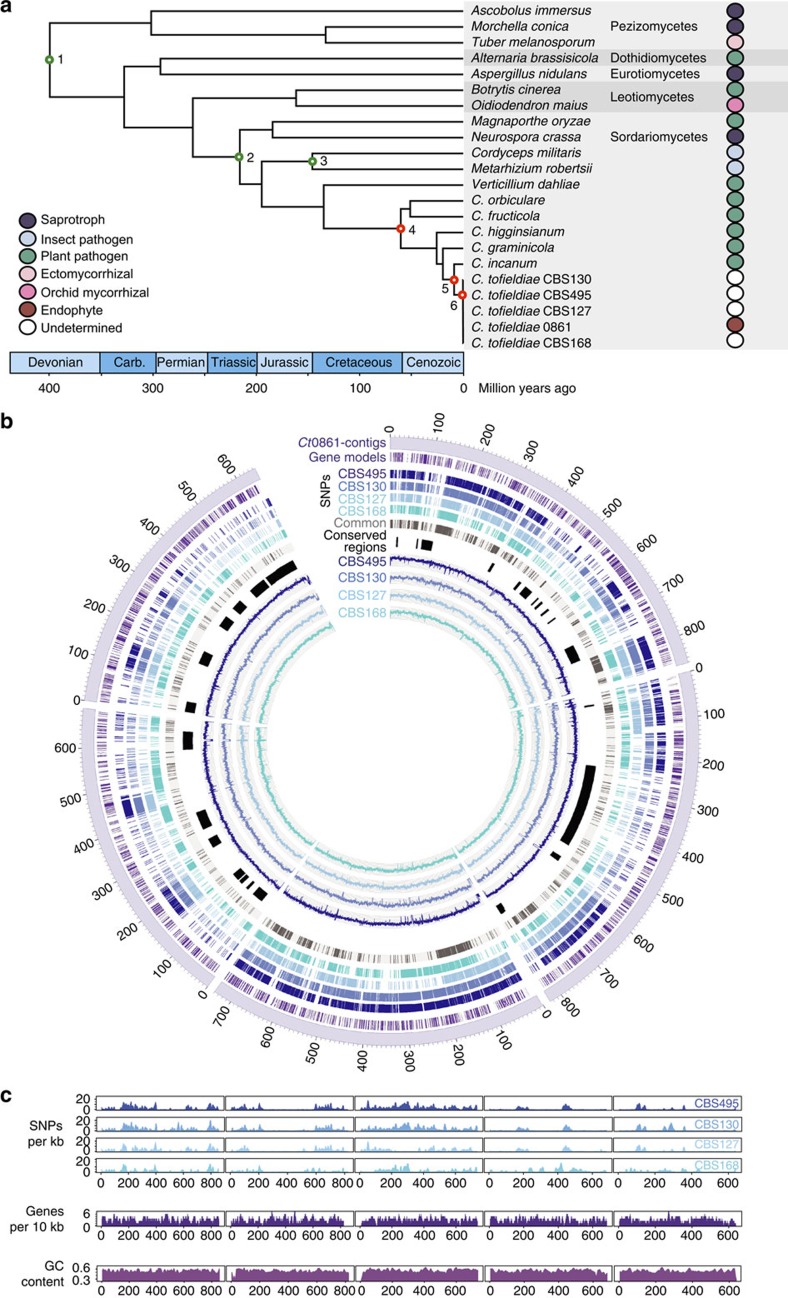
*Colletotrichum* evolutionary divergence dates and SNP distribution in *C. tofieldiae* isolates. (**a**) Phylogeny of *Colletotrichum* species inferred from analysing 20 single-copy gene families using PhyML and r8s. Nodes 1–3 (green) are calibration points and nodes 4, 5 and 6 (red) represent estimated divergence dates (see Supplementary Note 3). (**b**) Circular visualization of the alignment of genome sequencing reads and SNP locations of four *C. tofieldiae* isolates with respect to the *Ct*0861 reference assembly. Tracks represent (from the outside) the five largest *Ct*0861 contigs (scale: kb); locations of predicted genes; locations of SNPs versus *Ct*0861 in CBS495, CBS130, CBS127, CBS168 (see Supplementary Table 1 for full culture IDs) and SNPs common to these four isolates; conserved regions with low SNP density between all the five isolates; mean read coverage (per 100 bases) for isolates CBS495, CBS130, CBS127 and CBS168. Coverage plot scales are 0 to 1,000 (CBS495) or 0 to 500 (CBS130, 127, 168). (**c**) SNP density (per 1 kb) in isolates CBS495, CBS130, CBS127 and CBS168 versus *Ct*0861, compared with gene density (per 10 kb) and GC content (%) on the five largest *Ct*0861 contigs.

**Figure 2:**
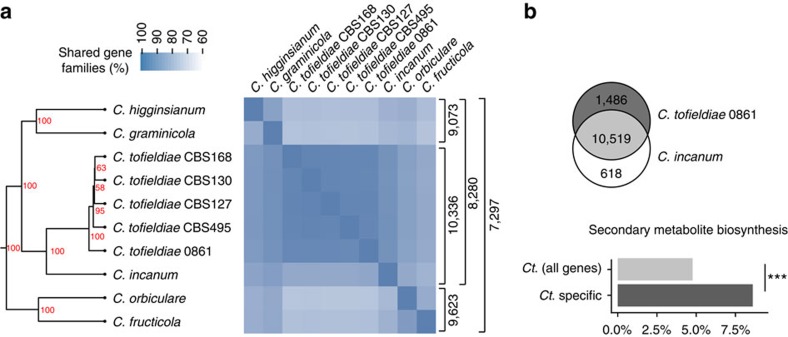
Conservation of orthoMCL gene families within the proteomes of *Colletotrichum* species. (**a**) Heatmap and hierarchical clustering dendrogram depicting the percentage of gene families shared between 10 *Colletotrichum* genomes. Node labels in the tree indicate bootstrap support after 100 iterations. Brackets (right-hand side) indicate the number of gene families shared between the groups of genomes. (**b**) Upper panel: Venn diagram of gene families shared between the beneficial *C. tofieldiae* 0861 and its close pathogenic relative, C. *incanum*. Lower panel: Barplot showing the over-abundance of proteins related to secondary metabolite biosynthesis among gene families unique to *Ct*0861 compared with all *C. tofieldiae* gene families (Fisher's exact test; ***P=3.31E−08).

**Figure 3:**
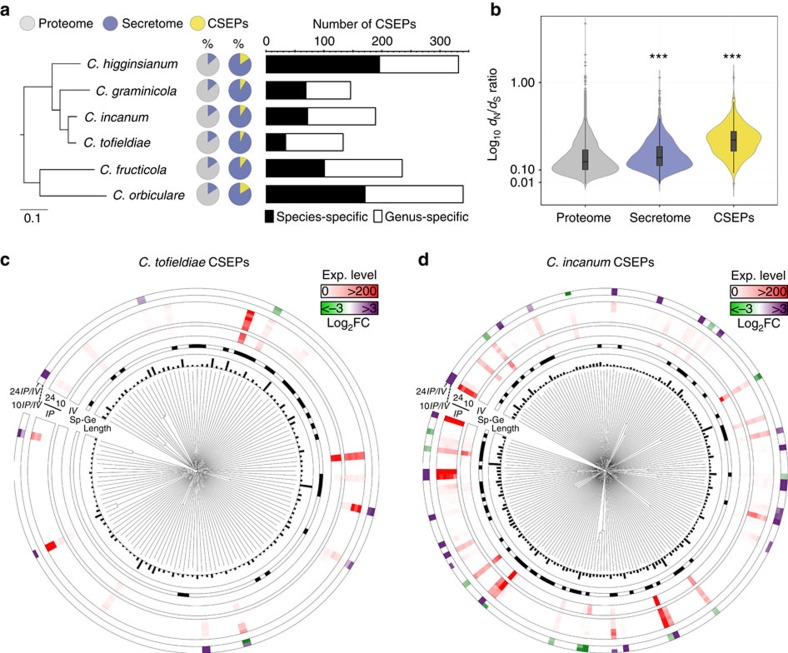
Conservation and expression of genes encoding candidate secreted effector proteins in *C. tofieldiae* and *C. incanum.* (**a**) Proportions of predicted secreted proteins (circles, violet sectors) and candidate secreted effector proteins CSEPs (circles, yellow sectors) in the proteomes and secretomes of *Colletotrichum* species, respectively. The number of genus- and species-specific CSEPs detected for each species is indicated in the barplot. (**b**) Boxplot with a rotated kernel density on each side showing *d*_N_/*d*_S_ ratio (log_10_) measured in the proteome, the secretome and the CSEP repertoires of 10 *Colletotrichum* isolates using the gene families defined by MCL clustering (see Fig. 2). The overall *d*_N_/*d*_S_ ratio is significantly higher for gene families encoding secreted proteins and CSEPs compared with the remaining gene families (One-sided Fisher's test, ***P<0.001). (**c**,**d**) Expression and regulation of *CSEPs* in *C. tofieldiae* 0861 (**c**) and *C. incanum* (**d**). The circular plots show (from the inside): dendrograms of the CSEPs based on protein sequence alignments, CSEP length (0–500 amino acids), species-specific (Sp, black) and genus-specific (Ge, white) CSEPs, normalized gene expression (Exp.) levels *in vitro* (*IV*) and *in planta* (*IP*) at 10 and 24 days post inoculation, *CSEPs* significantly up- (violet) and downregulated (green) at 10 days post inoculation versus *in vitro* (10*IP*/*IV*) and 24 days post inoculation versus *in vitro* (24*IP*/*IV*) (|log_2_FC|⩾1, FDR<0.05).

**Figure 4:**
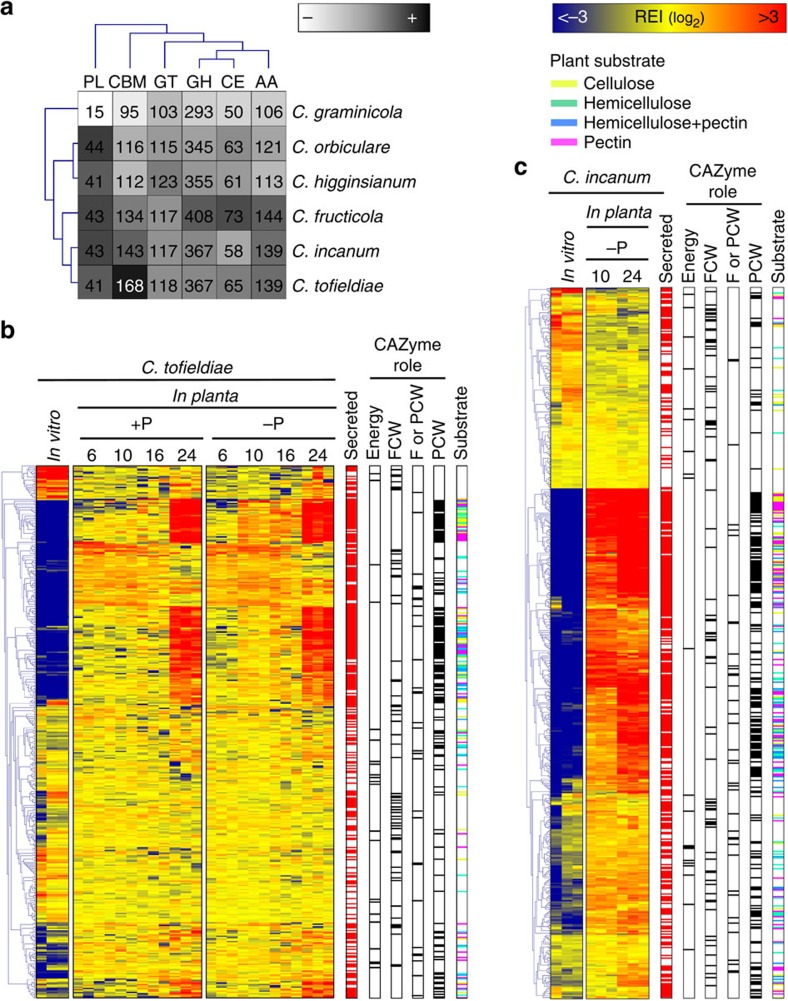
*Colletotrichum* CAZyme repertoires and their transcriptional regulation in *C. tofieldiae* and *C. incanum*. (**a**) Hierarchical clustering of CAZyme classes from the genomes of four *Colletotrichum* species. AA, auxiliary activities; CBM, carbohydrate-binding module CE, carbohydrate esterase; GH, glycoside hydrolase; GT, glycosyltransferase; PL, polysaccharide lyase. The numbers of enzyme modules in each genome are shown. Overrepresented (dark grey to black) and underrepresented (pale grey to white) modules are depicted as log_2_ (fold changes) relative to the class mean. (**b**) Transcript profiling of *C. tofieldiae* CAZyme genes *in vitro* and during colonization of *Arabidopsis* roots at 6, 10, 16 and 24 days post inoculation (d.p.i.) under phosphate sufficient (+P: [625 μM]) and deficient (−P: [50 μM]) conditions. (**c**) Transcript profiling of *C. incanum* CAZyme genes *in vitro* and during colonization of *Arabidopsis* roots at 10 and 24 d.p.i. under phosphate-deficient conditions (−P: [50 μM]). (**b**,**c**) Overrepresented (yellow to red) and underrepresented transcripts (yellow to blue) are shown as log_2_ (fold changes) relative to the mean expression across all the stages. The red marks represent secreted CAZymes and the black marks indicate involvement in metabolic activities linked to energy storage and exchange (Energy), or degradation of fungal cell walls (FCW), plant cell walls (PCW) or both (F or PCW). For CAZymes acting on PCW, the corresponding plant substrates (cellulose, hemicellulose, hemicellulose and pectin, pectin) are indicated by a colour code. REI, relative expression index.

**Figure 5:**
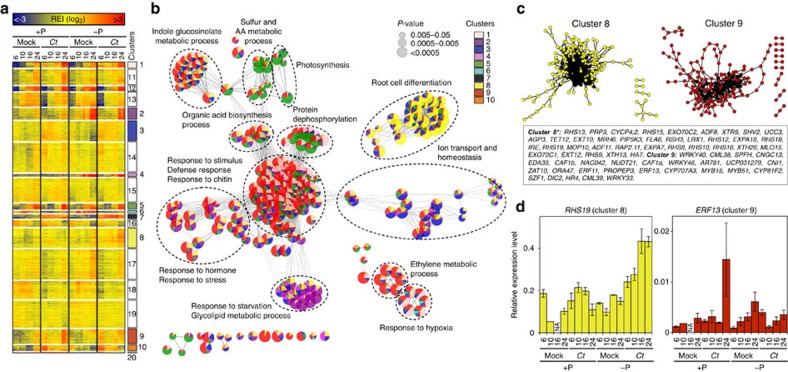
Transcriptional reprogramming of Pi-starved and non-starved *Arabidopsis* roots in response to *C. tofieldiae*. (**a**) Transcript profiling of 5,561 *Arabidopsis* genes significantly regulated (moderated *t*-test, |log_2_FC|⩾1, FDR<0.05) between colonized versus mock-treated roots and phosphate-starved (−P: [50 μM]) versus non-starved roots (+P: [625 μM]) at 6, 10, 16 and 24 days post inoculation. Overrepresented (yellow to red) and underrepresented transcripts (yellow to blue) are shown as log_2_ (fold changes) relative to the mean expression across all stages. Using *k*-means partitioning, the gene set was split into 20 major gene expression clusters. (**b**) Gene Ontology term enrichment network analysis among the 10 clusters highlighted in **a**. Each significantly enriched GO term (*P*<0.05, hypergeometric test, Bonferroni step-down correction) is represented with a circle and the contribution (%) of each cluster to the overall GO term enrichment is represented using the same colour code as in **a**. As tightly connected GO terms are functionally linked, only the major host responses outputs are indicated (dotted line). (**c**) For cluster 8 and cluster 9, gene relationships based on co-regulation were assessed using other *Arabidopsis* expression data sets (see Supplementary Note 9). The genes within each cluster that show strong expression relationships in other expression data sets are likely to encode key regulatory hubs. Hub genes (cluster 9: ⩾5 connections, *cluster 8: ⩾10 connections) are highlighted in black. The corresponding characterized *Arabidopsis* genes are indicated below the co-expression networks. (**d**) Validation of the expression profiles of the hub genes *RHS19* (cluster 8) and *ERF13* (cluster 9) using RT–qPCR (see Supplementary Note 10). Error bars indicate standard error (*n*=3 biological replicates), NA, data not available; REI, Relative Expression Index.

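The main text and this legend state the number of regulated genes as 5,661 and 5,561. The 16 comparisons fitted here gave 5684, with 5485 by DESeq2, the lowest of the tools, and 5883 without an expression filter. The number with voom, the paper's own method, is given with those comparisons. It is nearer to the number of the main text than to that of the legend.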

**Figure 6:**
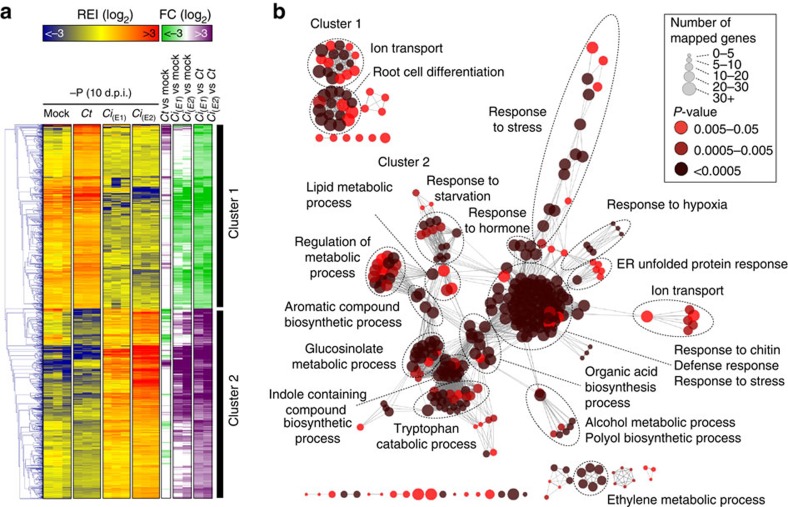
Comparative transcriptome analysis of *Arabidopsis* roots in response to beneficial *C. tofieldiae* and pathogenic *C. incanum.* (**a**) Transcript profiling of 2,009 *Arabidopsis* genes significantly regulated (moderated *t*-test, |log_2_FC|⩾1, FDR<0.05) between *C. incanum*- versus (vs) *C. tofieldiae*-colonized roots at 10 days post inoculation (d.p.i.) under phosphate-deficient conditions (−P: 50 μM). Overrepresented (yellow to red) and underrepresented transcripts (yellow to blue) are shown as log_2_ (fold changes) relative to the mean expression across all stages. E1 and E2 correspond to two fully independent experiments (see Supplementary Note 9). Gene expression fold changes (green: downregulated; violet: upregulated) were calculated between *C. tofieldiae*-colonized versus mock-treated roots, *C. incanum*-colonized versus mock-treated roots or *C. incanum*-colonized versus *C. tofieldiae*-colonized roots. (**b**) GO term enrichment analysis of *Arabidopsis* genes preferentially expressed in response to *C. tofieldiae* (Cluster 1) or in response to *C. incanum* (cluster 2). Each circle corresponds to a significantly enriched GO term (*P*<0.05, hypergeometric test, Bonferroni step-down correction). The colour code reflects *P* values and the circle size the number of genes associated to each GO term. Similar to Fig. 5b, the GO terms that are tightly connected are functionally linked and therefore only the major host-response outputs are indicated (dotted line). REI, Relative Expression Index.

# Supplementary material for: Survival trade-offs in plant roots during colonization by closely related beneficial and pathogenic fungi
**Source:** Nat Commun. 2016 May 6;7:11362. doi: 10.1038/ncomms11362
**Supplement:** Supplementary Information — Supplementary Figures 1-25, Supplementary Tables 1-11, Supplementary Notes 1-12 and Supplementary References

Supplementary Fig. 1: Colonization of *Arabidopsis* roots by *C. tofieldiae* and *C. incanum* and their impact on plant growth.

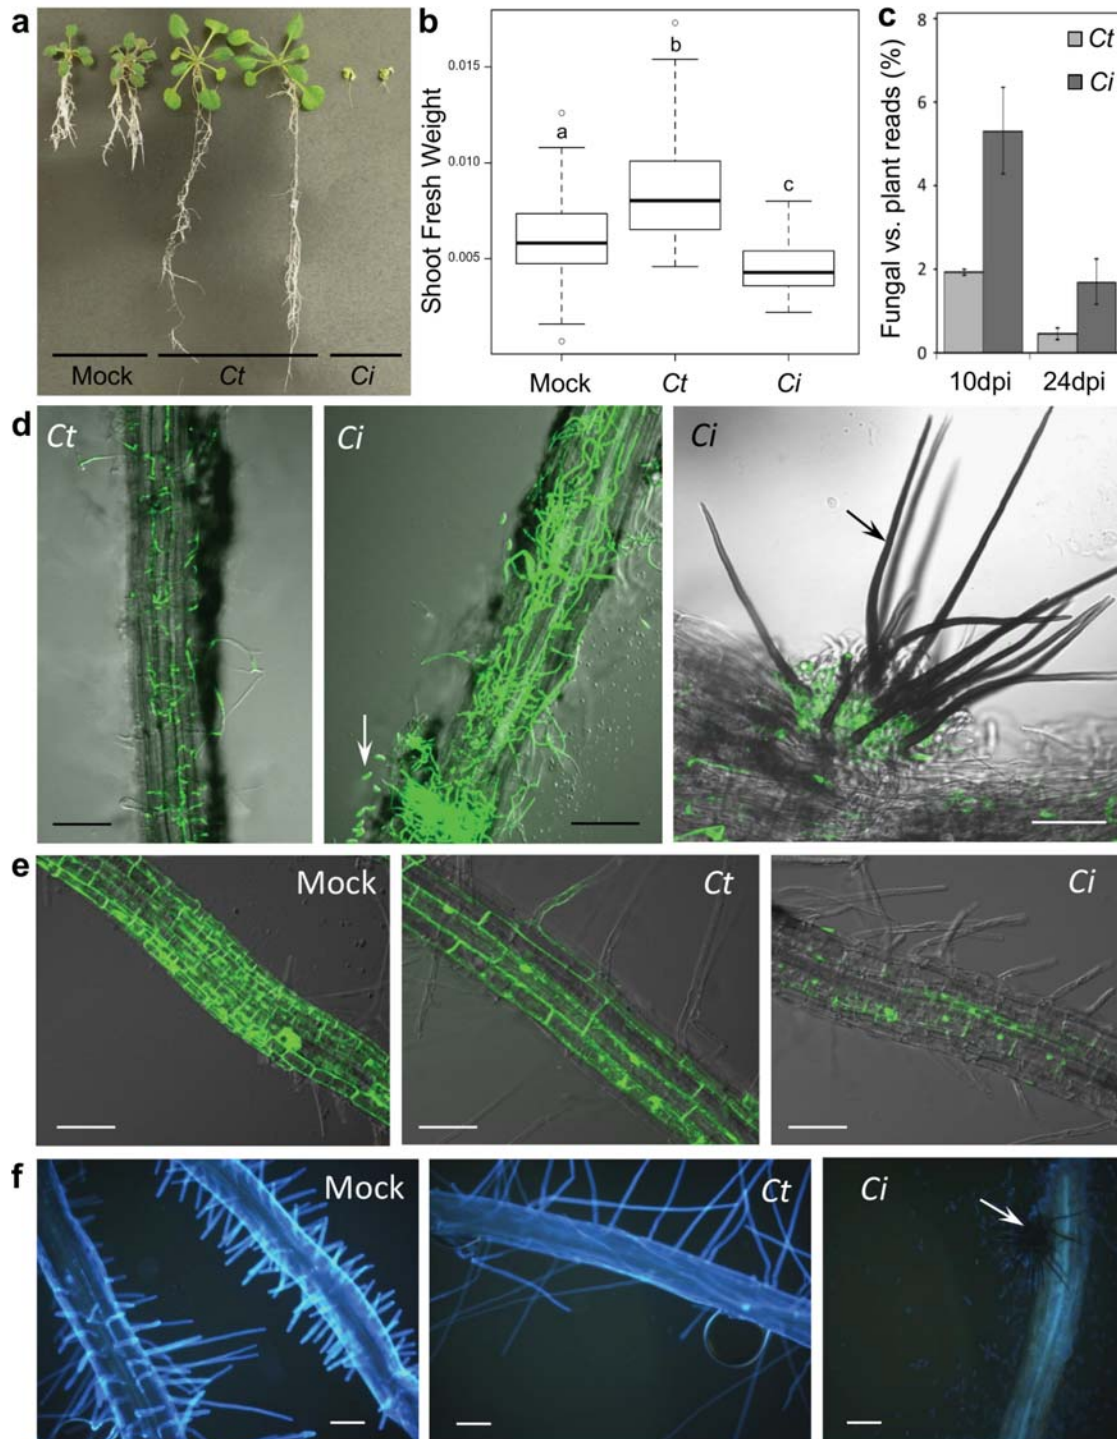

(a) Representative pictures of mock-inoculated *Arabidopsis* plants (mock) and plants colonized by *C. tofieldiae* (Ct) and *C. incanum* (Ci) grown under low phosphate conditions (50  $\mu$ M) at 24 days post inoculation. (b) Impact of Ct and Ci on *Arabidopsis* growth 24 days post-inoculation (dpi). Surface sterilized *Arabidopsis* seeds (Col-0) were treated with spore suspension ( $5 \times 10^4$  spores/ml) and

transferred to solid half-strength Murashige and Skoog medium (MS, pH=5.1) with low phosphate concentration (50  $\mu$ M). Mock: Mock-treated plants. The shoot fresh weight is presented. Alphabetical letters indicate significant differences (tukey HSD test,  $p < 0.01$ ). Similar results are shown in Hiruma *et al.*<sup>1</sup>. (c) Percentage of fungal vs. plant RNAseq reads in *Ct*- and *Ci*-colonized roots at 10 and 24 dpi. 

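Per library, fungal fragments counted on genes were divided by fungal plus plant fragments counted on genes. In −P roots *Ct* made up 1.65 ± 0.0608% (mean ± SD, n = 3) at 10 d.p.i. and 0.279 ± 0.073% at 24 d.p.i., and *Ci* of E2 4.75 ± 0.884% and 1.54 ± 0.506%. Dividing by plant fragments alone changed little (0.28% for *Ct* at 24 d.p.i.). With the aligned fragments of the paper's own sequencing table the *Ct* values were higher, 1.89% and 0.452%.

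**Figure D8:**
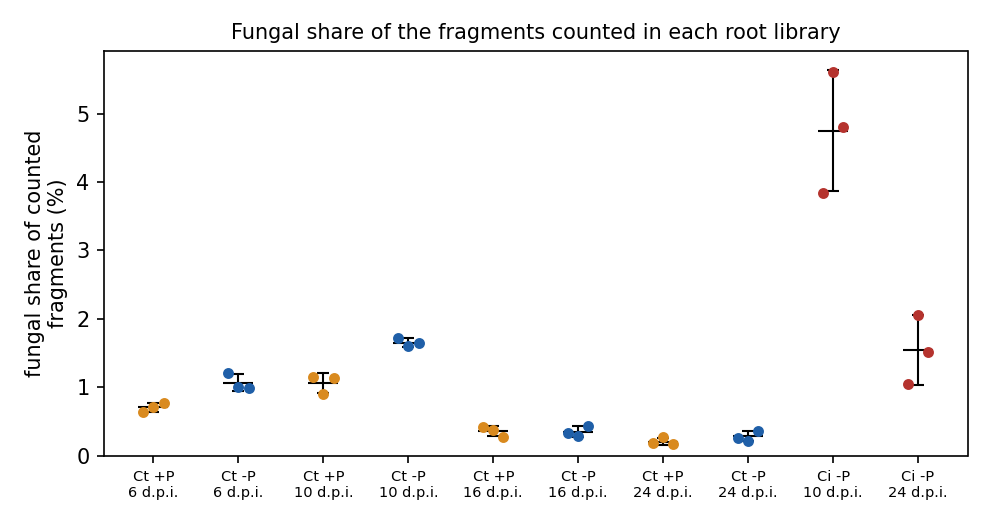
Percent of counted fragments that fall on fungal genes in roots with *Ct* (+P and −P at 6, 10, 16 and 24 d.p.i.) and with *Ci* (−P at 10 and 24 d.p.i.). Bars are means, error bars the SD, and each point is 1 library. The course over time and the distance between *Ct* and *Ci* at the same time can be read.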

The higher percentage of *Ci* reads *in planta* suggests that the *in planta* biomass of pathogenic *Ci* is three times higher than the biomass of the beneficial *Ct*. 

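The ratio of *Ci* to *Ct* was 2.87 at 10 d.p.i. and 5.52 at 24 d.p.i. on fragments counted on genes. On aligned fragments the shares were 5.03% and 1.89% at 10 d.p.i. and 1.67% and 0.452% at 24 d.p.i., so the ratio at 24 d.p.i. is smaller there. In an exact permutation test (two-sided) on counted fragments each time point had p = 0.1, the smallest value that 3 against 3 libraries can give. A share of counted fragments is not biomass: it depends on transcripts per cell of fungus and root, on how completely each genome is annotated, and on library run, which differs between the *Ct* and *Ci* roots.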

Note that the proportion of fungal vs. plant reads decreases at 24 dpi compared to 10dpi, suggesting that newly formed roots are not extensively colonized by *Ct* and *Ci*. (d) Confocal microscope images of *Arabidopsis* roots colonized by *Ct* or *Ci*, both expressing cytoplasmic GFP, grown under low phosphate conditions (50  $\mu$ M) at 7 days post inoculation. 

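For *Ct* the fall was already there at 16 d.p.i., with 0.351 ± 0.0771% under −P and 0.354 ± 0.0708% under +P (mean ± SD, n = 3), after 1.07 ± 0.126% and 0.705 ± 0.0644% at 6 d.p.i. The share at 10 d.p.i. was 1.06 ± 0.143% under +P, and at 24 d.p.i. 0.202 ± 0.0545%. The ratio of −P to +P was 1.51 at 6 d.p.i., 1.56 at 10 d.p.i., 0.99 at 16 d.p.i. and 1.38 at 24 d.p.i. By exact permutation (two-sided) p was 0.1, 0.1, 1 and 0.3. A share falls when the root grows as well as when the fungus declines.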

Note the much more extensive colonization of root tissues by *Ci* at this time-point. White arrow indicates conidia produced by *Ci*. Bars = 100  $\mu$ m. Right: Asexual sporulation by *Ci* on root surface, forming an acervulus with long melanized setae (black arrow). Bar = 30  $\mu$ m. (e) Confocal microscope images of mock-inoculated *Arabidopsis* roots and roots colonized by *Ct* and *Ci* grown under low phosphate conditions (50  $\mu$ M) at 10 days post inoculation. Roots were stained with fluorescein diacetate (10  $\mu$ g ml<sup>-1</sup>) to label living plant cells green. Note only a small number of host cells remain viable in *Ci*-colonized roots at this time-point. Bars = 100  $\mu$ m. (f) Epi-fluorescence microscope images of mock-inoculated *Arabidopsis* roots and roots colonized by *Ct* and *Ci* grown under low phosphate conditions (50  $\mu$ M) at 10 days post inoculation. Roots were stained with Calcofluor White (0.01 %) to label beta-linked polysaccharide (including cellulose) in plant cell walls blue. Note the massive removal of cellulose from the walls of *Ci*-colonized roots at this time-point. Identical camera exposure settings were used to capture all images. Right: White arrow indicates an acervulus formed on *Ci*-colonized root. Bars = 100  $\mu$ m.

Supplementary Fig. 2: Phylogeny of *Colletotrichum* fungi

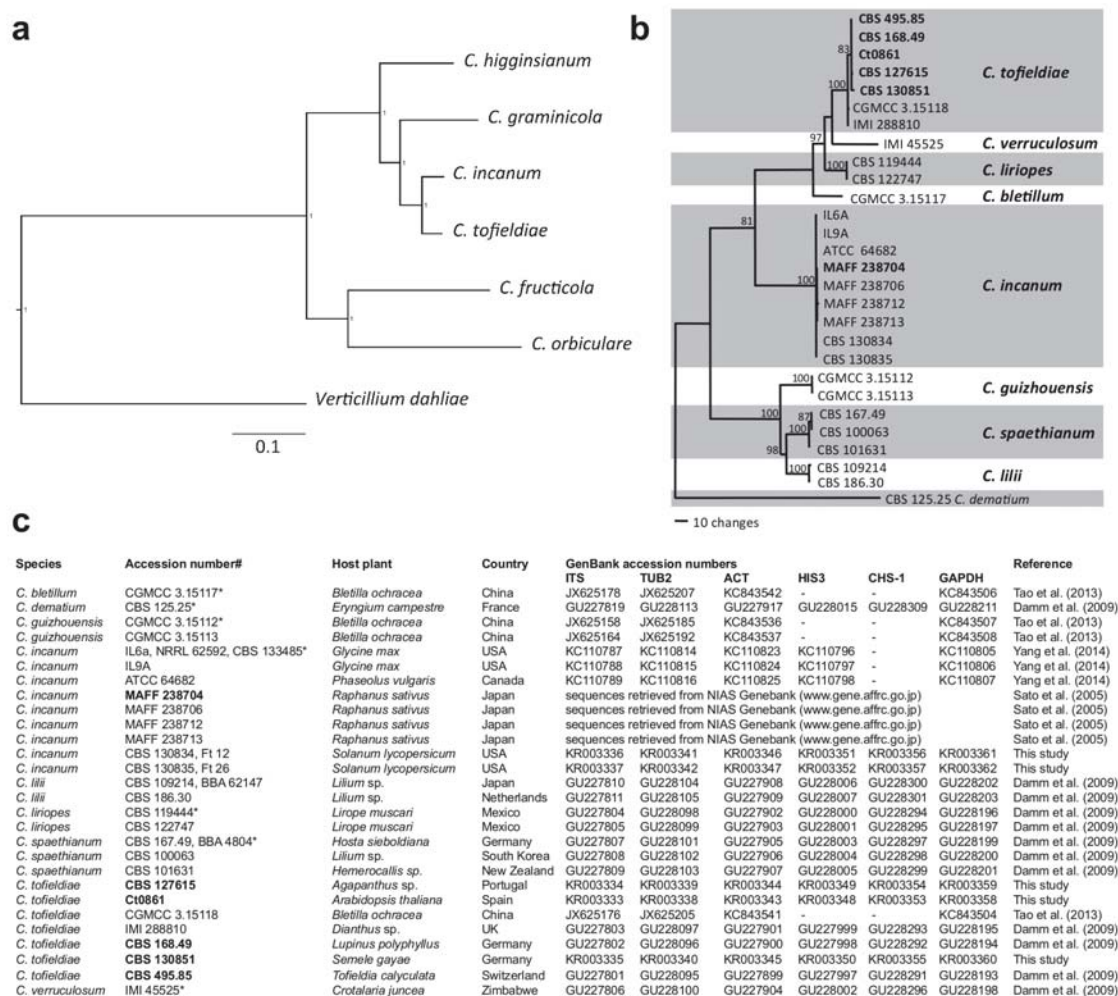

(a) Whole-genome phylogeny, inferred from the number of substitutions per site detected across single copy genes that are conserved across six genome-sequenced *Colletotrichum* species (b) Phylogeny of eight *Colletotrichum* species in the *C. spaethianum* species complex obtained from a maximum parsimony analysis based on a multilocus alignment (ITS, TUB2, ACT, HIS3, CHS-1, GAPDH). The strains studied here are highlighted in bold. Bootstrap support values (500 replicates) above 70 % are shown at the nodes. *Colletotrichum dematium* was used as an outgroup. (c) List of *Colletotrichum* strains used for the phylogeny shown in (b), indicating the culture collection accession numbers, host plants, country of origin and Genbank accession numbers of the sequences included. #ATCC: American Type Culture Collection, Manassas, Virginia, USA; CBS: Culture Collection of the Centraalbureau voor Schimmelcultures, Fungal Biodiversity Centre, Utrecht, The Netherlands; CGMCC: China General Microbiological Culture Collection Center, Beijing, China; IMI: Culture Collection of CAB International, Egham, UK; MAFF: MAFF Genebank Project, Ministry of Agriculture, Forestry and Fisheries, Tsukuba, Japan; \*ex-holotype or ex-epitype cultures; accession numbers of strains studied here are bold; - no sequence available.

Supplementary Fig. 3: Whole genome alignment of five *Colletotrichum* species against *C. graminicola* chromosomes

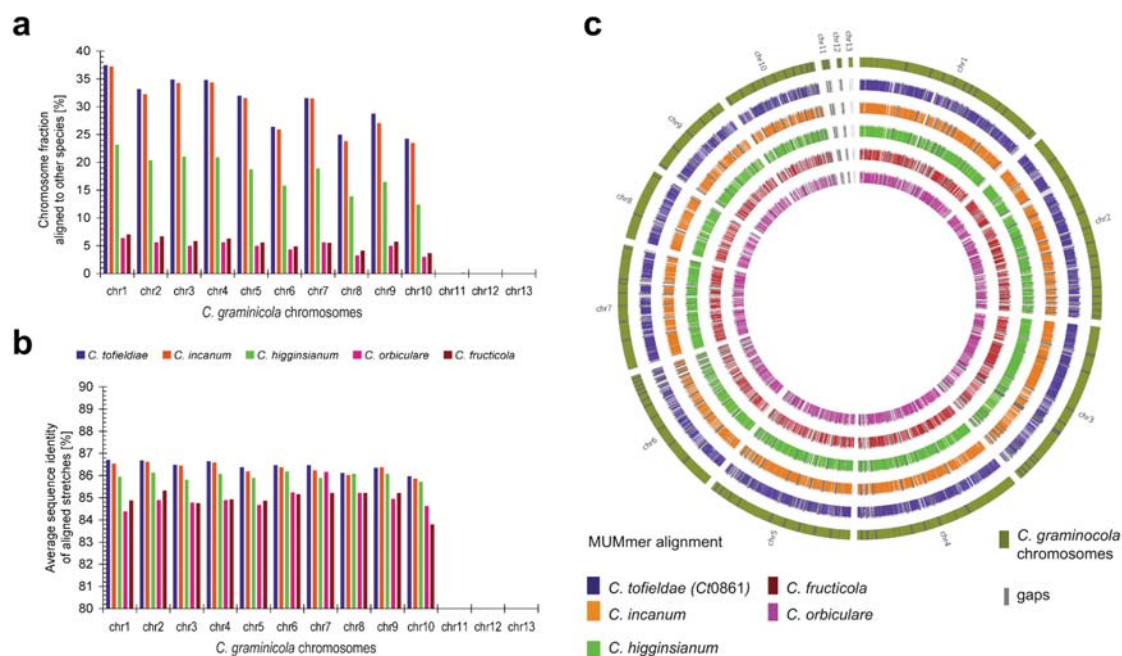

(a) Summary of the fraction of *C. graminicola* chromosomes that were mapped in pair-wise whole genome alignments to the assemblies of each the other five species. The pair-wise whole genome alignments were performed using MUMmer with default parameter settings. (b) Summary of the average sequence identity of the aligned stretches. (c) Circular plot showing that the aligned stretches are distributed more or less evenly along the *C. graminicola* chromosomes with exception of the three minichromosomes. The sequence identity was at least 74% in all alignments and the average length of the aligned stretches was ~500 bp for *C. orbiculare* and *C. fructicola*, ~800 bp for *C. higginsianum* and ~1200 bp for *C. tofieldiae* and *C. incanum*. The distribution of the aligned stretches along the *C. graminicola* chromosomes was visualized using the Circos software package.

Supplementary Fig. 4: Distribution of SNPs, sequence conservation and haplotype structure among five *C. tofieldiae* isolates

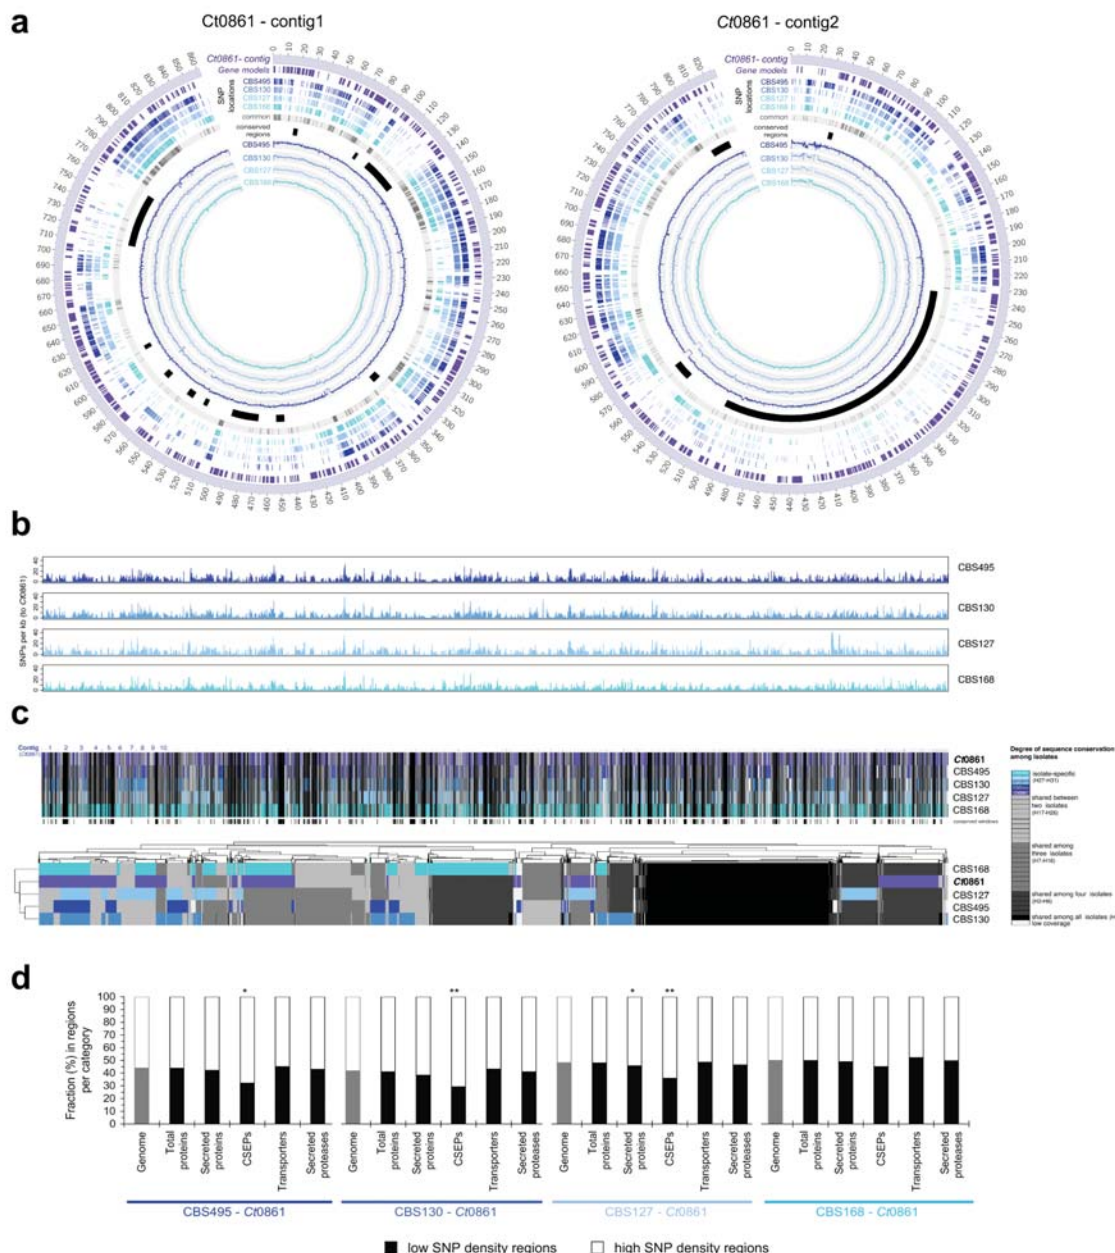

(a) Circular visualization of the alignment of *C. tofieldiae* isolates CBS495, CBS130, CBS127 and CBS168 genome sequencing reads and SNP locations with respect to the two largest contigs, contig 1 (left panel) and contig 2 (right panel), of the *C. tofieldiae* isolate 0861 reference genome. The tracks in the circle represent from the outside: the respective contig of the *Ct0861* genome; locations of annotated *Ct0861* gene models; locations of genomic SNPs to *Ct0861* in CBS495, CBS130, CBS127, CBS168 (see [Supplementary Table 1](#) for full culture IDs) and common SNPs between these four isolates; conserved regions with a low SNP density among all five isolates as identified through a hidden Markov model; genome sequencing read coverage (average per 100 bases) for isolates CBS495, CBS130, CBS127 and CBS168. The scale of the coverage plots ranges from 0 to 1000

(CBS495) and 0 to 500 (CBS130, 127, 168), respectively. (b) Distribution of SNP density (per kb) to *C0861* in *C. tofieldiae* isolates CBS495, CBS130, CBS127 and CBS168 along all *C0861* contigs larger than 50 kb. The SNP density was calculated in 10 kb sliding windows (moving by 1 kb) and windows were sorted for visualization in increasing order by contig number and position on the contig. Only windows with a sufficient sequencing coverage, calculated as average per nucleotide coverage in that window, in all isolates ( $\geq 100$  reads for CBS130, CBS127, CBS168 and  $\geq 200$  reads for CBS495) were included in the analysis. (c) Heatmap visualization of sequence conservation and haplotype structure among the five *C. tofieldiae* isolates. To assess sequence conservation between isolates, all *C0861* contigs larger than 50 kb were split in sliding windows of 10 kb (moving by 1 kb). The degree of conservation in each window was judged based on the SNP density in this window to each of the other isolates. The sequence in a window was assumed to be shared with another isolate (i.e. the isolates share the same haplotype), if the SNP density to the other isolate was classified as "low" in this window (using a two-component mixture model in combination with a hidden Markov model for prediction of low vs. high SNP density). If the SNP density to all of the other isolates was classified as high, the sequence was assumed to be isolate-specific. Depending on with which other isolates the sequence is shared, each window could be assigned one of 31 possible haplotypes (H1-H31) for each isolate (see also [Supplementary Table 6](#)) If the average read coverage per nucleotide in this window was below 50 (CBS130, CBS127, CBS168) or 100 (CBS495) the window was termed low coverage (LC) in the respective isolate. The color code in the heatmaps visualizes the degree of sequence conservation among isolates, by detailing for each isolate with how many other isolates the sequence is shared in each window. For the heatmap in the upper panel, the sequence windows were sorted in increasing order by contig number and position to show the arrangement of haplotype blocks within the *C0861* genome. For the heatmap in the lower panel, the data was clustered by isolates and sequence windows (using complete linkage hierarchical clustering with the Euclidean distance as distance measure), to group together windows with similar haplotypes across isolates and isolates with a similar distribution of haplotype blocks. (d) Gene distribution between high and low SNP density regions between *C0861* and each of the other four isolates. The regions were obtained from the 10 kb sliding windows by merging adjacent windows of either high or low SNP density. For each pairwise comparison the fraction of the *C0861* genome with high or low SNP density was calculated. Subsequently, we extracted all *C0861* genes that could be assigned unequivocally to either a high or low SNP density region (with  $>50\%$  of the gene length located in the region) and calculated for each pairwise comparison the fraction of genes in high and low SNP density regions. In the same way, we also analyzed the distribution of four specific functional gene categories encoding secreted proteins, candidate secreted effector proteins (CSEPs), transporters and secreted proteases. To test for any significant association with either high or low SNP density regions, we compared the observed gene proportions with the underlying genome proportions using a Chi-square goodness-of-fit test. Cases where the gene distribution deviates significantly from the underlying genome distribution are marked with asterisks in the plot (\*  $p < 0.05$ ; \*\*  $p < 0.01$ ).

Supplementary Fig. 5: Reconstruction of ancestral genomes, prediction of gene loss/gain and associated functional enrichment analysis.

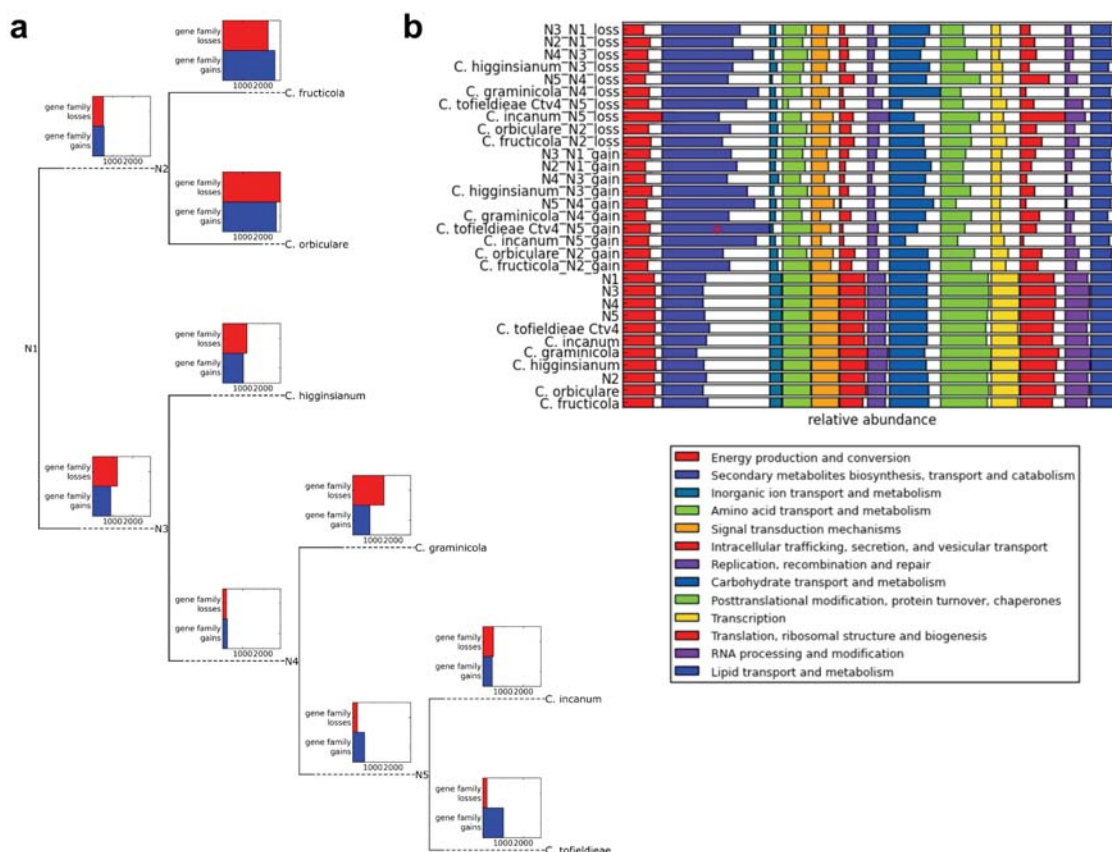

(a) Evolutionary dynamics of gene gains and losses (GGL) on the branches of the *Colletotrichum* species tree. GLOOME<sup>2</sup> reports the posterior probability for a gene family to be gained or lost for each branch of the tree (exceeding an insignificance threshold of 0.05). The number of genes families gained or lost for each branch was approximated by summing up the individual posterior probabilities for each gene family to be gained or lost on that branch and rounding this number to the closest integer. Dashed lines extend the tree branches to provide the extra space the GGL bar plots need. (b) Relative abundances for the 13 most abundant COG (Clusters of Orthologous Groups) functional categories within the genomes of the ancestral and extant *Colletotrichum* species, and the fraction of genes families from these categories that were gained or lost, for the individual branches of the species tree. Gene families were linked to the COG functional categories via the fuNOG annotation. The significantly increased number of gene families from the 'Secondary metabolites biosynthesis, transport and catabolism' category on the branch leading to *C. tofieldiae* is indicated by a red star. The COG categories 'Function Unknown' and 'General Functional Prediction only' were omitted from the plot.

Supplementary Fig. 6:  $d_N/d_S$  ratios of protein families from the ten *Colletotrichum* genomes grouped by fuNOG annotation on the second level (lv2) and ordered by descending median  $d_N/d_S$  ratio.

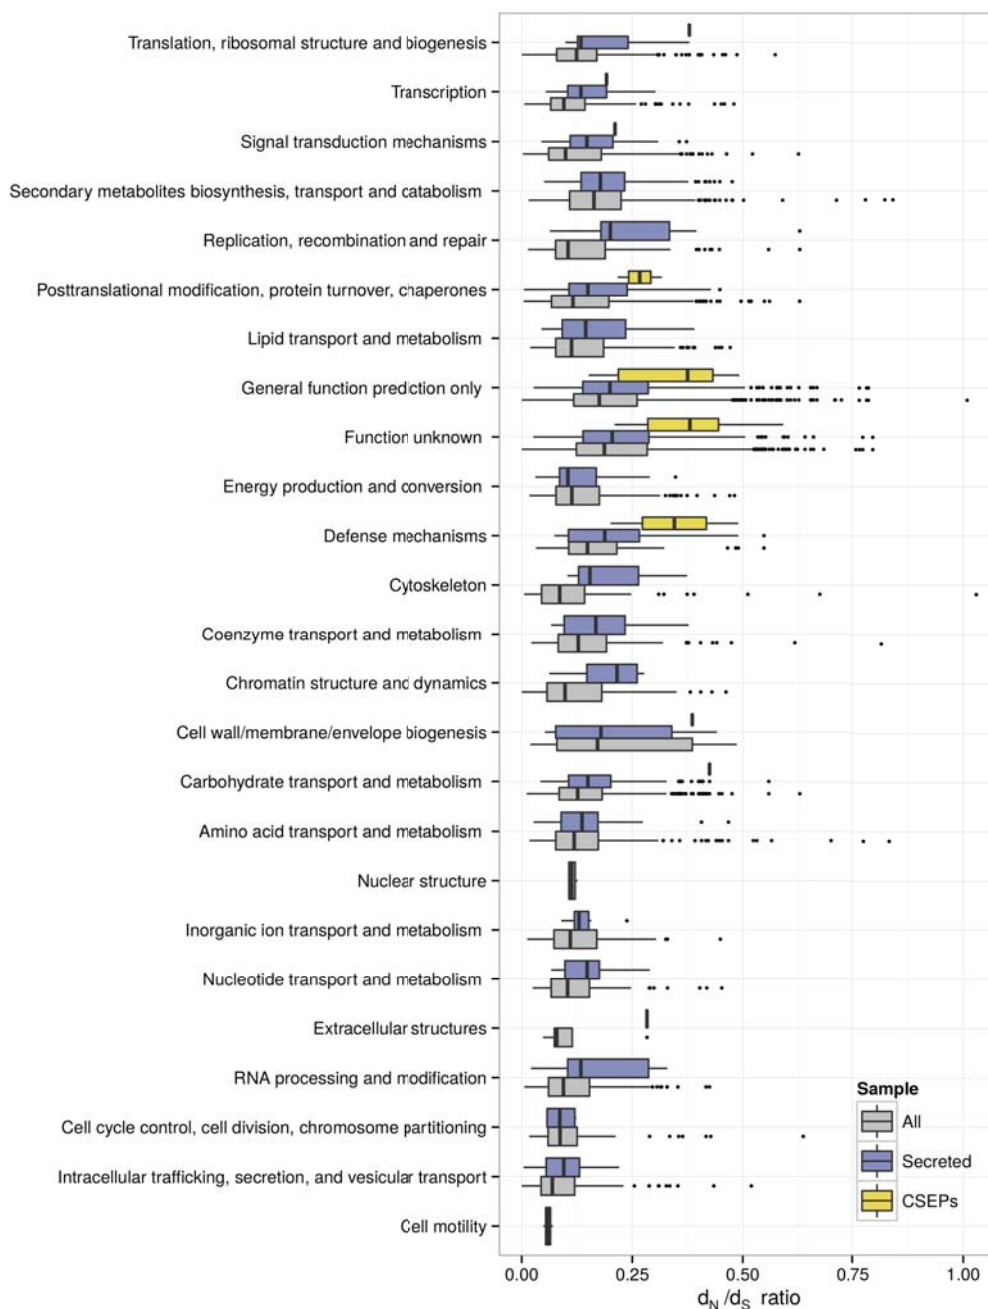

Ratio of synonymous mutations per synonymous sites versus non-synonymous mutations per non-synonymous sites ( $d_N/d_S$ ) was evaluated for 13,458 protein families (OrthoMCL) identified in the genomes of ten *Colletotrichum* fungi, including five *C. tofieldiae* isolates, *C. incanum*, *C. graminicola*, *C. higginsianum*, *C. orbiculare* and *C. fructicola*. These protein families were grouped into 25 fuNOG categories. A high ratio indicates evidence for positive selection. Secreted: secreted protein. CSEP: candidate secreted effector protein. All: all genes categories.

Supplementary Fig. 7: Second-level fuNOG functional categories (lvl2) showing significant evidence of positive selection in the genomes of pathogenic *Colletotrichum* vs. *C. tofieldiae* isolates (a) and *vice versa* (b).

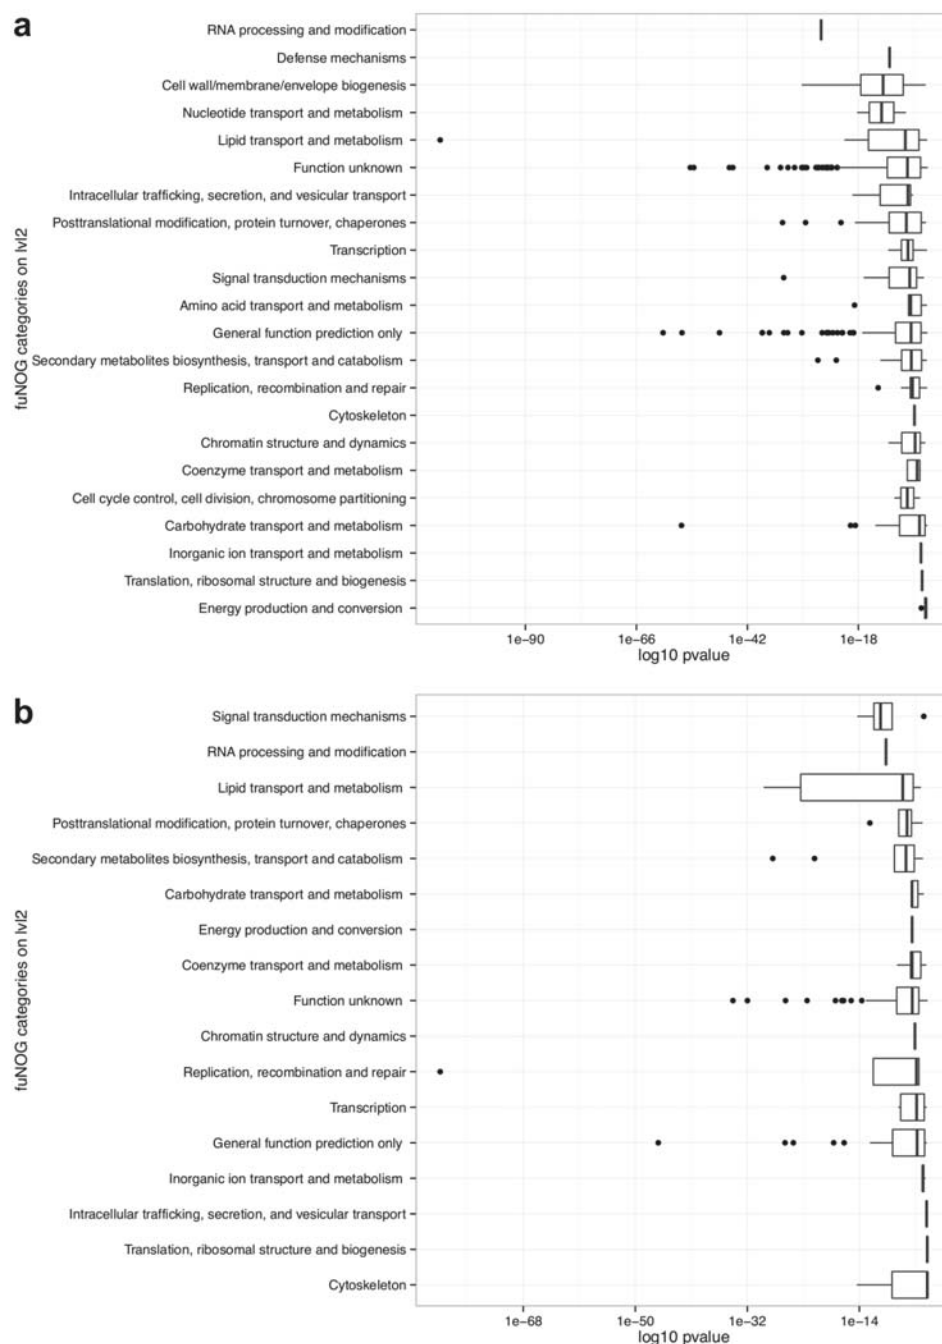

(a) Functional categories showing significant evidence of positive selection in the genomes of five pathogenic *Colletotrichum* species (*C. incanum*, *C. graminicola*, *C. higginsianum*, *C. orbiculare* and *C. fructicola*) vs. the five *C. tofieldiae* isolates. (b) Functional categories showing significant evidence of positive selection in the genomes of the five *C. tofieldiae* isolates vs. pathogenic *Colletotrichum* species. A significant enrichment ( $p$ -value<0.001) of large  $d_N/d_S$  values per gene family was tested using the one-sided Fisher's exact and the FDR for multiple testing correction (alpha=0.5).

Supplementary Fig. 8: Fraction of *C. tofieldiae* proteins conserved in the genomes of mycorrhizal fungi and plant-associated fungal endophytes

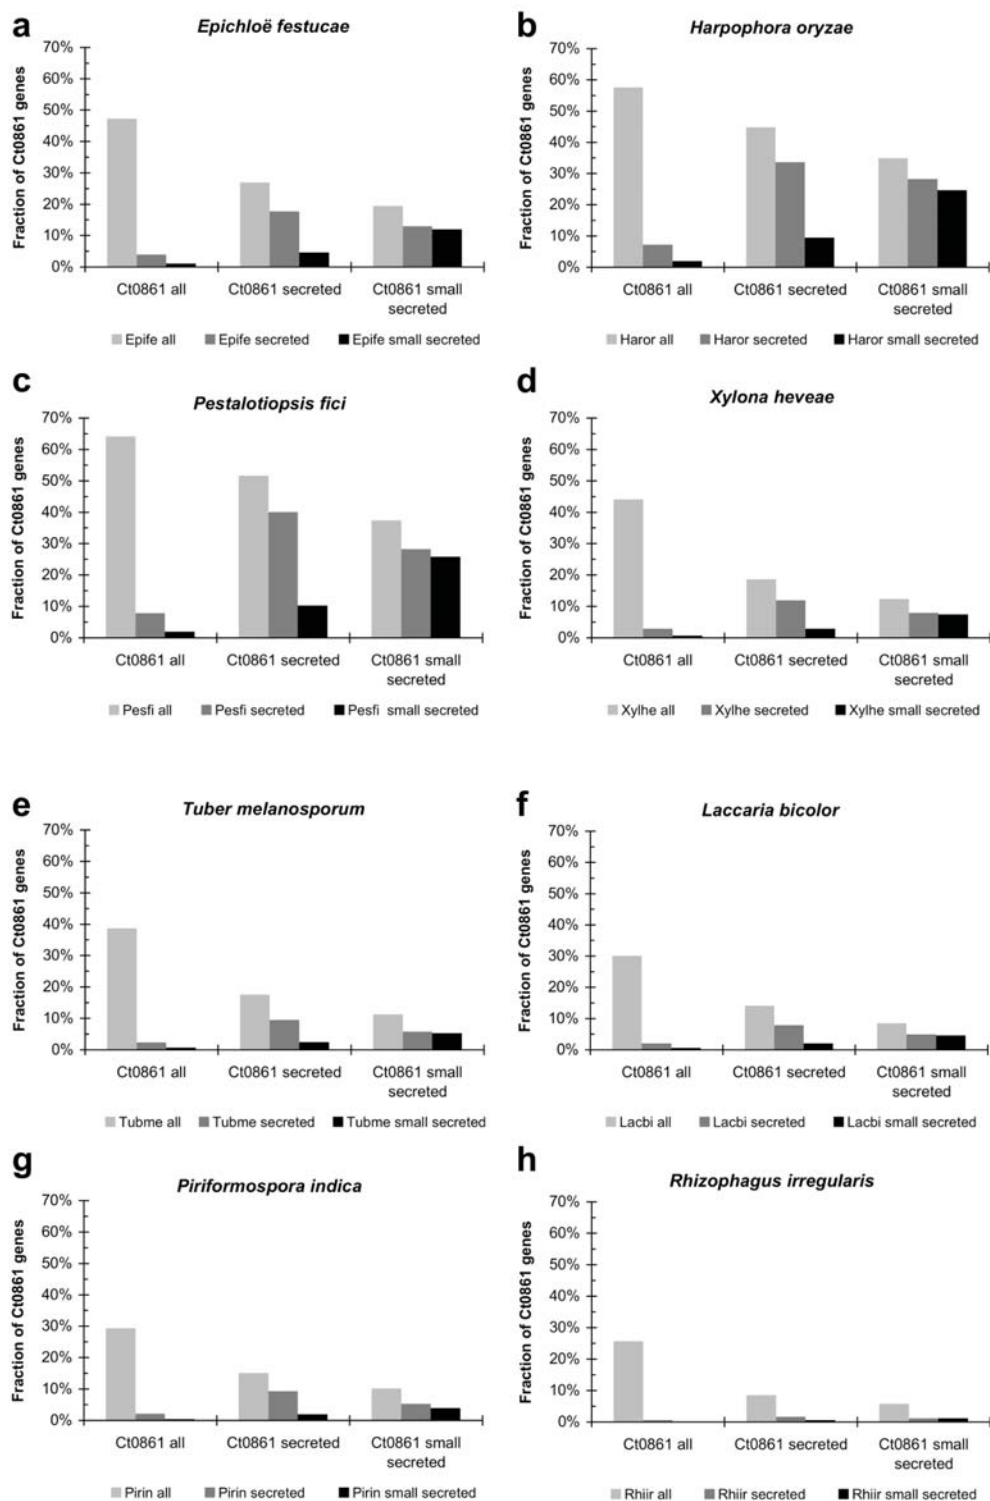

Summary of the fraction of *C. tofieldiae* isolate 0861 proteins with homologs in the proteomes of five endophytic/mutualistic Ascomycota species (a) *Epichloë festucae* (Sordariomycetes), (b) *Harpophora oryzae* (Sordariomycetes), (c) *Pestalotiopsis fici* (Sordariomycetes), (d) *Xylona heveae*

(Xylonomycetes) and (e) *Tuber melanosporum* (Pezizomycetes), as well as three further species of mutualistic root-associated fungi (f) *Laccaria bicolor* (Basidiomycota), (g) *Piriformospora indica* (Basidiomycota) and (h) *Rhizophagus irregularis* (Glomeromycota). Homologous proteins between species were identified as bi-directional best BLAST hits with an e-value threshold of  $1e-6$ . The fraction of conserved proteins is evaluated for the whole proteome ('all') and additionally for the subsets of 'secreted' and 'small secreted' proteins. For each of these protein sets in C0861, the fraction of proteins with homologs within each set in the other endophytes is calculated. Secreted proteins were predicted using WoLF-PSORT ([http://www.genscript.com/psort/wolf\\_psort.html](http://www.genscript.com/psort/wolf_psort.html)) and secreted proteins with a length <300 amino acids were classified as 'small secreted' proteins.

Supplementary Fig. 9: Comparative analysis of genes encoding secreted proteins and secreted proteases in the genomes of *Colletotrichum* species, mycorrhizal fungi and plant-associated fungal endophytes

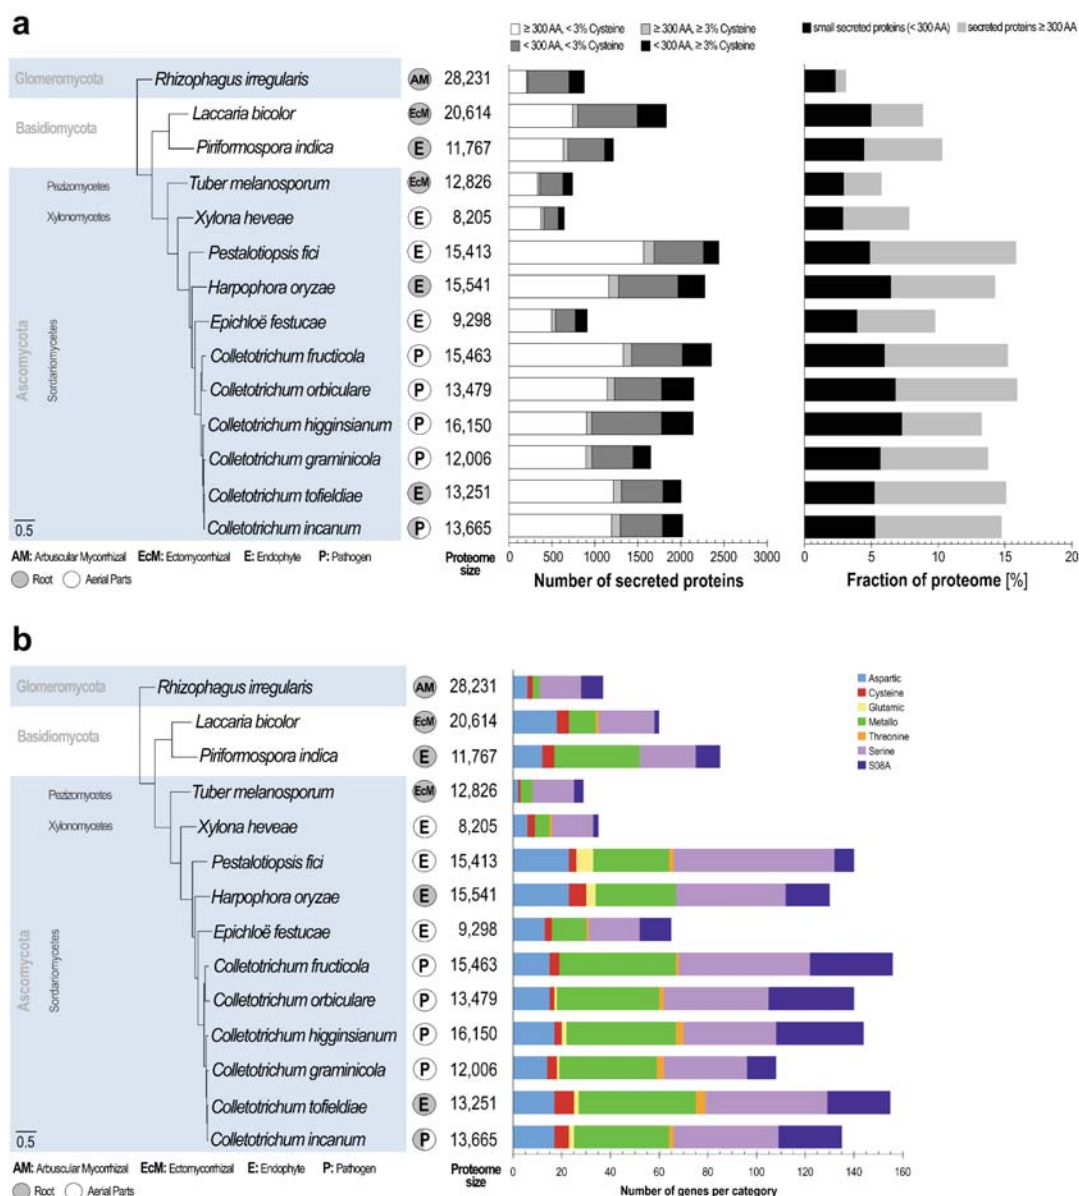

(a) Predicted secretome repertoires in six *Colletotrichum* species and eight endophytic/mutualistic fungi. The left barplot shows the number of secreted proteins as predicted by WoLF-PSORT ([www.genscript.com/psort/wolf\\_psort.html](http://www.genscript.com/psort/wolf_psort.html)), subdivided by protein length (<300 AA ⇒ 'small') and cysteine content (≥3% ⇒ 'high'). The right barplot shows the corresponding fractions of secreted proteins in the proteome of each species, again subdivided by protein length. (b) Classification of genes encoding putative secreted proteases. The protease homologs among the predicted secreted proteins were classified according to the MEROPS database (<http://merops.sanger.ac.uk>). S08A corresponds to the subtilisin group of serine proteases. Left of the barplots, a phylogeny of the analyzed species is included (see [Supplementary Methods](#)), together with information on fungal lifestyle, host niche and total proteome size.

Supplementary Fig. 10: Comparative analysis of genes encoding transporters in the genomes of *Colletotrichum* species, mycorrhizal fungi and plant-associated fungal endophytes

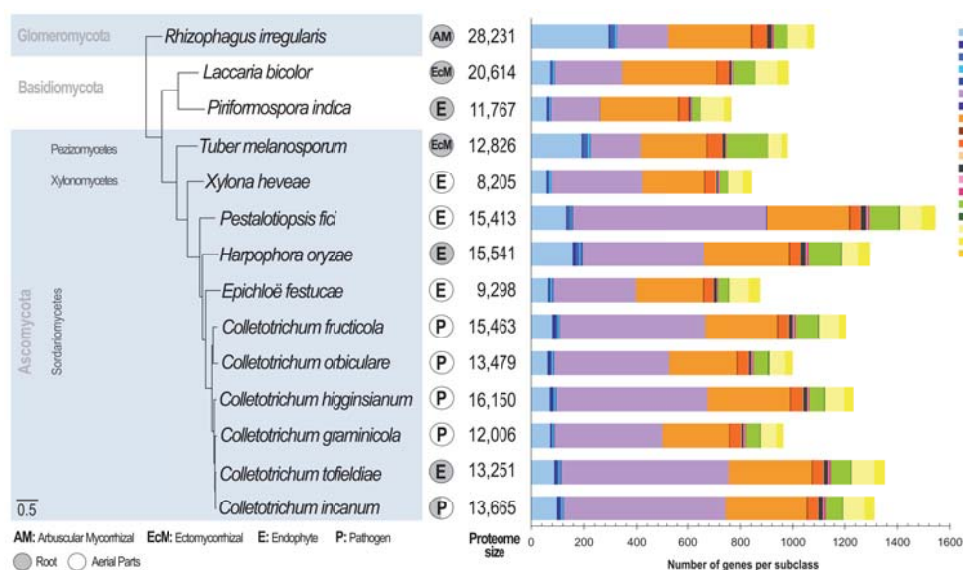

Classification of genes encoding putative transporters in *Colletotrichum* fungi compared to eight different endophytic or mutualistic fungi. Transporters were annotated and classified according to the Transporter Classification Database (TCDB) (<http://www.tcdb.org/>). The number of putative transporters and their classification into TCDB subclasses is highly similar between *C. tofieldiae* and *C. incanum*. Left of the barplots, a phylogeny of the analyzed species is included (see [Supplementary Methods](#)), together with information on fungal lifestyle, host niche and total proteome size.

Supplementary Fig. 11: Comparative analysis of secondary metabolism key genes and clusters in the genomes of *Colletotrichum* species, mycorrhizal fungi and plant-associated fungal endophytes.

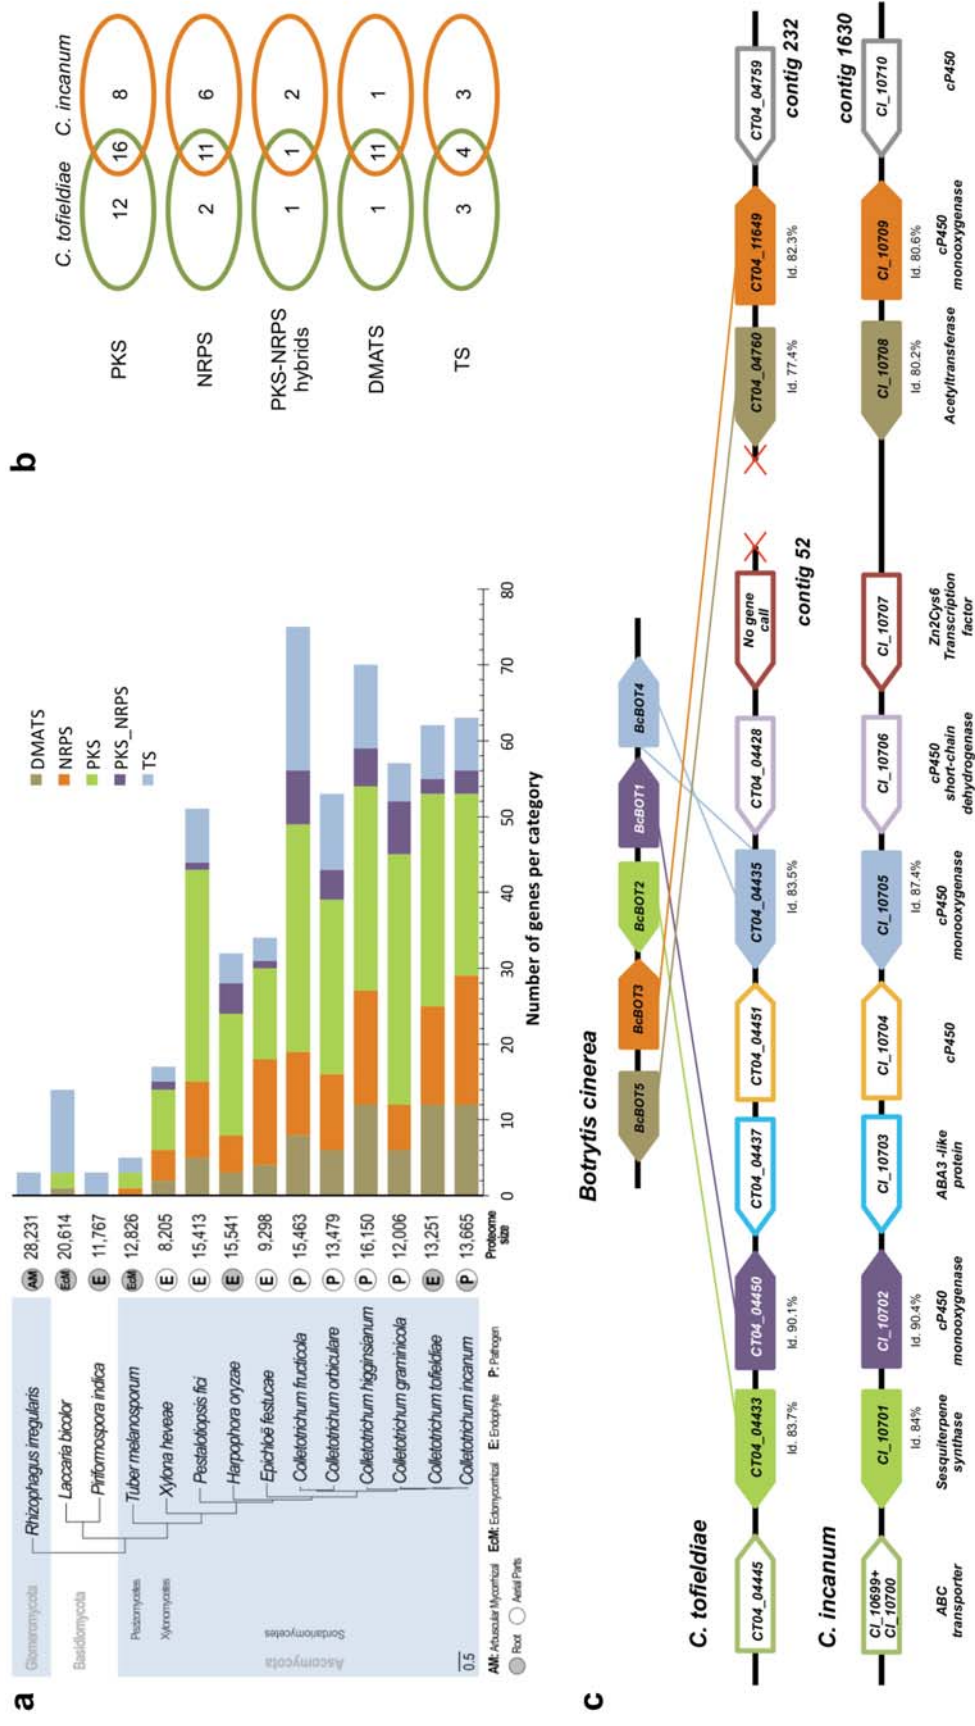

(a) Secondary metabolism key genes (SMKGs) predicted from fourteen fungal genomes using an in-house bioinformatics pipeline. (b) Venn diagram of SMKGs shared between *C. tofieldiae* and *C. incanum* for each key gene subclass. Left of the barplot, a phylogeny of the analyzed species is included (see [Supplementary Methods](#)), together with information on fungal lifestyle, host niche and total proteome size. (c) Occurrence of the botrydial gene cluster in *C. tofieldiae* and *C. incanum*, which was previously described only in *Botrytis cinerea*. Solid arrows correspond to genes originally described by Pinedo et al.<sup>3</sup>, with percentage amino acid identity to the *Botrytis* proteins shown below. Empty arrows are secondary metabolism-related genes putatively part of the botrydial gene cluster. Synteny is indicated with solid lines. Note the cluster is split between two contigs in the *C. tofieldiae* assembly. DMATS: dimethylallyl tryptophan synthases. PKS: polyketide synthases. NRPS: nonribosomal peptide synthetases. PKS-NRPS: hybrid PKS-NRPS. TS: terpene synthases. The *C. tofieldiae* “No gene call” coordinates are contig\_52:1971-3335.

**Supplementary Fig. 12:** Comparative analysis of CAZyme modules predicted in the genomes of *Colletotrichum* species, mycorrhizal fungi and plant-associated fungal endophytes

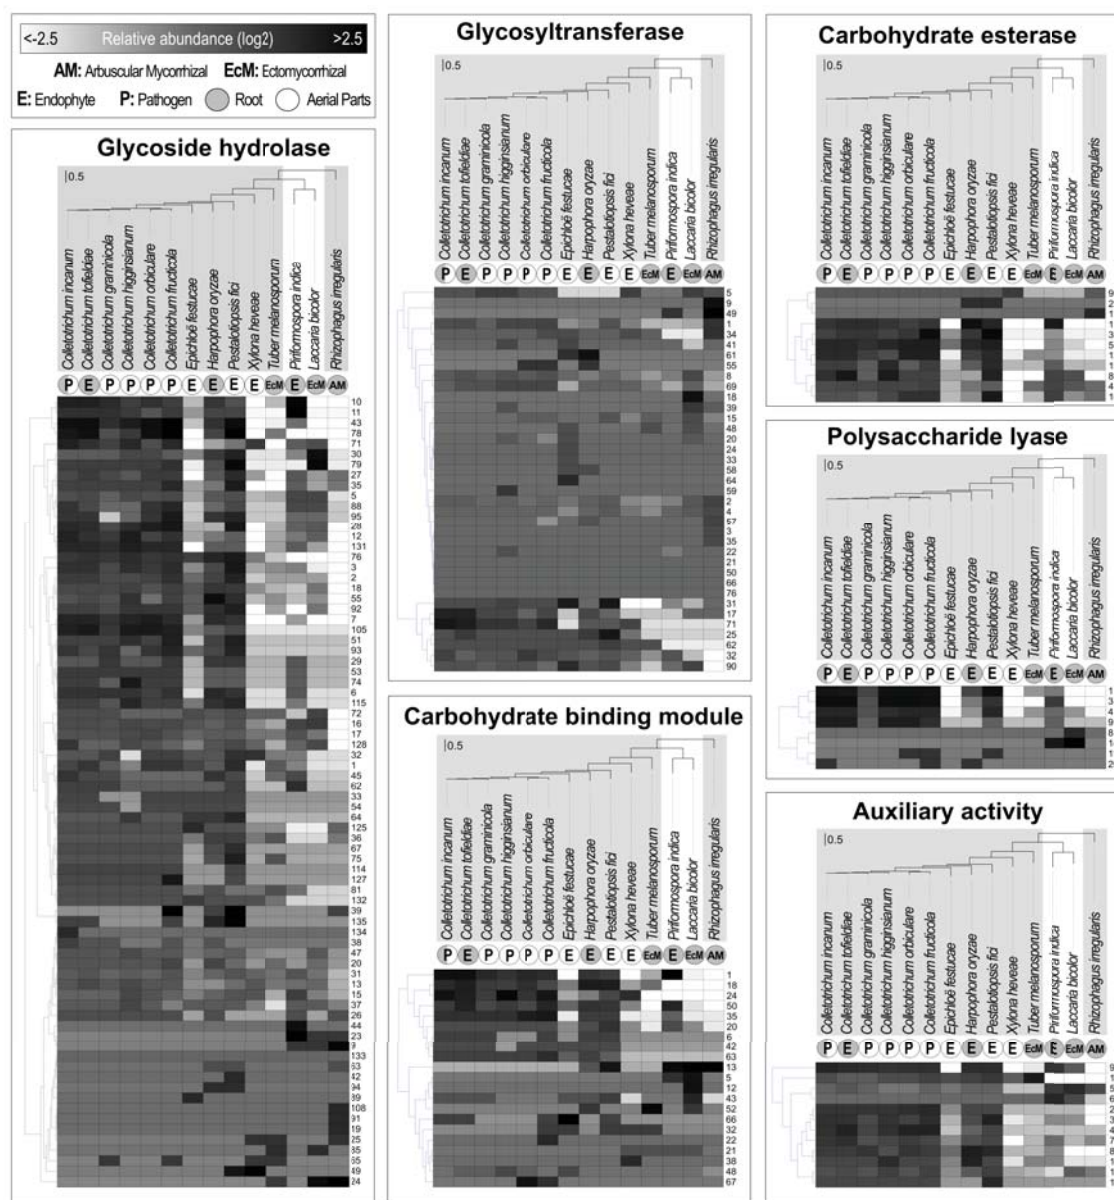

Hierarchical clustering of CAZyme families detected in the genomes of six *Colletotrichum* species and eight endophytic/mutualistic fungi. The Relative Abundance Index (RAI) is depicted as log2-fold changes relative to the family mean. For each CAZyme family, overrepresented modules are depicted in black whereas underrepresented are indicated in white. The numbers on the right side of the heatmaps indicates the corresponding CAZyme families. Above the heatmaps, a phylogeny of the analyzed species is included (see [Supplementary Methods](#)), together with information on fungal lifestyle and host niche.

Supplementary Fig. 13: Comparative analysis of CSEP repertoires among *C. tofieldiae* isolates

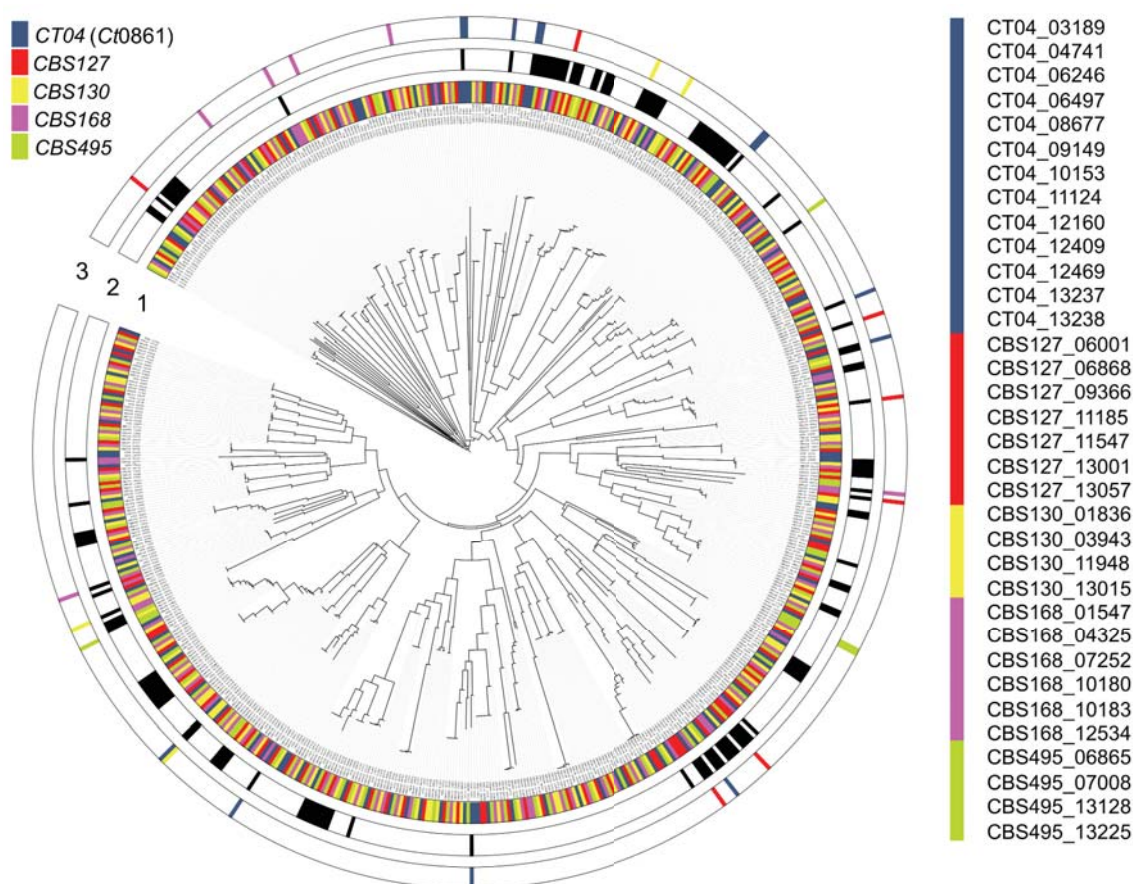

The Neighbor-joining tree was constructed in MEGA5<sup>4</sup> using the protein sequences of all candidate secreted effector proteins (CSEPs, 648 in total) identified in the genomes of *C. tofieldiae* isolates CT0861, CBS127, CBS130, CBS168 and CBS495. The tree was edited using iTOL (interactive Tree Of Life, <http://itol.embl.de/>) in order to visualize the CSEPs repertoires of each isolates. 1: Color codes indicate which CSEP corresponds to which *C. tofieldiae* isolate. 2: black lines indicate species-specific effectors. 3: isolate-specific effectors are highlighted in color, similar to the color code depicted in 1. For each isolate, gene identification numbers of isolate-specific CSEPs are indicated on the right part of the figure.

Supplementary Fig. 14: Expression profiling of *C. tofieldiae* genes encoding CBM domain-containing proteins

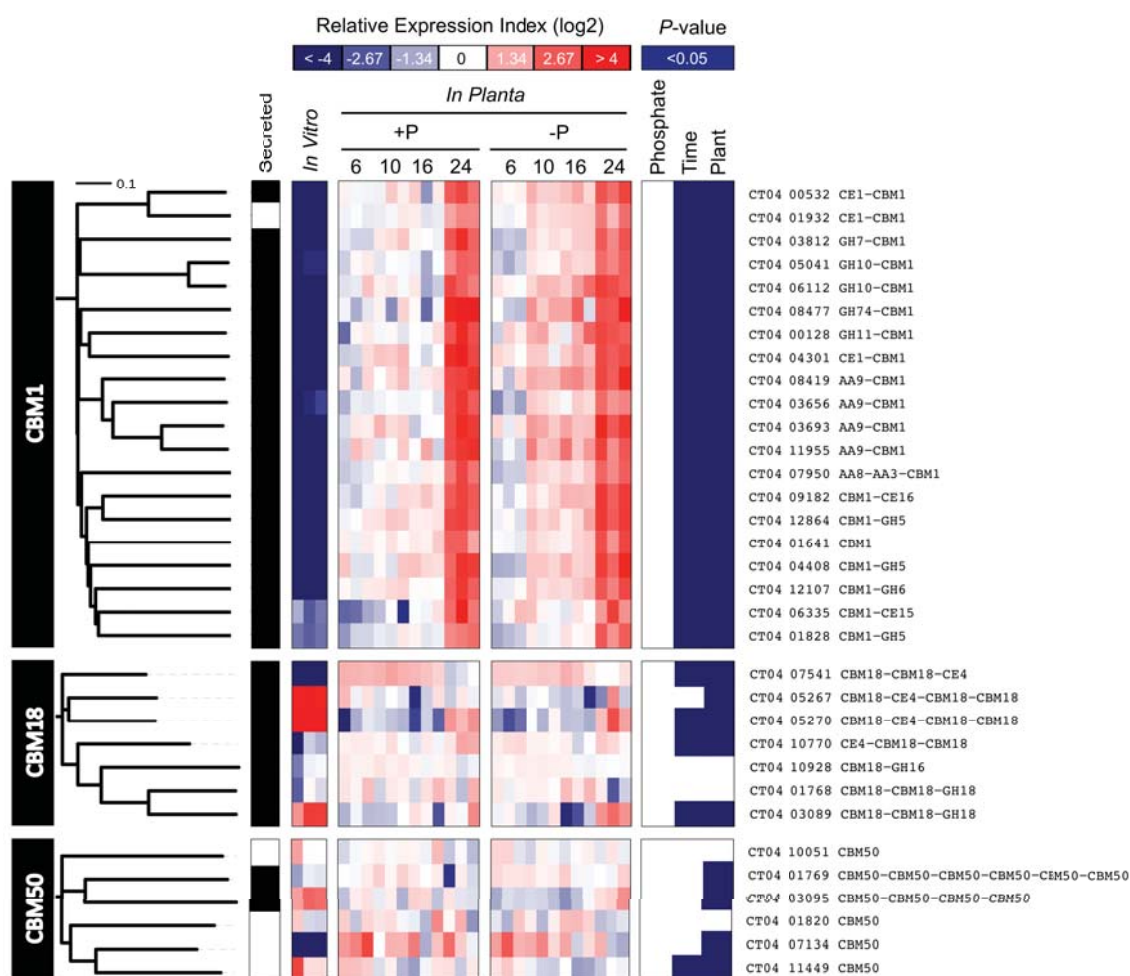

Heatmaps of gene expression are depicted for the genes encoding carbohydrate-binding module containing proteins (CBM1, CBM18 and CBM50). Expressed genes are represented, together with their phylogenetic relationships. Overrepresented (pale red to dark red) and underrepresented transcripts (pale blue to dark blue) are shown as log2 fold changes relative to the mean expression across all nine stages. Secreted proteins are highlighted in black on the left side of the heatmaps. Significantly regulated genes ( $|\log_2\text{FC}| \geq 1$ ,  $\text{FDR} < 0.05$ ) between phosphate conditions, time points or *in vitro* vs. *in planta* are depicted in blue on the right side of the heatmap. Interactive Tree Of Life (iTOL, <http://itol.embl.de/>) has been used to assemble phylogenetic relationships with gene expression and  $p$ -value data. CBM1: cellulose binding domain. CBM18: chitin-binding domain. CBM50: LysM chitin-binding domain. Note that many CBM1 modules are appended to cellulases.

Supplementary Fig. 15: Experimental setup for dual RNAseq analysis of *Arabidopsis* and fungal transcriptomes

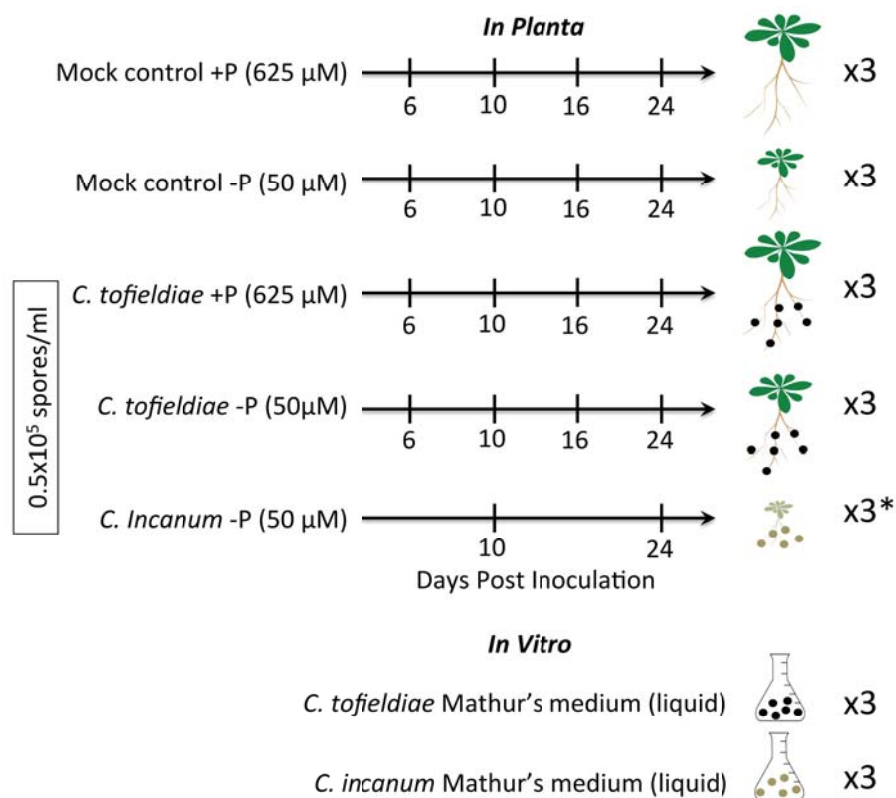

A time-course experiment was conducted using four *in planta* time points for the *C. tofieldiae*-*Arabidopsis* interaction (6, 10, 16 and 24 dpi) and two *in planta* time points for the *C. Incanum*-*Arabidopsis* interaction (10, 24 dpi). For the *C. tofieldiae*-*Arabidopsis* interaction, both phosphate sufficient (625 $\mu$ M) and deficient (50 $\mu$ M) conditions were used in order to disentangle the impact of phosphate nutritional status on the outcome of the interaction (i.e. neutral at high [Pi] and beneficial at low [Pi] compared with mock treated plants). In contrast with *C. tofieldiae*, *C. Incanum* has a clear deleterious impact on plant growth under phosphate-deficient conditions. Therefore we only focused on the phosphate-deficient condition (50 $\mu$ M) for the *C. Incanum*-*Arabidopsis* interaction. Control plants (mock-treated) were also harvested at each time point to compare the gene expression patterns in colonized vs. mock-treated plants. For each fungal species, the *in vitro* fungal transcriptome corresponding to the fungal mycelium grown in a liquid culture has been included as well. For each sample, three biological experiments were performed. \*This experiment includes three biological replicates plus three additional biological replicates for which the fungal read coverage was very low (see [Supplementary Table 8](#)).

**Supplementary Fig. 16:** Multi-dimensional scaling (MDS) plots of distances between gene expression profiles for each of the analyzed expression datasets

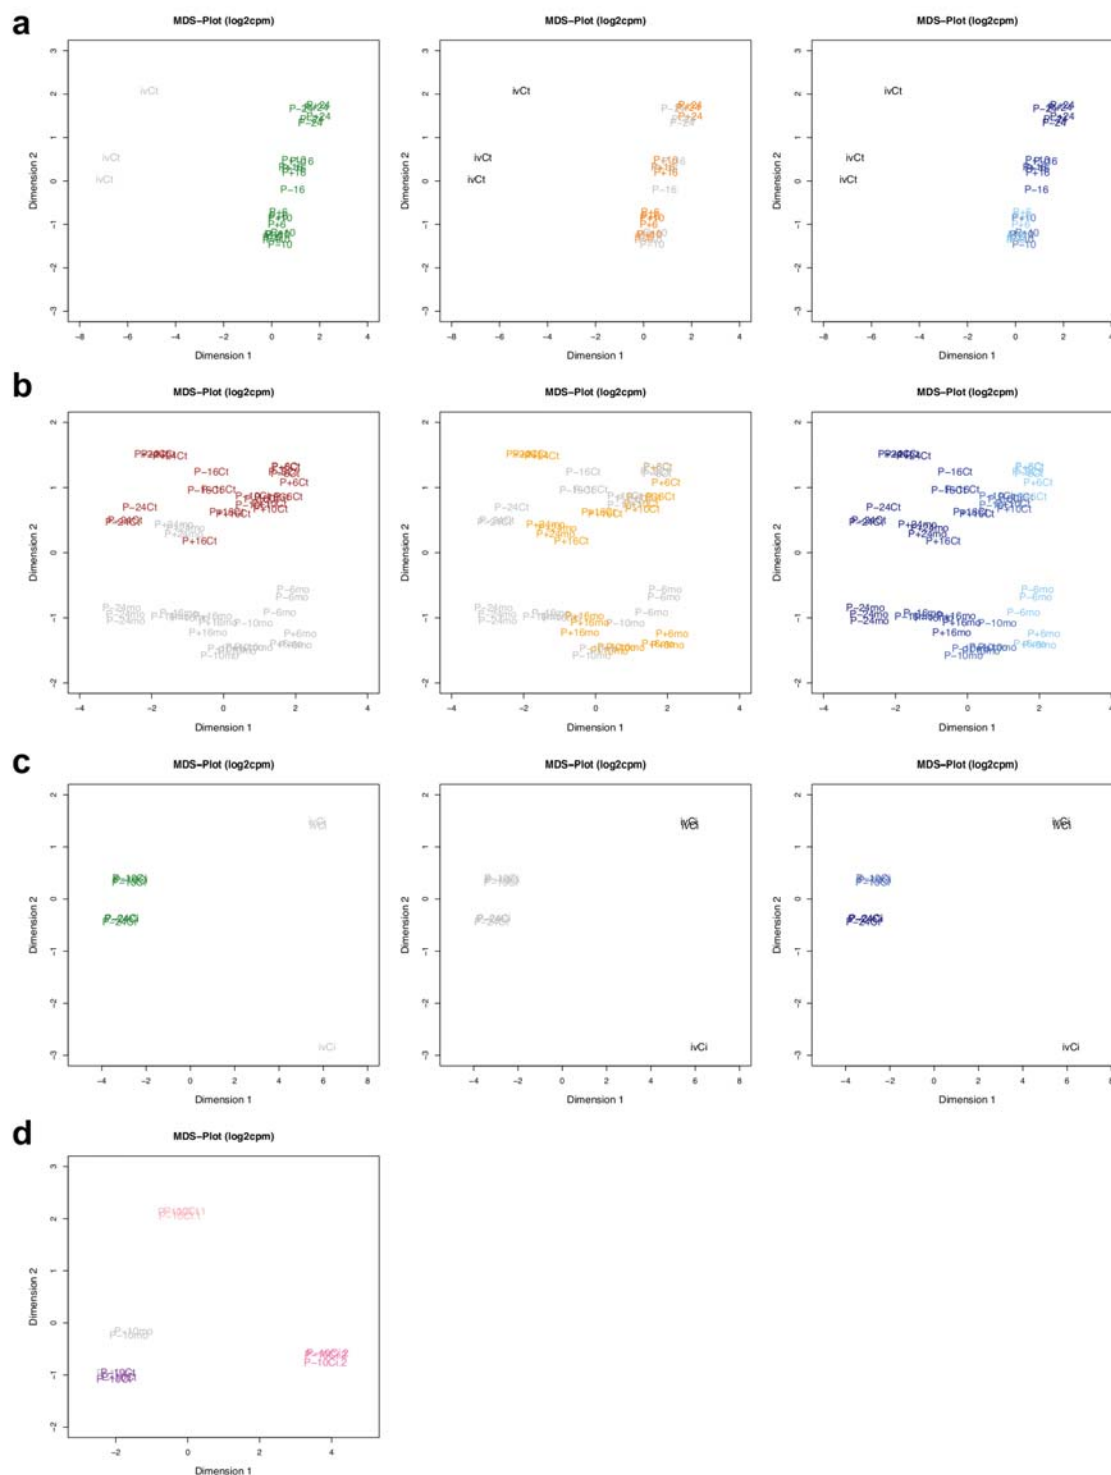

For all datasets, the Euclidean distance (root-mean-square deviation) is used as distance measure between pairs of samples, such that the distances in the plot can be interpreted as approximations of the typical log<sub>2</sub> fold changes between the samples. For the datasets shown in (a)-(c), the same MDS

plot is shown three times with different color-coding to highlight different aspects of the dataset. (a) MDS plots for the *C. tofieldiae* expression data during *A. thaliana* infection. In the left panel, samples are colored by fungal culture condition: grey = *in vitro*, green = *in planta*. In the middle panel, samples are colored by nutrient status: grey = phosphate-deficient (*in planta*), orange = phosphate-sufficient (*in planta*), black = phosphate-sufficient (*in vitro*). In the right panel the samples are colored by time-point: light blue → dark blue = 6 dpi → 24 dpi, black = *in vitro*. (b) MDS plots for the *A. thaliana* expression data in response to infection with *C. tofieldiae*. In the left panel, samples are colored by infection status: grey = mock, brown = *Ct* infected. In the middle panel, samples are colored by nutrient status: grey = phosphate-deficient, orange = phosphate-sufficient. In the right panel the samples are colored by time-point: light blue → dark blue = 6 dpi → 24 dpi. (c) MDS plots for the *C. incanum* expression data during *A. thaliana* infection. In the left panel, samples are colored by fungal culture condition: grey = *in vitro*, green = *in planta*. In the middle panel, samples are colored by nutrient status: grey = phosphate-deficient (*in planta*), black = phosphate-sufficient (*in vitro*). In the right panel the samples are colored by time-point: light blue → dark blue = 6 dpi → 24 dpi, black = *in vitro*. (d) MDS plot for the *A. thaliana* expression data in response to infection with either *C. tofieldiae* or *C. incanum* at 10 dpi in phosphate-deficient conditions. Samples are colored by infection status: grey = mock, purple = *Ct* infected, pink = *Ci* infected (light pink: first experiment, dark pink: second experiment).

Supplementary Fig. 17: Normalization of *C. tofieldiae* gene expression data

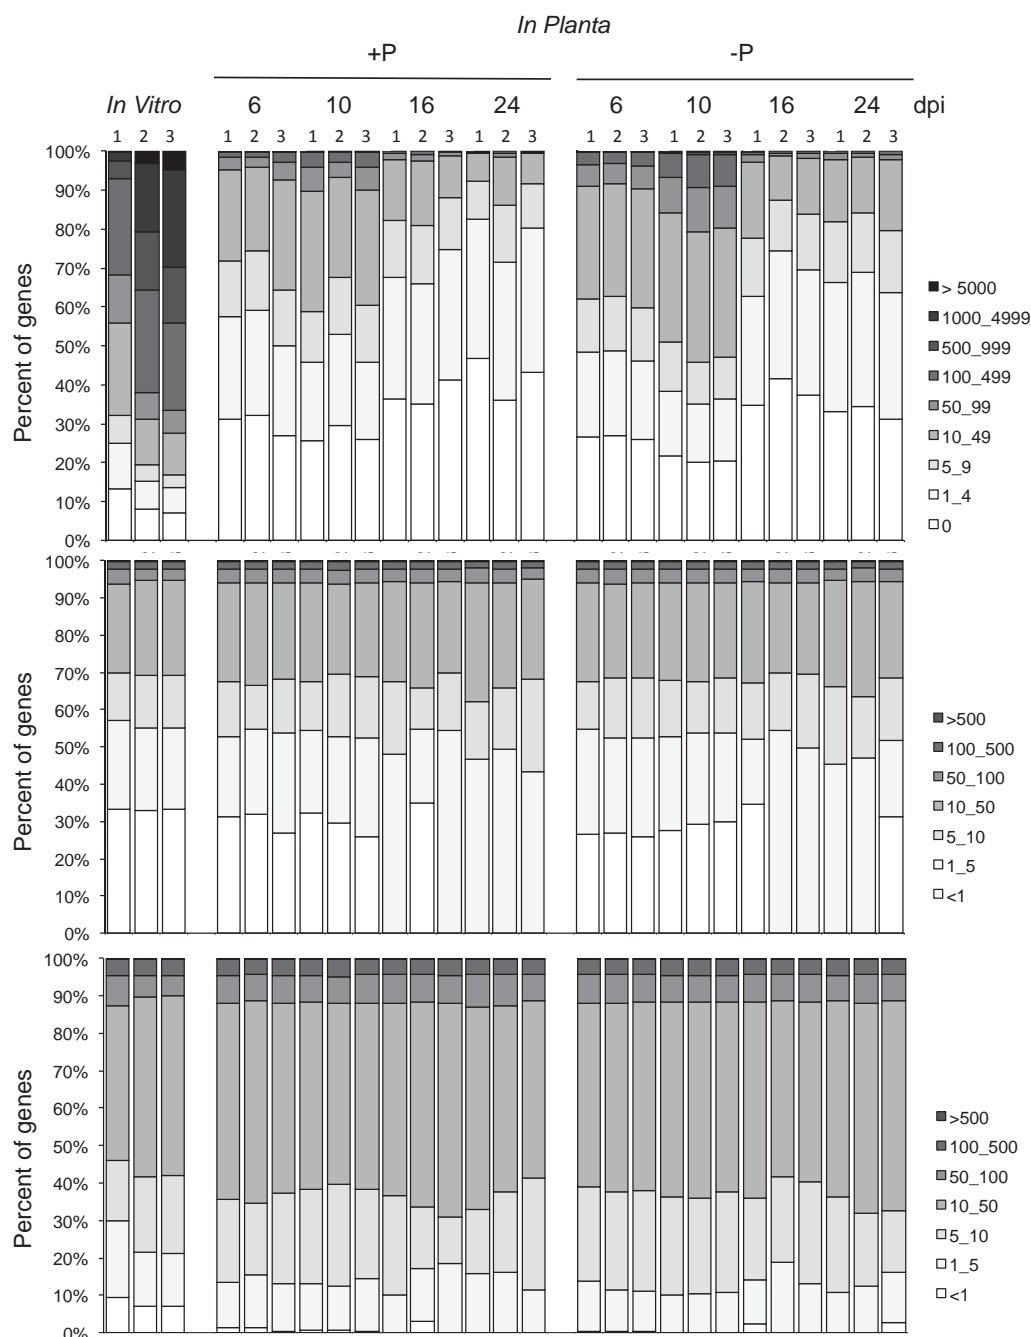

The upper panel corresponds to the percentage of genes having high (black) to low (white) read count coverage before normalization (i.e. raw read counts). As expected, a much lower read coverage was detected during *in planta* colonization of *Arabidopsis* roots by *C. tofieldiae* compared with the fungus grown in liquid culture. Similarly, the middle panel shows the percentage of genes with high and low read coverage but after library size normalization. The high number of genes with undetectable or low read counts introduces a bias during normalization, especially for the genes with <5 reads. By applying a stringent cutoff (i.e. removal of the genes with <100 reads across all 24 *in planta* conditions, lower panel), we significantly reduced this bias and therefore decided to focus our analysis on these 6,693 *in planta*-expressed genes.

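The effect of the cutoff on *Ct* results can be seen from fits with and without it. Without a filter 6806 genes were called in at least 1 of the 18 comparisons, in place of 4269. With the filterByExpr function, which also looks at the *in vitro* libraries, it was 3896. The rises and falls at 10 d.p.i. under −P then summed to 2655.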

Supplementary Figure 18: Validation of RNAseq data by RT-qPCR.

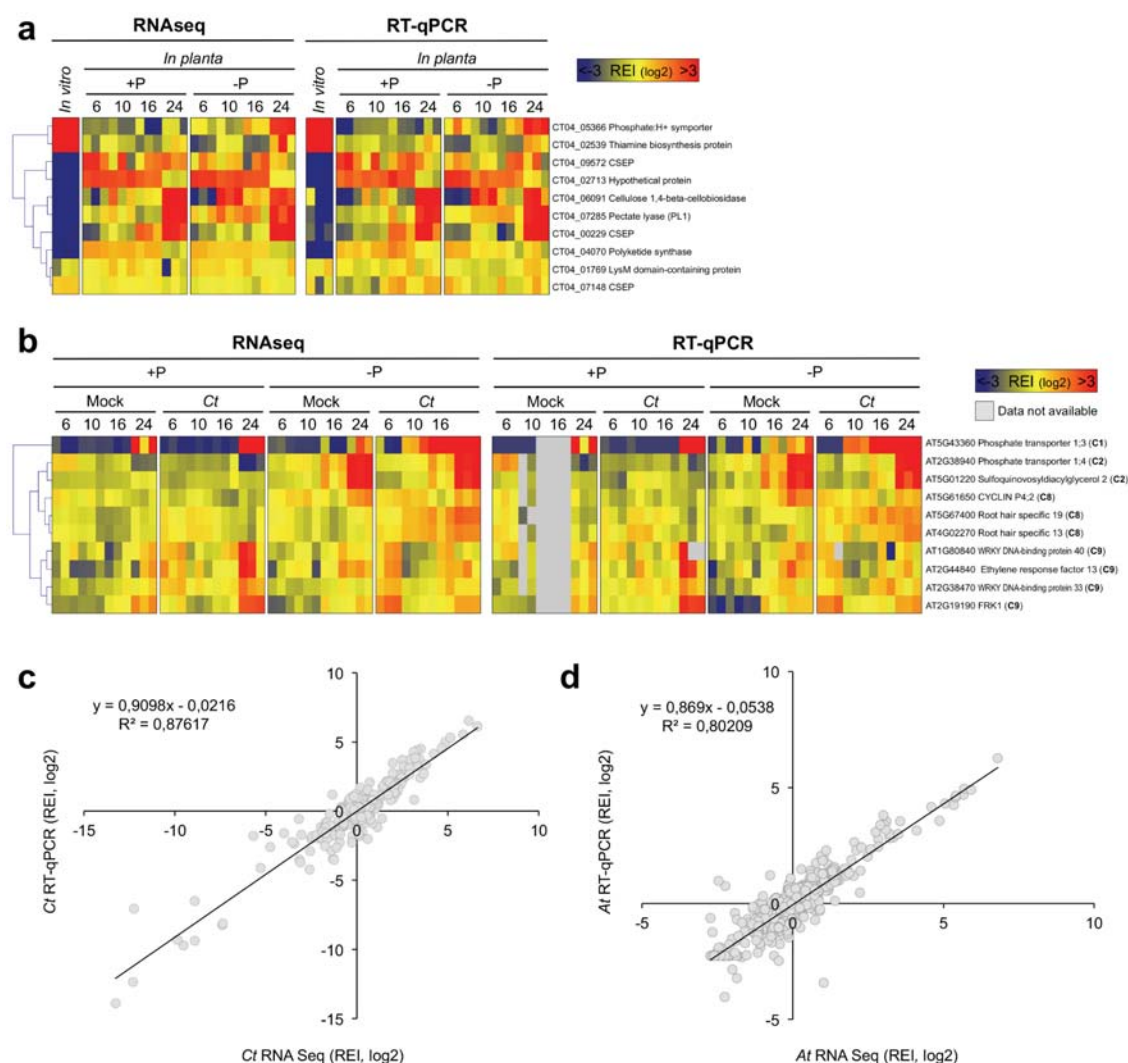

(a) Expression profiles of 10 *C. tofieldiae* genes during *Arabidopsis* root colonization using RNAseq (left) and RT-qPCR (right). RT-qPCR gene expression levels were normalized to the transcript levels of the *C. tofieldiae* reference gene tubulin beta 1 chain (CT04\_12898). Overrepresented (light red to dark red) and underrepresented transcripts (light blue to dark blue) are shown as log2-fold changes relative to the mean expression measured across all samples (REI: Relative Expression Index). (b) Expression profiles of 10 *A. thaliana* genes in mock-treated and *Ct*-colonized roots using RNAseq (left) and RT-qPCR (right). RT-qPCR gene expression levels were normalized to the transcript levels of the *Arabidopsis* reference gene Actin 2 (AT3G18780). Overrepresented (light red to dark red) and underrepresented transcripts (light blue to dark blue) are shown as log2-fold changes relative to the mean expression measured across all samples. (c) Correlation between *C. tofieldiae* gene expression levels measured by RT-qPCR and RNAseq. (d) Correlation between *A. thaliana* gene expression levels measured by RT-qPCR and RNAseq. All selected genes as well as the primer pairs used in this study are presented in the [Supplementary Table 9](#).

Supplementary Fig. 19: Number of differentially expressed *Arabidopsis* and *C. tofieldiae* genes identified per comparison

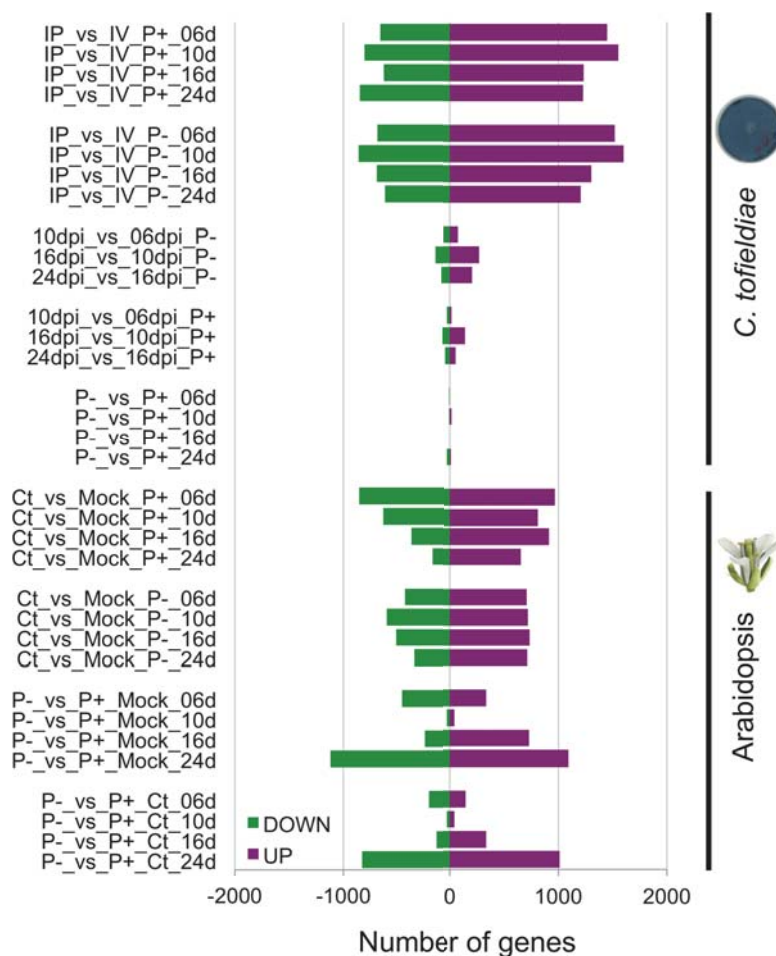

For both *C. tofieldiae* (upper part) and *Arabidopsis thaliana* (lower part), the number of genes identified as significantly regulated ( $|\log_2\text{FC}| \geq 1$ ,  $\text{FDR} < 0.05$ ) between two conditions is represented (green: down regulated, violet: up-regulated). IP: *C. tofieldiae* in planta; IV: *C. tofieldiae* in vitro; P+: phosphate sufficient [625 $\mu\text{M}$ ]; P-: phosphate deficient [50 $\mu\text{M}$ ]; dpi: days post inoculation; Ct: *C. tofieldiae*; mock: control plants. Note: In contrast to the fungal transcriptome, the transcriptome of mock-treated plants is more responsive to the phosphate status. However, the host response to phosphate starvation is not visible at 24dpi in *C. tofieldiae* colonized roots, suggesting an active reduction of the phosphate stress by the fungus.

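For the step between time points the order of the numbers matters. In root samples alone with voom, a choice made after seeing the values, 50 genes were called from 6 to 10 d.p.i. under +P and 225 under −P, 99 and 138 from 10 to 16 d.p.i., and 431 and 323 from 16 to 24 d.p.i. In this fit the largest step is the last under both phosphate levels. In the fit of only the groups compared it is not under −P, with 317 genes from 6 to 10 d.p.i. and 306 from 16 to 24 d.p.i.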

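For *Ct* itself at most 24 genes were called between −P and +P at any time, where mock roots at 24 d.p.i. gave 2221. Depth differs between the fungal and the plant counts of the same libraries. When the plant counts of the 6 *Ct* libraries at 24 d.p.i. were thinned to the fungal totals, 187 genes (109 up, 78 down) were called among 4291 plant genes, against 73 (17 up, 56 down) for the fungus with only these groups in the fit. In mock roots 1142 genes were up and 1079 down under −P at 24 d.p.i., and 760 and 252 at 16 d.p.i., where the +P mock libraries are from another run.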

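In *Ct* roots at 24 d.p.i. the phosphate response is large in these counts. Between −P and +P 1028 genes were up and 818 down, 1846 in all (1837 with voom, 1768 with DESeq2), after 463 at 6 d.p.i., 85 at 10 d.p.i. and 486 at 16 d.p.i. The markers of starvation rose as in mock roots: *SQD2* by 3.62 ± 0.23 on the log2 scale, *PHT1;2* by 6.07 ± 0.33, *PHT1;4* by 5.50 ± 0.28 and *PHT1;5* by 5.95. *PHT3;2* rose less in *Ct* roots (1.79) than in mock roots (2.61). The count at 10 d.p.i. was 133 with a fit of only the groups compared and 40 to 77 with 1 library left out.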

**Supplementary Fig. 20:** Expression profiling of 2,108 *C. tofieldiae* genes differentially regulated across any of the tested comparisons

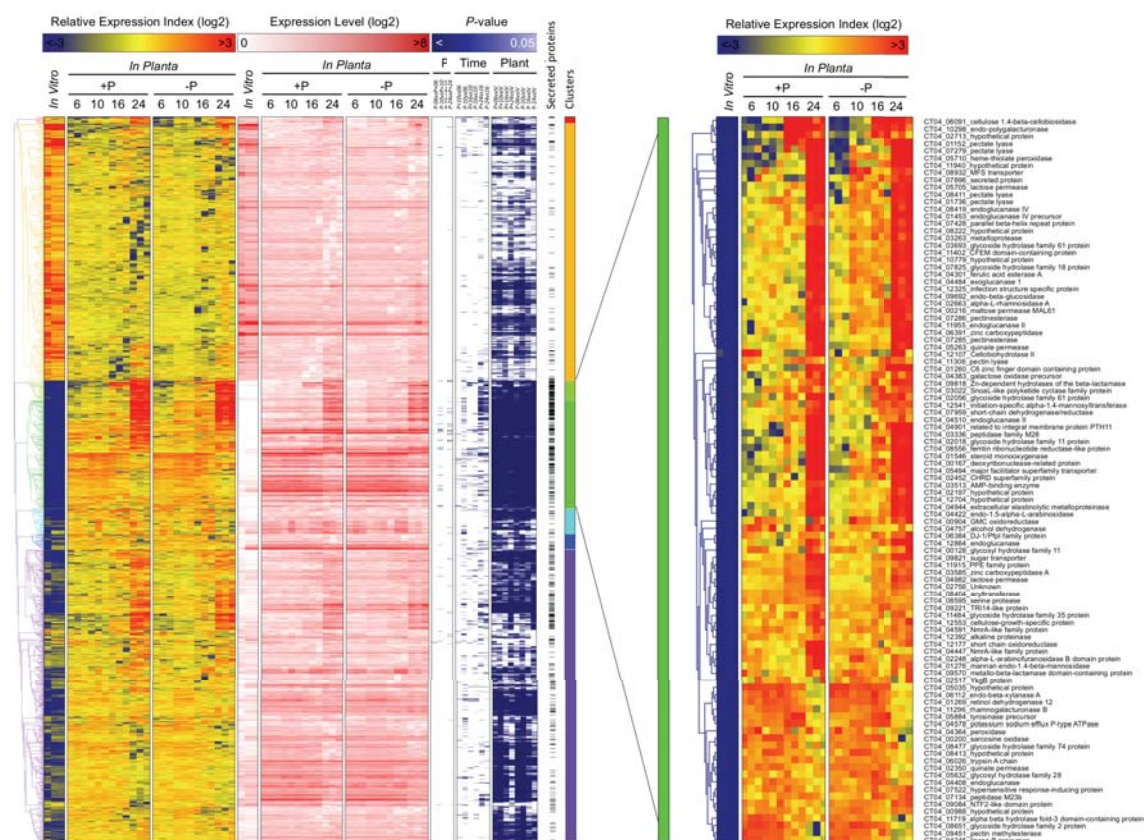

Heatmaps of gene expression showing the 2,108 most strongly and significantly regulated genes ( $|\log_2\text{FC}| \geq 2$ ,  $\text{FDR} < 0.05$ ) identified across all tested conditions [phosphate conditions (P), across timepoints (Time), *in planta* vs. *in vitro* (Plant)]. Overrepresented (yellow to dark red) and underrepresented transcripts (yellow to dark blue) are shown as  $\log_2$  fold changes relative to the mean expression measured across all nine stages (1 *in vitro* + 8 *in planta*). Additionally, gene expression levels ( $\log_2$ ) are indicated by a white to red color gradient and FDR-adjusted  $p$ -values ( $\text{FDR} < 0.05$ , blue color) are depicted for each comparison. On the right side of the heatmap, genes encoding secreted proteins are highlighted with black lines. Seven major clusters were identified after hierarchical clustering of gene expression data and the transcript profiles of the top 100 most highly induced genes *in planta* (green clusters) are marked on the right side, together with their corresponding annotation.

**Supplementary Fig. 21:** Expression profiling of *C. tofieldiae* genes encoding CAZymes, key secondary metabolism enzymes, CSEPs, secreted proteases and transporters

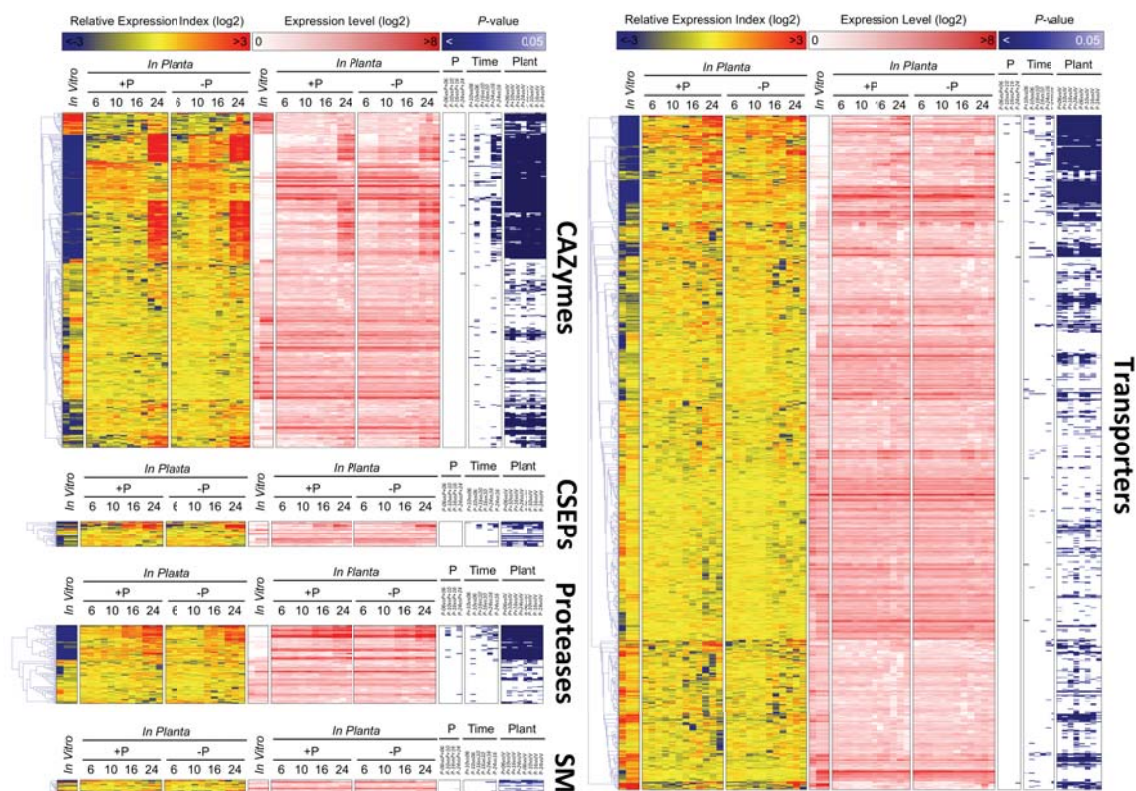

Heatmaps showing the expression profiles of *C. tofieldiae* genes belonging to five functional categories. Only genes with >100 reads in total across all *in planta* samples are presented. Overrepresented (yellow to dark red) and underrepresented transcripts (yellow to dark blue) are shown as log2 fold changes relative to the mean expression across all nine stages (one *in vitro* and eight *in planta*). Additionally, gene expression levels (log2) are indicated with a white to red color gradient and FDR-adjusted  $p$ -values (FDR<0.05, blue color) are shown for each tested comparison [phosphate conditions (P), across time points (Time), *in planta* vs. *in vitro* (Plant)].

Supplementary Fig. 22: Comparison of *Colletotrichum* genes encoding key secondary metabolism enzymes and their transcriptional regulation in *C. tofieldiae* and *C. incanum*

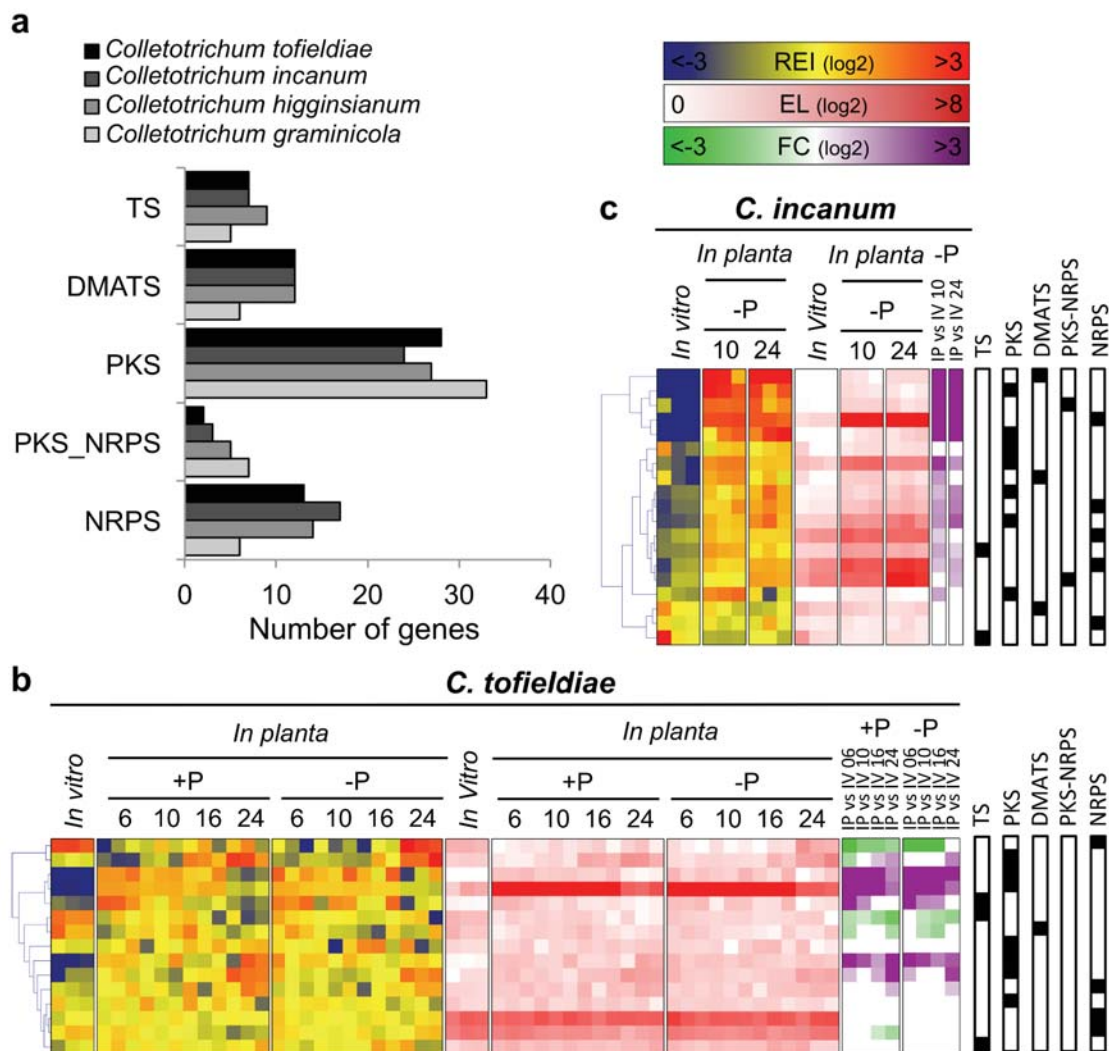

(a) Comparative analysis of the genes encoding key secondary metabolism enzymes in *Colletotrichum*. PKS: polyketide synthase; NRPS: nonribosomal peptide synthetase; DMATS: dimethylallyl tryptophan synthase; TS: terpene synthases; PKS-NRPS: polyketide synthase-nonribosomal peptide synthase hybrids. Transcriptional regulation of the genes encoding key secondary metabolism enzymes are depicted in (b) for *C. tofieldiae* and (c) for *C. incanum*. Only the genes with >100 reads in total across all *in planta* conditions are presented (see methods). Overrepresented (yellow to dark red) and underrepresented transcripts (yellow to dark blue) are shown as log2 fold changes relative to the mean expression measured across all stages. Additionally, gene expression levels (log2) are indicated with a white to red color gradient and fold changes of significantly regulated genes ( $|\log_2\text{FC}| \geq 1$ ,  $\text{FDR} < 0.05$ ); green: down-regulated; violet: up-regulated) measured between *in planta* (IP) and *in vitro* (IV) conditions in both phosphate sufficient (+P: 625μM) and deficient (-P: 50μM) conditions.

Supplementary Fig. 23: Transcript profiling of *Arabidopsis* genes annotated as chitin responsive and identification of key defense regulators through co-expression network analysis

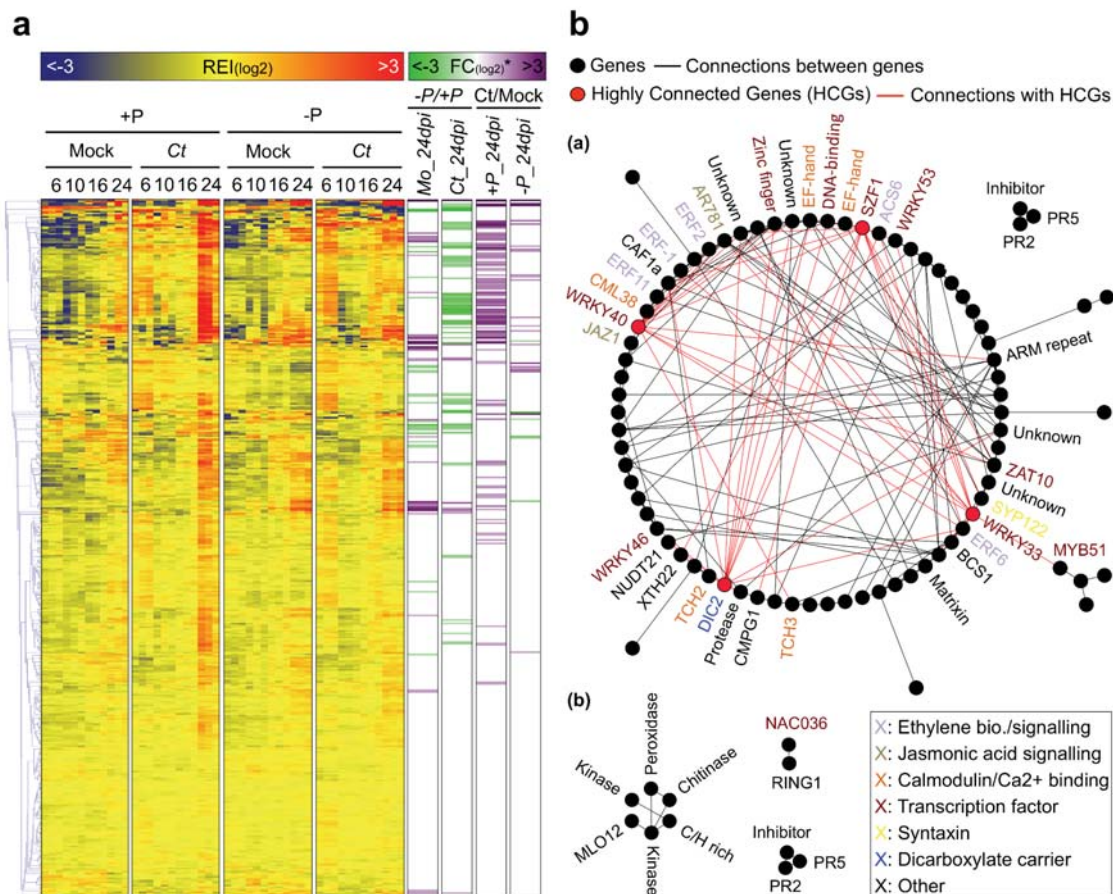

(a) Heatmap showing the expression profiles of 411 *Arabidopsis thaliana* genes annotated as chitin responsive based on the Gene Ontology Annotation database (<http://www.arabidopsis.org/index.jsp>). Overrepresented (yellow to dark red) and underrepresented transcripts (yellow to dark blue) are shown as  $log_2$  fold changes relative to the mean expression measured across all 16 stages. Fold changes of significantly regulated genes ( $|log_2FC| \geq 1$ ,  $FDR < 0.05$ ; green: down-regulated; violet: up-regulated) were measured between phosphate deficient (-P, [50 $\mu$ M]) vs. phosphate sufficient (+P, [625 $\mu$ M]) conditions in either mock control or *C. tofieldiae*-colonized plants as well as between *C. tofieldiae*-colonized vs. mock-treated plants in either phosphate-deficient (-P, [50 $\mu$ M]) or phosphate-sufficient (+P, [625 $\mu$ M]) conditions. (b) *A. thaliana* genes identified as significantly up-regulated in *C. tofieldiae*-colonized vs. mock-treated plants in phosphate-sufficient<sup>(a)</sup> and phosphate-deficient conditions<sup>(b)</sup> were selected for further gene co-expression network analysis and visualization. Genes that are also found to be co-regulated in other *Arabidopsis* expression datasets are likely to encode key regulators responsible for the remarkable transcriptional activation observed in *Ct*-colonized roots under phosphate-sufficient conditions. Four hub genes, showing a high degree of connectivity ( $>10$  connections within the network) are represented with red circles<sup>(a)</sup>. The connections between these hub genes and the other genes within the network are depicted in red and the corresponding genes are indicated with different color codes corresponding to their respective functions. In contrast, only a few genes were identified as up-regulated in *Ct*-colonized roots under low phosphate conditions and these also do not show high connectivity among each other<sup>(b)</sup>.

Supplementary Fig. 24: GO term enrichment analysis among significantly regulated *Arabidopsis* genes

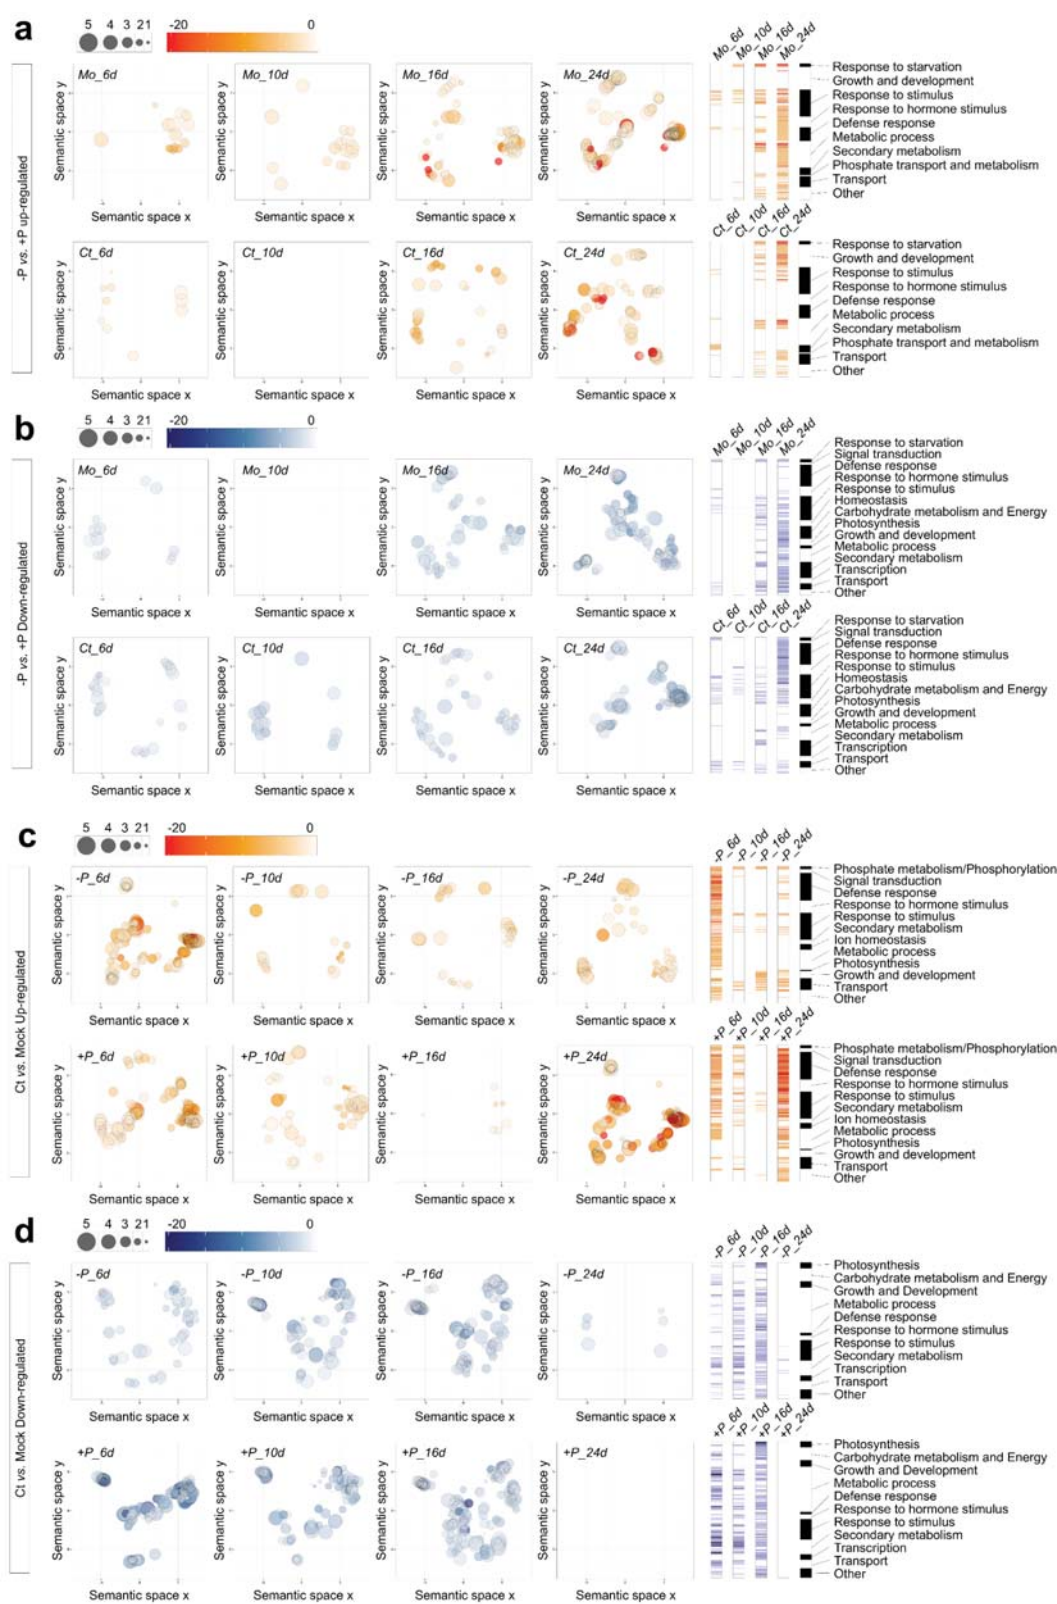

The GO term enrichment analysis was performed with AgriGO (<http://bioinfo.cau.edu.cn/agriGO/>) using the genes that were identified as significantly regulated ( $|\log_2FC| \geq 1$ ,  $FDR < 0.05$ , see [Supplementary Fig. 19](#)) across the different tested conditions. The GO terms identified as significantly enriched (biological process,  $FDR < 0.05$ ) were visualized using ReviGO (<http://revigo.irb.hr/>). Enriched GO terms identified among significantly up- and down-regulated genes in phosphate deficient vs. sufficient conditions are depicted in (a) and (b), respectively. Enriched GO terms identified among significantly up- and down-regulated genes in *Ct*-colonized vs. mock-treated roots are depicted in (c) and (d), respectively. Each significantly enriched GO term is depicted as a circle. The size of the circle reflects the size of the GO term family ( $\log_2$ ) and the color gradient indicates the  $\log_{10}$ -transformed  $p$ -values [white to red (up-regulated genes) or white to blue (down-regulated genes) color scales reflect significant (pale) to highly significant (dark) enrichments]. The GO terms are organized in a way that closely related GO terms cluster together in the semantic space<sup>5</sup>. On the right part of the figure, each enriched GO term identified using ReviGO is depicted as a line and is associated with a specific category. Note that GO terms associated with “defense response”, “response to hormone stimulus” and “response to stimulus” are highly enriched in *Ct*-colonized roots under +P but not -P conditions at 24 dpi [see panel (c)].

**Supplementary Fig. 25:** Summary diagram illustrating the trade off between nutrition and immunity in roots in response to beneficial *C. tofieldiae* and pathogenic *C. incanum*.

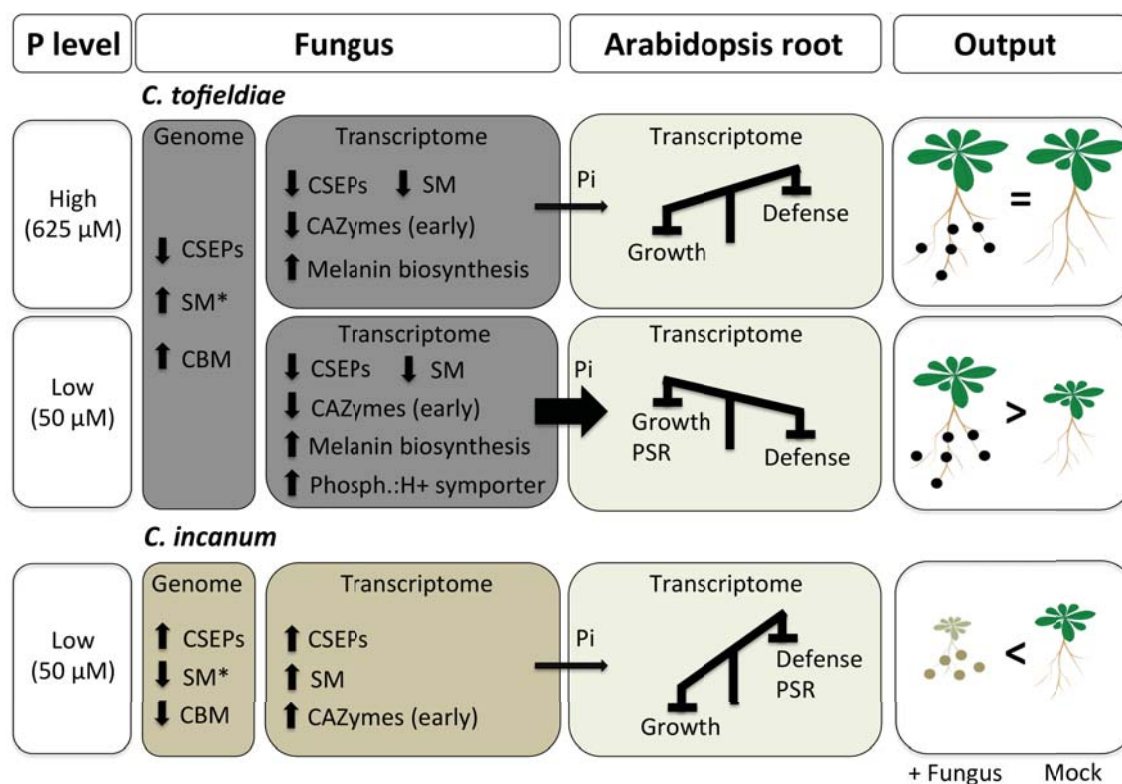

P level= phosphate level ( $\text{KH}_2\text{PO}_4$ ), CSEPs= Candidate Secreted Effector Proteins, SM=Secondary Metabolism-related genes, CBM= Carbohydrate Binding Modules, CAZymes=Carbohydrate Active Enzymes, Pi=inorganic phosphate, PSR=Phosphate Starvation Response. \* Based on genes families gained and lost during divergence from their common ancestor. However, secondary metabolism key gene repertoires of *C. tofieldiae* and *C. incanum* are nearly identical in terms of total numbers and numbers in each category.

**Supplementary Table 1:** Background information regarding *Colletotrichum tofieldiae* and *Colletotrichum incanum* isolates selected in this study.

<sup>a)</sup> CBS: Culture Collection of the Centraalbureau voor Schimmelcultures, Fungal Biodiversity Centre, Utrecht, The Netherlands. MAFF: MAFF Genebank Project, Ministry of Agriculture, Forestry and Fisheries, Tsukuba, Japan;

<sup>b)</sup> *C. incanum* was originally identified as *C. dematium* by Sato *et al.*<sup>6</sup>. The correct identities was established in the present study (See [Supplementary Fig. 2](#))

**Supplementary Table 2: Genome sequencing and assembly statistics of *C. tofieldiae* isolates and *C. incanum*.**

<sup>a)</sup> Assembly accuracy was evaluated based on mapped paired-end reads using Reapr (<https://www.sanger.ac.uk/resources/software/reapr/>). Listed in the table are the estimated fraction of error free bases, the underlying paired-end read coverage as well as the number of predicted assembly errors and other warnings.

<sup>b)</sup> Repetitive DNA was identified in the genome assemblies using either a de novo approach (using PILER and PLAS<sup>1</sup>) or homology-based approaches (using the Repbase database<sup>2</sup>)

<sup>c)</sup> Gene models were predicted using the Maker pipeline (<http://www.yandell-lab.org/software/maker.html>).

<sup>d)</sup> Gene space coverage was calculated using CEGMA (<http://korlab.ucdavis.edu/datasets/cegma/>). The two numbers indicate fully present and partially present genes.

Supplementary Table 3: Divergence date estimates.

<sup>a)</sup> Correspond to the nodes presented in Fig. 1a: nodes 1-3 are calibration points (green in Fig. 1a) and nodes 4-6 represent divergence date estimates (red in Fig. 1a).

<sup>b)</sup> Node 1 was fixed to 400 Mya based on analysis of the *Paleopyrenomycites* fossil by Lücking *et al.*<sup>9</sup>. Node 2 was constrained to 339-207 Mya based on the phylogenetic analysis of Beimforde *et al.*<sup>10</sup> and Node 3 was constrained to 206-146 Mya based on the analysis of Sung *et al.*<sup>11</sup>.

**Supplementary Table 4:** Summary statistics for whole genome assembly and short read alignments of *C. tofieldiae* isolates CBS495, CBS130, CBS127 and CBS168 to the reference genome assembly of *C. tofieldiae* 0861.

a) Summary statistics for MUMmerwhole genome alignments to the reference genome assembly of *C. tofieldiae* 0861.

<sup>a)</sup> Fraction of the Cto861 genome assembly that was mapped in a MUMmer (nucmer) whole genome alignment to the assemblies of each of the other four isolates.

<sup>b)</sup> Fraction of each of the other four genome assemblies that was mapped in a MUMmer (nucmer) whole genome alignment to the reference genome assembly of Cto861.

<sup>c)</sup> Median length of contiguous sequence stretches that could be aligned between the two assemblies by MUMmer (using default settings).

<sup>d)</sup> Average sequence identity between the two assemblies obtained from all aligned stretches (calculated as mean identity across all stretches, weighted by alignment length).

b) Summary statistics for short read alignments to the reference genome assembly of *C. tofieldiae* 0861.

<sup>a)</sup> Number of 100bp paired-end Illumina reads that were sequenced (per isolate).

<sup>b)</sup> Total number and percentage of reads per isolate that aligned to the Cto861 reference assembly.

<sup>c)</sup> Number and percentage of reads that aligned concordantly, i.e. both reads were aligned in the expected orientation and distance.

<sup>d)</sup> Number and percentage of reads that aligned discordantly, i.e. both reads were aligned, but not in the expected orientation or distance.

<sup>e)</sup> Number and percentage of reads that aligned as orphans, i.e. only one of the paired-end reads was aligned.

**Supplementary Table 5:** Overall number and density of single nucleotide polymorphisms (SNPs) in *C. tofieldiae* isolates CBS495, CBS130, CBS127 and CBS168 compared to the *C0861* reference genome and average SNP density in low and high SNP density blocks.

<sup>a)</sup> The overall number and density of SNPs was derived from the alignment of genome sequencing reads for each isolate to the *C0861* reference assembly.

<sup>b)</sup> A two-component mixture model was used in combination with a hidden Markov model to predict blocks of high and low SNP density. Shown are the average SNP densities (± standard deviation) calculated for each isolate from all "high" and "low" density blocks, respectively.

**Supplementary Table 6:** Haplotype frequency and sequence conservation among *C. tofieldiae* isolates based on SNP density in 10 kb sliding windows.

<sup>a)</sup> Sequence conservation in each 10 kb sliding window was assessed based on the SNP density in this window to each of the other isolates. The sequence in a window was assumed to be shared with another isolate, if the SNP density to the other isolate was classified as "low" in this window (using a two-component mixture model in combination with a hidden Markov model for prediction of low vs. high SNP density). If the SNP density to all of the other isolates was classified as high, the window was termed isolate-specific. If the average per nucleotide read coverage in this window was below 50 (CBS130, CBS127, CBS168) or 100 (CBS495) the window was termed low coverage (LC).

<sup>b)</sup> Based on the sequence conservation (low SNP density) to the other isolates, each window was assigned to one of 31 "Haplotypes" (H1-H31) in each of the isolates:

Sequence conserved among:

Haplotype

Ct0861, CBS495, CBS130, CBS127, CBS168 H1  
Ct0861, CBS495, CBS130, CBS127 H2  
Ct0861, CBS495, CBS130, CBS168 H3  
Ct0861, CBS495, CBS127, CBS168 H4  
Ct0861, CBS130, CBS127, CBS168 H5  
CBS495, CBS130, CBS127, CBS168 H6  
Ct0861, CBS495, CBS130 H7  
Ct0861, CBS495, CBS127 H8  
Ct0861, CBS495, CBS168 H9  
Ct0861, CBS130, CBS127 H10  
Ct0861, CBS130, CBS168 H11  
Ct0861, CBS127, CBS168 H12  
CBS495, CBS130, CBS127 H13  
CBS495, CBS130, CBS168 H14  
CBS495, CBS127, CBS168 H15  
CBS130, CBS127, CBS168 H16

<sup>c)</sup> The overall number and percentage of windows per class were obtained by summing up the windows over all five isolates.

**Supplementary Table 7:** Number of genes that were annotated as secreted proteins and candidate secreted effectors (CSEPs) in the genomes of *C. tofieldiae* isolates, *C. incanum* and four other *Colletotrichum* species.

<sup>a)</sup> Secreted proteins were predicted using WoLF-PSORT ([http://www.genscript.com/psort/wolf\\_psort.html](http://www.genscript.com/psort/wolf_psort.html)). For the previously published species, if in the original publication a different method was used, to make datasets comparable we repeated the secretome prediction with WoLF-PSORT.

<sup>b)</sup> CSEPs were identified as predicted extracellular proteins with no significant BLAST homology to sequences outside the genus *Colletotrichum* in the UniProt database (both the SwissProt and TrEMBL components) using an e-value threshold of 1e-3.

<sup>c)</sup> The species-specific CSEPs lack homology to any proteins of other species. The genus-specific CSEPs have homology to other proteins only within the genus *Colletotrichum*. CSEPs were assumed to be species-specific only, if they had no Blast homology in UniProt and additionally also no orthologs were identified in the orthoMCL analysis.

**Supplementary Table 8:** Summary statistics of RNA-sequencing read alignment to *A. thaliana* (*At*) and *C. tofieldiae* (*Ct*) or *C. incanum* (*Ci*).

<sup>a)</sup> For all *in planta* samples, *A. thaliana* Col-0 was used as host plant and grown under phosphate-sufficient (P-) or -deficient (P+) conditions. The plants were either mock-treated (mock) or inoculated with *C. tofieldiae* 0861 (Ct) or *C. incanum* (Ci) and samples were harvested at 6, 10, 16 or 24 days after infection. Additionally, for both Ct and Ci *in vitro* (in vitro) samples were collected. For each treatment group, three biological replicates were analyzed.

<sup>b)</sup> Samples were subjected to Illumina paired-end sequencing, where each read-pair represents one sequence fragment. 

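Fragments counted on *Arabidopsis* genes can be divided by the aligned fragments of this table. Outside the *Ci* libraries of E1 the ratio was 0.844 to 1.02. In the 3 libraries of E1 it was 1.81, 1.83 and 1.82, more counted than aligned, which the table as printed leaves unexplained. In *Ct* *in vitro* replicate 1 the ratio for fungal genes was 0.123, against 0.659 and 0.697 in replicates 2 and 3.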

All RNA-sequencing statistics in this table and all further analyses were based on the count of aligned fragments (frags), i.e. each mapped read-pair is counted once (independent of whether one or both reads in the pair were mapped).

<sup>c)</sup> RNA-sequencing reads were aligned to the *Arabidopsis* reference genome (<http://www.arabidopsis.org>).

<sup>d)</sup> RNA-sequencing reads were aligned to either the *C. tofieldiae* C10861 (Ct) or *C. incanum* (Ci) genome assemblies created in this study.

**Supplementary Table 9:** Selected genes and primers used for validation of RNAseq data by RT-qPCR. Reference genes that were used for RT-qPCR data normalization are highlighted in grey.

*Arabidopsis thaliana*

*Colletotrichum tofieldiae*

Supplementary Table 10a: GO term enrichment among in planta differentially expressed orthologous *C. tofieldiae* and *C. incanum* genes.

<sup>a)</sup> Only results for GO terms belonging to the GO category 'Biological Process' (BP) are shown.  
<sup>b)</sup> GO term enrichment analysis was performed using the Blast2GO java tool (with default settings) on the respective Blast2GO annotated *C. incanum* proteins in the orthologous gene pairs. To identify over-represented GO terms in a gene set, Fisher's exact test is performed, and given here are the resulting uncorrected (P-Value) and the corresponding FDR-corrected (FDR) p-values obtained with this test.  
<sup>c)</sup> Number (#) and percentage (%) of genes associated to each GO term in the test gene set (test set), i.e. in the set of significantly up-regulated genes.  
<sup>d)</sup> Number (#) and percentage (%) of genes associated to each GO term in the reference gene set (ref set). As reference set, the set of all *C. incanum* genes with an unambiguous *C. tofieldiae* ortholog was used. To create a consistent contingency table for the statistical test, all genes included in the test set were removed from the corresponding reference set.  
<sup>e)</sup> Number (#) of genes not associated to the respective GO term in the test and corresponding reference (ref) gene sets.

**Supplementary Table 10b:** Functional enrichment (based on GO terms and three additional pre-defined gene categories) among in planta expressed genes specific to *C. incanum* or *C. tofieldiae*

<sup>a)</sup> Only results for GO terms belonging to the GO category 'Biological Process' (BP) are shown.

<sup>b)</sup> GO term enrichment analysis was performed using the Blast2GO java tool (with default settings) on the respective Blast2GO annotated *C. incanum*/*C. tofieldiae* proteins. To identify over-represented GO terms/gene categories, Fisher's exact test is performed, and given here are the resulting uncorrected (P-Value) and the corresponding FDR-corrected (FDR) p-values obtained with this test.

<sup>c)</sup> Number (#) and percentage (%) of genes associated to each GO term/gene category in the test gene set (test set), i.e. in the set of *C. incanum* or *C. tofieldiae* specific (i.e. without ortholog in the other species) in planta expressed genes.

<sup>d)</sup> Number (#) and percentage (%) of genes associated to each GO term/gene category in the reference gene set (ref set). As reference set, the set of all in planta expressed *C. incanum*/*C. tofieldiae* genes with ortholog in the other species was used to create a consistent contingency table for the statistical test.

<sup>e)</sup> Number (#) of genes not associated to the respective GO term/gene category in the test and corresponding reference (ref) gene sets.

**Supplementary Table 11:** Levels of bioavailable phosphate in six Spanish soils where natural *Arabidopsis* populations colonized by *C. tofieldiae* were identified.

<sup>a)</sup> The soils in MEN and POL sites were not deeper than 15 cm. Therefore, the same fraction was used for CDC and LRO to make the results comparable.

<sup>b)</sup> Soil Organic matter, Oxidation method.

<sup>c)</sup> Bioavailable Phosphorus (Olsen method<sup>12</sup>). <5 ppm, very poor; 5-15 ppm, poor; 15-30 ppm, normal.

<sup>d)</sup> Indicates the percentage of plants colonized by *C. tofieldiae* using qPCR as detection method<sup>1</sup>.

## Supplementary Note 1

### Selection of isolates, colonization process and effect on plant growth

*Colletotrichum tofieldiae* isolate 0861 (C0861) was originally isolated from surface-sterilized *Arabidopsis* leaves collected from a natural population in Spain<sup>13</sup> (Supplementary Table 1). Despite being isolated from healthy leaves, repeated attempts to re-colonize *Arabidopsis* leaves under laboratory conditions were unsuccessful, even though *C. tofieldiae* differentiates black melanized appressoria that are well-known infection structures used by pathogenic *Colletotrichum* species to penetrate host epidermal cells<sup>1</sup>. In contrast, the fungus efficiently penetrates the rhizoderm of *Arabidopsis* roots using an appressorium-independent penetration strategy. Root penetration is followed by colonization of root tissues by both inter- and intracellular hyphae. Importantly, *C. tofieldiae* can be detected in *Arabidopsis* leaves 28 days after inoculation, indicating that the fungus can indeed colonize *Arabidopsis* leaves systemically without causing any disease symptoms<sup>1</sup>. Moreover, it was already shown that *C. tofieldiae* is a beneficial fungus that promotes *Arabidopsis* growth under phosphate-limiting conditions [50  $\mu$ M] (Supplementary Fig. 1a, b), which was validated by <sup>33</sup>P-orthophosphate translocation experiments<sup>1</sup>. Notably, the plant growth-promoting activity is no longer detectable under phosphate-sufficient conditions [625  $\mu$ M], indicating that beneficial effects on plant growth and development depend on host nutritional status<sup>1</sup>. Besides *C. tofieldiae* isolate 0861, we included four additional *C. tofieldiae* isolates in our analyses that were originally collected from widely separated geographical areas and different host plants (Supplementary Table 1). *C. tofieldiae* isolates CBS127 (full ID: CBS 127615) and CBS130 (full ID: CBS 130851) were isolated from the monocotyledonous plants *Agapanthus* in Portugal and *Semele gayae* in Germany, respectively. *C. tofieldiae* isolate CBS495 (full ID: CBS 495.85) was collected in Switzerland from the monocotyledonous plant *Tofieldia calyculata*, whereas isolate CBS168 (full ID: CBS 168.49) was obtained from the dicotyledonous plant *Lupinus polyphyllus* in Germany. To gain insight into the evolution from pathogenic to beneficial lifestyles in root-associated *Colletotrichum* fungi, we also selected *Colletotrichum incanum* (previously described as *C. dematium*<sup>6</sup> (see Supplementary Note 3), a closely related pathogenic species that was originally isolated from *Raphanus sativus* leaves in Japan (Supplementary Table 1). *C. incanum* has a very wide host range encompassing three plant families (Fabaceae, Brassicaceae, Solanaceae), and we showed that it can also actively colonize *Arabidopsis* roots under laboratory conditions. However, in contrast with its sister species *C. tofieldiae*, it has a deleterious impact on Pi-starved (Pi: inorganic phosphate) *Arabidopsis* plants<sup>1</sup> (Supplementary Fig. 1a, b). The close phylogenetic proximity between these two *Colletotrichum* species, together with their ability to colonize *Arabidopsis* roots but with

opposite outcomes for plant growth, provides a unique opportunity to unravel the molecular mechanisms underlying pathogenic and beneficial plant-fungal interactions.

## Supplementary Note 2

### Genome sequencing, assembly and annotation

High quality assemblies with high Illumina read coverage (231x-669x) were obtained for all isolates, as exemplified by the relatively small number of assembled contigs (560-3,187), their high N50 length (178-377 kb) and the fact that 97.98-98.79% of the core eukaryotic genes were detected by the CEGMA annotation pipeline ([Supplementary Table 2](#) and [Supplementary Methods](#)). The assemblies have similar sizes, ranging between 52.7 and 53.6Mb, comparable to the genome size of other *Colletotrichum* species such as *C. fructicola* (previously named *gloeosporioides*) (55.6Mb), *C. graminicola* (50.9Mb) or *C. higginsianum* (49.3Mb) and also in the range of most other ascomycete fungal genomes sequenced so far<sup>14-16</sup>. Similar numbers of protein-coding genes were predicted in the five *C. tofieldiae* isolates (13,019-13,425) and in *C. incanum* (13,665) ([Supplementary Table 2](#)), suggesting that the transition from pathogenic to beneficial lifestyles is not associated with a major expansion or contraction of the total gene repertoire. With the exception of *C. incanum*, all of the genome assemblies contained less than 1% of repetitive DNA ([Supplementary Table 2](#)). These estimates are probably much lower than the true repetitive DNA content of the genomes, because the sequencing and assembly techniques used are likely to have excluded or collapsed highly repetitive sequences, resulting in their under-representation in the final assembled contigs. The *C. incanum* assembly contains nearly twice the percentage of repetitive DNA as the *C. tofieldiae* assemblies, suggesting an expansion of repetitive elements in this species. This is largely accounted for by a significant expansion of the Pyret element in *C. incanum* (459 elements, total length 400 Mb), a Ty3/Gypsy retrotransposon that was first identified in *Magnaporthe grisea*<sup>17</sup>. This suggests there has been a recent species-specific invasion of the *C. incanum* genome by this transposable element.

## Supplementary Note 3

### Phylogeny of *Colletotrichum* and divergence date estimates

Phylogeny of *Colletotrichum*. To position *C. tofieldiae* isolate 0861 and *C. incanum* within the context of the genus *Colletotrichum*, we first generated a phylogenetic tree based on whole genome sequencing data (Supplementary Fig. 2a and Supplementary Methods). The whole genome-based phylogenetic tree indicates a very short phylogenetic distance between *C. tofieldiae* isolate 0861 and *C. incanum* as well as their proximity to the maize pathogen *C. graminicola* (Supplementary Fig. 2a). Furthermore, to position the two species (including the four other *C. tofieldiae* isolates) studied here more precisely within the context of the genus *Colletotrichum*, we also generated a phylogeny based on sequences of six taxonomically informative loci (Supplementary Fig. 2b, c and Supplementary Methods). The analysis resulted in the detection of eight clades representing species within the *C. spaethianum* species complex (Supplementary Fig. 2b). Strain C0861 formed a clade with strains previously identified as *C. tofieldiae* that were congruent in morphology with the holotype of that species<sup>18</sup>. The isolates from Japanese radish (MAFF 238704, MAFF 238706, MAFF 238712, MAFF 238713) formed a clade together with *C. incanum* strains from *Solanum lycopersicum*, *Glycine max* and *Phaseolus vulgaris*, including the ex-holotype strain. The species *C. incanum* was recently described for the first time<sup>19</sup>.

Divergence date estimates. Single-copy gene families, identified by clustering the predicted protein sequences from *C. incanum*, the five *C. tofieldiae* isolates and sixteen additional fungal species, were used to estimate (a) the age of the *Colletotrichum* crown, (b) the age of the common ancestor of *C. tofieldiae* and *C. incanum* and (c) the age of the *C. tofieldiae* crown (Fig. 1a and Supplementary Table 3 and Supplementary Methods). Based on this analysis, the age of the *Colletotrichum* crown was estimated to be 60.4 Mya, the age of the common ancestor of *C. incanum* and *C. tofieldiae* was estimated to be 8.8 Mya and the age of the common ancestor of the five *C. tofieldiae* isolates was estimated at 0.29 Mya (Fig. 1a and Supplementary Table 3). This divergence date between *C. tofieldiae* and *C. incanum* is comparable to the human-chimpanzee split that was estimated at 8 Mya<sup>20</sup>. Taken together, these results indicate that the beneficial lifestyle in *C. tofieldiae* is a rather recent adaptation arising from a more ancestral pathogenic lifestyle.

## Supplementary Note 4

### SNP distribution in *C. tofieldiae* isolates

How the deposited data were processed for this re-analysis (not part of the article)

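Transcripts of *Arabidopsis thaliana*, *Colletotrichum tofieldiae* (*Ct*) and *C. incanum* (*Ci*) were measured by RNA-seq in roots and in fungal cultures. The *Ct* set has 48 root samples: mock and *Ct* roots at 625 μM (+P) or 50 μM (−P) phosphate, at 6, 10, 16 and 24 d.p.i., 3 replicates each. The *Ci* set has 9 root samples under −P: 3 at 10 d.p.i. from experiment E1, and 3 at 10 and 3 at 24 d.p.i. from experiment E2. Each fungus also has 3 *in vitro* libraries.

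The values used are the raw counts that the authors deposited, 1 table for each genome. In the *Arabidopsis* table the unit is the count of fragments per gene. The authors mapped read pairs to the TAIR10 genome with Tophat2 (a = 10, g = 10, r = 100, mate-std-dev = 40) and counted them with htseq-count (s = reverse, t = exon). The *Ct* and the *Ci* tables hold the same unit, the count of fragments per gene on the genomes that the authors assembled. No normalization had been applied: every value is a whole number and every column has its own total. The versions of these programs are not given in the sources used here. Every column of the 3 tables was used. The supplementary tables of the paper gave the gene lists. Of the *Ct* expression table 1004 genes and of the ortholog table 1997 pairs are held, and the lists of clusters other than 8 and 9 were left out. Gene names and neighbouring genes were taken from the RefSeq annotation of TAIR10.1, where 22042 of the 22203 genes looked up were matched. RT–qPCR, imaging, phosphate transfer and genome comparison were not analysed here.

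Plant depth was 12137443 to 26562831 counted fragments in the 9 *Ci* libraries, with the other plant and root totals given at the first passage. The *in vitro* libraries had 2132894 to 18966844 fragments on *Ct* genes and 20797840 to 21234983 on *Ci* genes. In simulated data with the depth of the real libraries, 200 genes were changed by 2 on the log2 scale. All genes of a fit had the same dispersion, so genes with a larger spread were not simulated. There edgeR recovered 93.5% of the changed genes for *Ct* against mock roots at 24 d.p.i. under −P and 90% for the interaction. It recovered 100% for *Ci* of either experiment against *Ct*, 91.5% for *Ct* in planta against *in vitro* growth at 10 d.p.i. under −P, 84.5% for *Ct* under −P against +P at 10 d.p.i., 81.5% for *Ct* at 10 against 6 d.p.i. under −P, and 99% for *Ci* at 10 d.p.i. Camera and fry were tested on simulated data as well, where genes were drawn independently, so lists of correlated genes were not tried. They gave p of 1.1e-283 and 1.35e-44 for a list with 100 raised genes, and 0.936 and 0.995 for an unchanged list.

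Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors and the quasi-likelihood F test on a model of group means. The SE of a log2 fold change is its size divided by the square root of F. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison and an absolute log2 fold change of at least 1. Genes entered with at least 100 fragments over the samples of the fit (*Arabidopsis*), 100 over the 24 *Ct* root samples or 50 over the 6 *Ci* root samples. Mock and *Ct* roots made 1 fit with 16 comparisons and the difference in response between −P and +P at each time. Roots with mock, *Ct*, *Ci* of E1 and *Ci* of E2 at 10 d.p.i. under −P made another, and those with mock, *Ct* and *Ci* at 24 d.p.i. made 1 more. *Ct* genes were fitted over 27 samples with 18 comparisons and *Ci* genes over 9 with 2. Ortholog pairs were fitted over 18 samples, with an offset for library size and coding length. Gene lists were described by the median log2 fold change and tested with camera (preset correlation 0.01) and fry of limma 3.58.1. The lists are cluster 8 (149 genes printed, 140 tested), cluster 9 (155 printed, 139 tested), 13 genes for mechanical stimulus and 5 for indole glucosinolates, both taken from cluster 9, and the CSEP genes of each fungus. Fungal share is the percentage of fungal among all counted fragments in a library, compared by exact permutation. A fold against a group with 0 fragments is given as a lower bound with a floor of 3 fragments over that group. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and random draws made there with numpy 2.4.6.

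Genes are named by a rule written before the data were examined. Named are every gene that the paper's text or notes name with an identifier or a symbol that could be matched, whose published values count as seen. Named also are, for the comparisons listed next, the 3 called genes with the largest positive and the 3 with the largest negative log2 fold change, among genes whose groups do not overlap and whose mean log2 CPM is at least 1. The comparisons are *Ct* against mock and the interaction at 24 d.p.i., *Ci* against *Ct* at 10 d.p.i., *Ci* against mock at 24 d.p.i., each fungus in planta against *in vitro* growth at 10 and 24 d.p.i., the ortholog pairs at both times, and *Ct* genes under −P against +P at 24 d.p.i. No overlap rule applied to the interaction.

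Also set before the data were examined were the alternatives: voom with limma's moderated t-test (the paper's own method), DESeq2 1.42.0, RLE size factors, no filter, filterByExpr, each library left out in turn, the replicate number as a block, a fit of only the groups compared, and no fold limit. Some results had further ones of their own, such as ranks by the median, no length adjustment, fungal over plant fragments, and aligned fragments. Fits of *Ct* root samples alone, with edgeR or voom, and a voom fit without *in vitro* replicate 1 were chosen after seeing the data. To ask how often chance gives a count as large, samples were split anew into groups of the same size, 10 splits for 3 against 3 and 100 drawn with a fixed seed where more exist (40 for the union of 16 comparisons). For single comparisons and interactions this was done in the fit of only the groups compared, whose counts differ from those reported. Library run, inferred from the library identifiers, could not enter the model, since it follows time or inoculum.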

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

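The tests on strand and the one on genes shared with *Ct* against mock were chosen after the result was seen. The tests on the 16 d.p.i. library run, on the handling of roots, on the mechanical stimulus list, on the run of E2 and on other splits of the samples were written down before.

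The response of *Arabidopsis* to *Ct* differed between −P and +P roots by a test of the difference itself, which is why these results are here: 539 genes at 6 d.p.i., 17 at 10 d.p.i., 571 at 16 d.p.i. and 1006 at 24 d.p.i. At 6, 10 and 24 d.p.i. the 4 groups compared share a library run, so run does not enter. Other splits of the samples were made in fits of only the groups compared, which gave 485, 27, 506 and 867 genes. For those counts 6, 3, 2 and 1 of 100 splits, the real one among them, gave as many at 6, 10, 16 and 24 d.p.i. The splits mixed all 4 groups, so effects of *Ct* and of phosphate enter them as well. They therefore cannot tell whether chance gives such an interaction at any of these times. The 17 genes at 10 d.p.i. were not themselves put to this test. The 10 d.p.i. count is small and moves with single libraries: it was 6 or 10 without mock +P replicate 1 or 2, 10 or 7 without *Ct* +P replicate 1 or 2, 27 or 11 without mock −P replicate 2 or 3, and 10 or 5 without *Ct* −P replicate 2 or 3. At 16 d.p.i. the +P mock roots come from another run. Against the mean of 10 and 24 d.p.i. they differ at 991 genes, while the other groups, each within 1 run, differ at 512 (−P mock), 397 (+P *Ct*) and 353 (−P *Ct*). The values that an effect of run needs are there, so run is a candidate explanation for part of the 16 d.p.i. count, which was 371 without *Ct* +P replicate 3. At 24 d.p.i. phosphate level remains open, and so does the amount of fungus, which was not separated from it.

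Genes of cluster 8 are here because their response to *Ct* at 24 d.p.i. was higher under −P than under +P in a test of the difference. The cluster median was 0.70 on the log2 scale. Single genes were *RHS8* 1.60, *RHS12* 1.47, *RHS13* 1.70, *RHS15* 1.43, *RHS19* 1.88, *XTR9* 1.30, *EXT10* 1.43, *XTH26* 1.50, *EXPA18* 1.17 and *AGP3* 1.02. The last 2 rest on single libraries: *EXPA18* fell to 0.97 without *Ct* +P replicate 2, and *AGP3* was under a limit without *Ct* +P replicate 1 (0.94) or 2 (0.80), *Ct* −P replicate 1 (0.96), mock +P replicate 1 (0.98) or mock −P replicate 1 (0.99) or 2 (0.93). Library run is the same for all 4 groups. Median plant depth was 25204476 (+P mock), 27683853 (+P *Ct*), 22709585 (−P mock) and 34832049 (−P *Ct*) fragments, so the 2 *Ct* groups are the deeper ones under each phosphate level. The cluster was chosen by the paper on these samples, which favours a large value here. Phosphate level, amount of fungus and the share of root hair cells in the harvested root stay open, and none was tested apart.

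Genes of cluster 9 are here for the opposite difference at 24 d.p.i. The cluster median was −0.66. Single genes were *MYB15* −2.76, *WRKY46* −2.60, *ERF1* −2.48, *ERF13* −2.30, *ERF11* −2.24, *WRKY40* −1.97, *ERF2* −1.94 and *CML38* −1.67. Several rest on single libraries. Without *Ct* +P replicate 1 *WRKY46* was −1.82 (adjusted p 0.084), *ERF13* −1.51 (0.22), *WRKY40* −1.42 (0.16) and *CML38* −1.45 (0.069). Without *Ct* +P replicate 2 *ERF13* was −2.35 (0.067), *WRKY40* −1.92 (0.068) and *CML38* −1.40 (0.082). Without mock +P replicate 1 *ERF13* was −1.77 (0.15), *WRKY40* −1.77 (0.1) and *CML38* −1.42 (0.085), and without mock +P replicate 2 *ERF13* was −2.45 (0.059) and *WRKY40* −1.96 (0.059). Leaving out −P libraries cost calls too: without mock replicate 1 *ERF13* −2.31 (0.082) and *WRKY40* −1.91 (0.076), without mock replicate 2 *ERF13* −2.16 (0.11), *WRKY40* −1.94 (0.07) and *CML38* −1.59 (0.065), without *Ct* replicate 1 *ERF13* −2.28 (0.082) and *WRKY40* −1.82 (0.087), and without *Ct* replicate 3 *ERF13* −2.05 (0.11), *WRKY40* −1.92 (0.069) and *CML38* −1.53 (0.061). With voom none of these 4 was called (adjusted p 0.1 for *WRKY46*, *WRKY40* and *CML38*, 0.086 for *ERF13*), and with DESeq2 *ERF13* was not (0.084).

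Whether handling of the roots before harvest accounts for the spread between replicates of cluster 9 under +P is open. The median of the mechanical stimulus list varied between mock replicates, which had no fungus, with a pooled SD of 0.56 on the log2 scale. For the indole glucosinolate list that SD was 0.19, a ratio of 3.01. These 13 genes therefore vary without any fungus, as handling would have them do. The median of cluster 9 as a whole did not: its SD between mock replicates was 0.16, below that of the indole glucosinolate list. Handling cannot be the whole cause of the cluster's difference through these 13 genes alone, because the other 126 genes still gave −0.61, against −1.68 for the 13. Defense genes outside the list, such as *MYB15*, may also respond to handling, and that was not tested. Phosphate level and amount of fungus stay open.

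The genes with the largest differences at 24 d.p.i., among called genes with a mean log2 CPM of at least 1, are here by the same test: *IRT1* 6.97, AT5G04730 4.94 and AT2G43890 4.48 higher under −P, and AT5G50360 −5.93, AT3G02480 −5.13 and AT3G15670 −5.08. With voom *IRT1* was 6.32 with adjusted p 0.39, and this gene was not called there. For the other 5 every alternative and every single library left out kept the call. The mock and *Ct* libraries compared share a run. No further explanation was tested for these genes.

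The *Ci* experiments are here because they differ from each other: 1816 genes were called between E2 and E1 at 10 d.p.i., 1003 higher and 813 lower in E2. They differ in library run, and the labels give no other condition. By aligned fragments the *Ci* share differs too, 1.64 ± 0.091% in E1 and 5.03 ± 0.928% in E2 (mean ± SD). The plant total behind the E1 value is below the fragments counted. Genes that lie for at least 75% of their exons under a gene of the other strand were called 6.71 times as often as genes without such overlap (51.8% of 369 against 7.71% of 14952). For E2 against *Ct* the ratio was 3.03 (62.3% and 20.5%), for E1 against *Ct* 1.49 (22.5% and 15.1%). On 432 genes with at least 90% overlap the share of counted fragments was 0.445 to 0.51% in the libraries of the E2 run, against 0.274 to 0.313% in the run of most libraries, 0.298 to 0.311% in the 6 d.p.i. run and 0.289 to 0.3% in the run of E1. A candidate explanation is that strand was kept in the libraries or counting of one part of the runs and not of the other. A response of overlapped genes to *Ci* is argued against, since both experiments have the same inoculum. The amount of fungus may differ between them. The E2 libraries at 24 d.p.i., with an aligned *Ci* share of 1.67%, still had at least 0.445% on the overlapped genes. Of the calls between the experiments 63.5% were on genes with no overlap at all, and the cause of these was not tested. Amount of fungus stays open for them along with run.

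The plant counts of *Ci* roots at 24 d.p.i. are here because the paper reports no comparison of them. Against mock roots 1197 genes were higher and 1625 lower (2822), and against *Ct* roots 1034 and 1889 (2923). Without a filter the totals were 3502 and 3775. In fits of only the groups compared, which gave 2820 and 2903 genes, the other splits of the samples gave 0. The splits are only 10, too few for this test to exclude chance whatever they give. *Ci* libraries are of another run than the mock and *Ct* libraries. E2 differs from E1 at 1816 genes at 10 d.p.i., which shows how many calls run and experiment can give, so run and inoculum cannot be told apart here. Strand alone is argued against as the whole cause, because 70.8% of the genes called against mock have no overlap with a gene of the other strand, although overlapped genes were called more often (56.7% against 13.4%). The strongest genes do bear its mark. *PGIP1* (AT5G06860) and *F3H* (AT3G51240), at least 4210-fold and 1500-fold higher with a floor of 3 fragments over the group, lie under another gene for 92.6% and 93.8% of their exons, and AT5G49640, at least 897-fold lower, for 99.7%. For *UBQ6* (AT2G47110), at least 6280-fold higher, it is 23.6%, and for AT4G33610 (−11.76 ± 0.23) 0%. ATMG00030 (−14.57 ± 0.29) is a mitochondrial gene and was not classed. *UBQ6* had 302 ± 17.1 CPM at 10 d.p.i. and 293 ± 14.6 at 24 d.p.i. in E2, and 0 in E1. AT5G49640 had 0.0394 in E2 at 10 d.p.i. and 53.1 ± 3.53 in E1. A value that splits *Ci* roots by experiment in this way is no response to *Ci*.

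Of the 2822 genes 368 were called the same way and 83 the opposite way among 910 called for *Ct* against mock roots at 24 d.p.i. Both comparisons share the mock libraries. In simulations of unchanged groups against these mock libraries 67.6% of genes had the same sign (r 0.54), and 0 were called in both. Observed were 54.8% and 0.25. The shared mock alone would therefore bring no called genes in common, and the signs of all genes tell nothing beyond it. At 10 d.p.i. 1770 genes were called the same way against mock in E1 and E2 and 52 opposite (74.5% same sign, r 0.62; simulated 66.2% and 0.47). Against *Ct* the signs were the same for 77% (r 0.64, simulated 0.43). For the 2034 genes called against *Ct* in both experiments, 3 of 100 splits, the real one among them, gave as many. These splits mixed *Ct*, E1 and E2, so they do not test *Ci* against *Ct* alone. Simulated unchanged groups gave at most 1 such gene. Run is not excluded. *Ct* and mock share a run and the *Ci* libraries are from others, so run and inoculum cannot be told apart for these genes. That 519 of them were also called for *Ct* against mock does not decide this. A response to *Ci* alone would also leave genes without that call. Of the 2034, 1627 (790 higher and 837 lower) have no overlap with a gene of the other strand.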

How the results depend on the processing

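The alternatives were chosen before the data were examined, except the fits of *Ct* root samples alone and the voom fit without *in vitro* replicate 1, which were chosen after the result was seen. All of them were run. Where a value moved, the cause was not tested unless the paragraph gives it.

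Named genes mostly kept their direction and their side of the limits. Of 434 log2 fold changes 412 did so with voom, 424 with DESeq2 and 432 with RLE size factors. With voom 14 calls were lost and 5 gained, with DESeq2 8 and 1, and with RLE 1 and 1. Of 3042 values with 1 library left out 2834 kept both, 96 lost a call and 50 gained one. Counts, medians and shares stayed within 1.5 times their value, or within the spread between replicates, for 59 of 68 with voom, 49 of 58 with DESeq2, 61 of 62 with RLE, 52 of 52 with filterByExpr, 43 of 52 without a filter, 33 of 48 with only the groups compared and 538 of 582 with 1 library left out. Counts of pairs stayed within that range under the alternatives set for them. In the fit of only the groups compared, made for the splits, the 216 pairs at 24 d.p.i. were 332, which is outside it.

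The replicate number as a block left 68 of 68 counts, medians and shares within the range and 439 of 446 named genes as they were. The numbers do not pair the samples: after group means were removed, libraries of the same number in 43 comparisons had correlations of −0.25 to 0.28 (median −0.00), and in 1 comparison all 3 were above 0.1. A block is thus not called for.

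For plant genes, the count between −P and +P mock roots at 10 d.p.i. (129) was 76 with voom and 40 with only the groups compared, and 46 to 134 with 1 library left out (46 without mock +P replicate 1, 83 without mock −P replicate 1). In *Ct* roots (85) it was 133 with only the groups compared and 40 to 77 with 1 library left out (42 and 46 without *Ct* +P replicate 1 or 2, 40 without *Ct* −P replicate 3). The interaction at 10 d.p.i. (17) was 46 with DESeq2, 27 with only the groups compared and 5 to 27 with 1 library left out. At 16 d.p.i. (571) it was 371 to 639. Without the fold limit the union of 16 comparisons rose from 5684 to 19945 and the genes called in both *Ci* experiments from 2034 to 8976, by construction. A contrast of the mean of both experiments gave 3284, which asks for less than a call in each.

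For *Ct* genes against *in vitro* growth, a fit of only the groups compared lowered the counts under +P to 1353 at 16 d.p.i. and 1256 at 24 d.p.i. (from 2274 and 2297), and under −P to 1394 and 1265 (from 2373 and 2136). Without a filter the count under −P at 10 d.p.i. rose from 2820 to 4345 and the union of 18 comparisons from 4269 to 6806, with more genes tested.

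Between −P and +P, *Ct* counts are small and move with most settings. At 6 d.p.i. (0) they were 2 with DESeq2, 1 with RLE, 9 without a filter and 32 with only the groups compared, and in the fits chosen later 5 (root samples, edgeR), 3 (root samples, voom) and 2 (without *in vitro* replicate 1, voom). At 10 d.p.i. (8) they were 5 with voom, 16 with DESeq2, 14 without a filter, 21 with only the groups compared, and 23, 25 and 21 in the later fits in the same order. At 16 d.p.i. (0) they were 2 with DESeq2, 6 without a filter, 3 with only the groups compared and 4 in root samples with edgeR. At 24 d.p.i. (24) they were 8 with voom, 44 with DESeq2, 61 without a filter, 73 with only the groups compared, and 85 and 42 in root samples with edgeR and voom. With 1 library left out they were 2 to 8 at 10 d.p.i. (4 and 2 without *Ct* +P replicate 2 or 3, 5 without −P replicate 1) and 12 to 22 at 24 d.p.i. (15 and 12 without +P replicate 1 or 2, 14 and 15 without −P replicate 1 or 3). The union of the 4 (31) was 13 with voom, 60 with DESeq2, 84 without a filter, and 112, 65 and 52 in the later fits. With 1 library left out it was 20 to 105, the highest without *in vitro* replicate 1 and the lowest without *Ct* +P 24 d.p.i. replicate 2. For this union the splits cannot decide on chance, since they mix time points with phosphate levels.

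Between time points under +P, 6 genes from 6 to 10 d.p.i. became 21 with DESeq2, 17 without a filter, 50 with only the groups compared, and 42, 50 and 36 in the later fits. With 1 library left out there were 1 to 5 (1 and 2 without 6 d.p.i. replicate 2 or 3, 1 and 3 without 10 d.p.i. replicate 1 or 2). From 10 to 16 d.p.i., 50 became 85 with only the groups compared and 106, 99 and 77 in the later fits, and 17 to 43 with 1 library left out (21, 30 and 17 without 10 d.p.i. replicate 1, 2 or 3, 22 and 25 without 16 d.p.i. replicate 2 or 3). From 16 to 24 d.p.i., 386 became 237 with voom and 256 to 335 with 1 library left out, lowest without 24 d.p.i. replicate 2.

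Under −P, 72 genes from 6 to 10 d.p.i. became 45 with voom, 125 without a filter, 317 with only the groups compared, and 197, 225 and 178 in the later fits. With 1 library left out there were 17 to 39 (21, 19 and 17 without 6 d.p.i. replicate 1, 2 or 3, 25, 38 and 39 without those of 10 d.p.i.). From 10 to 16 d.p.i., 51 became 81 with DESeq2, 146 with only the groups compared, and 144, 138 and 127 in the later fits, and 11 to 75 with 1 library left out (11 and 19 without 10 d.p.i. replicate 1 or 2, 14 without 16 d.p.i. replicate 3). From 16 to 24 d.p.i., 273 became 137 with voom and 421 in root samples with edgeR, and 167 to 261 with 1 library left out, lowest without 24 d.p.i. replicate 3. The union over time (606) was 357 with voom, 938 in root samples with edgeR, and 485 to 967 with 1 library left out, highest without *in vitro* replicate 1. For it, and for the unions of 16 and of 18 comparisons, only the real split gave so many genes. These splits mix all the groups they draw on. They exclude chance only for groups that do not differ at all. For single comparisons of 3 against 3 libraries the splits cannot decide, since 10 are too few whatever they give. In 44 of these comparisons no other split gave a count as large. For *Ct* −P against +P at 16 d.p.i. 3 of the 10 splits, the real one among them, gave at least 3 genes. That is the count in the fit of only the groups compared (0 in the fit reported).

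*Ct* CSEP genes among the 1000 highest (4) were 2 by the median, 2 at 10 d.p.i. under −P alone and 6 at 24 d.p.i. under −P alone. Among the 54 CAZyme genes in the part of the table held, those with a rise of over 10 at 6 d.p.i. under −P (0) were 1 with voom and 1 with DESeq2. With the aligned fragments of Supplementary Table 8, the *Ct* share under +P was 0.803% at 6 d.p.i., 1.26% at 10 d.p.i. and 0.343% at 24 d.p.i., and under −P 1.45%, 1.89% and 0.452%, all higher than from counts.

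Directions that reversed belong to genes that were not called. With voom CT04_04287 (−0.06) and CT04_08450 (−0.19) were 0.02 and 0.08 against *in vitro* growth under −P at 10 d.p.i., and CT04_01748 (−0.09) was 0.95 at 24 d.p.i., or 0.01 with DESeq2. With 1 library left out the ranges of those 3 were −0.13 to 0.11, −0.36 to 0.24 and −5.45 to 0.57. At 24 d.p.i. under −P CT04_12898 (0.04) ran from −0.13 to 0.25, CT04_04263 (0.53) from −0.37 to 1.11 and CT04_06224 (0.02) from −0.04 to 0.09.

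Plant genes of which leaving out 1 library turned the sign were, for *Ct* against mock under +P at 24 d.p.i., *RHS13* (−0.23, range −0.70 to 0.06), *RHS15* (0.23, −0.20 to 0.58), *RHS19* (−0.08, −0.47 to 0.19), *LRX1* (−0.06, −0.44 to 0.14), *XTH26* (0.02, −0.29 to 0.27), *EXT12* (−0.14, −0.36 to 0.05), *CYCP4;2* (−0.07, −0.21 to 0.10), *PHT1;5* (−0.21, −0.65 to 0.54) and *PHT2;1* (0.10, −0.07 to 0.24). Under −P they were *SHV2* (0.06, −0.04 to 0.20), *PIP5K3* (0.04, −0.06 to 0.12), *XTH13* (0.07, −0.04 to 0.24), *WRKY46* (0.11, −0.11 to 0.22), *ERF13* (−0.06, −0.44 to 0.19), *CAF1a* (0.37, −0.36 to 0.78), *DIC2* (0.42, −0.29 to 0.82), *PHT1;4* (−0.04, −0.18 to 0.10), *PHT4;1* (−0.10, −0.37 to 0.11) and *ACT2* (−0.04, −0.08 to 0.01). For the interaction they were *CYP81F2* (−0.16, −0.31 to 0.06), *PHT1;5* (−0.23, −0.98 to 0.21) and *PHT4;1* (0.10, −0.17 to 0.31). For *Ci* against *Ct* they were *RHS15* (−0.04, −0.11 to 0.01), *SHV2* (0.01, −0.06 to 0.08), *ADF11* (0.01, −0.03 to 0.07) and *XTH26* (−0.05, −0.21 to 0.08) in E1, and *RHS12* (0.05, −0.14 to 0.19), *PIP5K3* (−0.04, −0.16 to 0.10), *EXPA18* (−0.09, −0.23 to 0.04) and *CML38* (0.10, −0.14 to 0.28) in E2.

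Calls of further named genes hung on 1 library at 24 d.p.i. under +P. *CAF1a* lost its call without mock replicate 1 (1.68, adjusted p 0.1) or *Ct* replicate 1 or 2 (1.80, 0.065 and 1.77, 0.069), *DIC2* without the same libraries (1.56, 0.11; 1.53, 0.11; 1.81, 0.054), and *SZF1* without the first of each (1.11, 0.078 and 0.86, 0.15). *Ci* roots of E2 lost *ERF11* without *Ct* replicate 1 (0.79, 0.12) or E2 replicate 2 (0.92, 0.11), and those of E1 lost *CAF1a* without E1 replicate 2 (1.16, 0.066) and *PROPEP3* without *Ct* replicate 1 (0.97).

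Depth limits the fungal counts. The shallowest *Ct* root library has 41261 fragments on genes, and with so few fragments a gene transcribed at a low level often reads 0.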

Differences from the paper's values

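Alternatives named here were chosen before the data were examined, except those said to be chosen after seeing the values.

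For *Ct* genes that respond to phosphate status the paper gives 61, against 31 here. Within the paper's range of 1.5 times were DESeq2 (60) and no filter (84). Voom (13), RLE size factors (32), filterByExpr (37), the replicate block (29) and every fit with 1 library left out (20 to 105) were not. Chosen after seeing the values, voom on root samples alone gave 65 and voom without *in vitro* replicate 1 gave 52, both within it. Of the paper's called genes in the part of its table held, 4 at 10 d.p.i. and 7 at 24 d.p.i., the first drops 0 and 0 and the second 1 and 2. The fit reported here drops 3 and 5 of them.

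The share of responsive *Ct* genes induced on contact with the host is 80% in the paper and 47% here. Voom (56.6%) comes within 1.5 times. DESeq2 (46.6%), RLE (45.5%), no filter (46.3%), filterByExpr (46.7%) and the block (48%) do not.

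For the highest number of *Ct* genes down in planta in any of the 8 comparisons the paper's notes give 861, against 1348 here. Within the range were voom (968), the block (1285), only the groups compared (835) and 4 of the 27 fits with 1 library left out (1020 to 1469 over all). DESeq2 (1457), RLE (1453), no filter (2232) and filterByExpr (1323) were not.

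For *Ct* genes called between time points the values of the paper's notes and those here are as follows. From 6 to 10 d.p.i. under +P they are 47 and 6: only the groups compared (50) falls within the range, while voom (6), DESeq2 (21), RLE (6), no filter (17), filterByExpr (5), the block (5) and 1 library left out (1 to 5) do not. Under −P they are 137 and 72: DESeq2 (106) and no filter (125) fall within it, voom (45), RLE (78), filterByExpr (78), the block (62), only the groups compared (317) and 1 library left out (17 to 39) do not. From 10 to 16 d.p.i. under +P they are 231 and 50, and no alternative falls within the range: voom 37, DESeq2 71, RLE 48, no filter 54, filterByExpr 51, the block 50, only the groups compared 85, 1 library left out 17 to 43. Under −P they are 422 and 51, again with none: voom 41, DESeq2 81, RLE 52, no filter 76, filterByExpr 54, the block 57, only the groups compared 146, 1 library left out 11 to 75. From 16 to 24 d.p.i. under +P they are 99 and 386, with none: voom 237, DESeq2 388, RLE 403, no filter 446, filterByExpr 437, the block 378, only the groups compared 488, 1 library left out 256 to 335. Chosen after seeing the values, root samples alone reached the paper's value from 6 to 10 d.p.i. with edgeR (42 under +P, 197 under −P) and with voom under +P (50), and voom without *in vitro* replicate 1 reached it under −P (178). Of the paper's called genes held, 3 under +P and 35 under −P, edgeR on root samples drops 1 and 7, voom on root samples 0 and 1, and voom without *in vitro* replicate 1 2 and 8. In the part of the paper's own table held, 58 genes are called from 16 to 24 d.p.i. under +P, 48 under −P, 35 from 6 to 10 d.p.i. under −P, and 13 and 15 from 10 to 16 d.p.i., so that the last step is the largest there.

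For the level of CI_08930 over that of CT04_10683 at 10 d.p.i. the paper's notes give a ratio of more than 160, against 67.2 here in CPM. No alternative was set for it.

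Of genes up under −P in mock roots at 10 d.p.i. the paper's notes give 44, against 90 here. Within the range were voom (48), only the groups compared (32) and 5 of the 6 fits with 1 library left out (34 to 105 over all). DESeq2 (111), RLE (88), no filter (92), filterByExpr (91) and the block (99) were not.

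The lowest number of *Ct* fragments in a root library is 81392 in the paper and 41261 here. With the aligned fragments of Supplementary Table 8 it is 81392, so the paper's value is of aligned fragments and the one here of fragments counted on genes. The *Ct* share of fragments at 24 d.p.i. under −P is about 0.5% in Supplementary Fig. 1c, read by eye, and 0.279% here. The bars of that figure were read to 1 digit. Aligned fragments (0.452%) fall within the range. Fungal over plant fragments (0.28%) and 1 library left out (0.239 to 0.31%) do not.

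Where the paper's tables are held, no gene or pair was called in opposite directions by the paper and here: 0 of 1004 *Ct* genes in any of the 18 comparisons and 0 of 1997 pairs.

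Some results disagree with a gene or direction that the paper states. Its notes place 5 phosphate transporter genes higher with *Ct* than with *Ci*. Here *PHT1;4*, *PHT1;5*, *PHT2;1*, *PHT3;2* and *PHT4;1* were higher in *Ci* roots in both experiments, the direction that Supplementary Data 10 also gives. The paper counts *PEN2* among the strongly regulated genes of cluster 9. At 24 d.p.i. its change was 0.28 under +P and 0.50 under −P, below the fold limit. For *WRKY33* (−0.64), *MYB51* (−0.60) and *CYP81F2* (−0.16) the difference in response between phosphate levels was not called, whereas it was for *WRKY40*, *ERF11* and *ERF13*. Of the 5 root hair genes 4 were called under −P at 24 d.p.i., and *RHS12* (0.99) was just under the limit. *RHS12* passed the limit under −P at an earlier time. The paper's text gives no time for these genes, so their values do not disagree with it.

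The paper sets cluster 9 as induced under +P and not under −P. At 6 d.p.i. the cluster rose under −P as well, by 1.44 with 86 of 139 genes up. At 24 d.p.i. it rose under −P by 0.50 with 21 genes up, less than the 1.24 with 83 up under +P. By GO terms the paper finds root cell differentiation higher with *Ct* than with *Ci*. For the genes of cluster 8 this was seen in E2 (−0.31) and not in E1 (0.06). A legend states that no phosphate response is seen at 24 d.p.i. in *Ct* roots. Here 1028 genes were up and 818 down, and the bars of Supplementary Fig. 19 stand at about 1000 and about 800, read by eye. The notes report no phosphate response among *Ct* CSEP genes, and 0 were called here by edgeR, but more genes over time than the 4 called here.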

Other observations

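The tests on the order of the time point counts, on the library type of *in vitro* replicate 1, on counts per mate in E1, on the share of each CSEP list and on the percentage of *Ct* genes up in planta were chosen after the result was seen. The tests on the depth of the CSEP counts, on the depth of *in vitro* replicate 1, on fungal background, and on plant counts thinned to fungal depth were written down before.

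More CSEP genes pass the filter in *Ci* than in *Ct*. Deeper fungal sequencing of *Ci* would predict that the difference goes away when depth is made equal. In *Ci* libraries thinned to the *Ct* depths 35.7 CSEP genes still had at least 50 fragments, against 16 in *Ct*. The lists differ in length, and as shares these are 18.9% (18 to 20.1%) and 12%, where 29.1% of the *Ci* list passed before. Equal depth thus removes more of the gap than it leaves. In every draw *Ci* stayed higher, but the rest lies too near the limit of 1.5 times set for this test to decide on depth as the whole cause. For the gap left at equal depth, library run and species stay open, and chance between the 2 lists was not tested.

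The 6 numbers of *Ct* genes called between time points in the paper's notes were set against voom on root samples alone. Of 720 orders of the 6 numbers, 1 is at least as close as the order of the table's columns (summed distance 0.265 on the log2 scale), while 187 are at least as close as the order of the text (5.86). That the text assigns the counts to times and phosphate levels in another order than the table may account for the gaps reported in the preceding part. It was not checked with the authors.

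*Ct in vitro* replicate 1 stands apart from replicates 2 and 3. Its lower depth (2132894 fragments against 12396546 and 18966844) is argued against as the cause, because replicate 2 thinned to that depth had a Spearman correlation of 0.99 with replicate 3. Another library type or way of counting stays open: its share of aligned fragments counted on genes was 0.123, and since it is the single library of its run, run, type and culture cannot be told apart.

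In *Ci* roots of E1 more plant fragments were counted on genes than are listed as aligned. If each fragment had been counted once for each mate, even counts would prevail. Of the counts from 1 to 20, at most 43.6% were even in these libraries (41.4 to 43.6%), inside the 36.6 to 46.1% of the other libraries, so this is argued against. An error in the printed table or a second sequencing of these libraries may be candidates, and neither was tested. No biological explanation was tested.

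Of the called *Ct* genes 47% were up in planta, and the paper states a much higher share. *In vitro* replicate 1 is argued against as the cause, because without it voom gave 50.8%. The filter is argued against too, since without a filter 46.3% were up. As a share of all calls in the 8 comparisons 54.6% were up, and 67.7% with voom.

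At 24 d.p.i. part of the fragments that align to the *Ct* genome were not counted on its genes, 39086 to 90795 per library (median 57839). Plant fragments that align there are argued against as the whole of these: mock roots, with no fungus, had 7658 to 20557 aligned fragments (median 13723), which is 23.7% of the former median.

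Few *Ct* genes were called between −P and +P at 24 d.p.i. Low fungal depth may account for part of it. Plant counts of the same 6 libraries thinned to the fungal totals gave 187 calls, where the full plant counts gave 1760 in a fit of the same groups. The fungus gave 73 at that depth. Depth thus removes most plant calls, and whether the fungus responds less than the plant cannot be told apart from the number and level of the genes tested.

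*LTP4* (AT5G59310), named by the rule for its fall with *Ct* under −P at 24 d.p.i., depends on phosphate in mock roots. At 24 d.p.i. it was at least 348-fold higher under −P than under +P, where it had 0 fragments, with a floor of 3. Its interaction was −9.65, a fitted value that depends on the prior count (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.036; DESeq2 0.093). No explanation was tested.

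The mechanical stimulus list rose with *Ct* at 6 d.p.i. as well, by a median of 1.45 on the log2 scale under +P and 1.22 under −P, with 7 of its 13 genes called up in each.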
